# CD8^+^ T cells in the tumor microenvironment modulate the response to endocrine therapy in breast cancer

**DOI:** 10.1172/JCI188458

**Published:** 2025-12-09

**Authors:** Fabiana Napolitano, Yunguan Wang, Dhivya R. Sudhan, Paula I. Gonzalez-Ericsson, Luigi Formisano, Nisha Unni, Shahbano Shakeel, James Z. Zhu, Khushi Ahuja, Lei Guo, María Rosario Chica-Parrado, Yuki Matsunaga, Pamela Luna, Chang-Ching A. Lin, Yasuaki Uemoto, Kyung-Min Lee, Hongli Ma, Nathaniel J. Evans, Alberto Servetto, Saurabh Mendiratta, Spencer D. Barnes, Roberto Bianco, Yisheng V. Fang, Lin Xu, Jeon Lee, Tao Wang, Justin M. Balko, Gordon B. Mills, Marilyne Labrie, Ariella B. Hanker, Carlos L. Arteaga

**Keywords:** Immunology, Oncology, Breast cancer, Chemokines, Drug therapy

## Abstract

The role of the tumor immune microenvironment (TIME) in modulating responses to antiestrogen therapy in hormone receptor–positive (HR^+^) breast cancers remains unclear. We analyzed pre- and on-treatment biopsies from patients with HR^+^ breast cancer treated with letrozole to induce estrogen deprivation (ED). Stromal tumor–infiltrating lymphocytes, assessed by H&E staining, and immune-related gene sets, including IFN-γ signaling genes, measured by RNA-Seq, were increased in ED-resistant tumors. Cyclic immunofluorescence and spatial transcriptomics revealed an abundance of CD8^+^ T cells and enhanced antigen processing and immune gene signatures in ED-resistant tumors. In this group, the expression of *CXCL9*, *CXCL10*, and *CXCL11* — chemokine genes involved in CD8^+^ T cell recruitment — and the *CXCR3* receptor were upregulated both before and after letrozole treatment. CXCL11 levels were higher in conditioned media from HR^+^ breast cancer cells cocultured with CD8^+^ T cells. Both recombinant CXCL11 and coculture with CD8^+^ T cells promoted MCF7 and T47D cell growth in estrogen-free conditions. Finally, deletion combined with silencing of the CXCL11 receptors CXCR3 and CXCR7 in MCF7 cells impaired proliferation in response to exogenous CXCL11 and to coculture with CD8^+^ T cells in estrogen-free conditions. These findings suggest that CD8^+^ T cell–associated CXCL11 in the TIME modulated the response of HR^+^ breast cancer cells to estrogen suppression.

## Abstract 2

CD8+ T cells in the tumor immune microenvironment promote resistance to estrogen suppression in HR+ breast cancer via CXCL11 and immune-related pathways.

## Introduction

Almost 80% of breast cancers are hormone receptor positive (HR^+^). In these tumors, cancer cells rely on estrogen receptor (ER) signaling for survival and proliferation (1). Treatment of HR^+^ breast cancer is based on the suppression of ligand-dependent or -independent activation of ERa, which can be achieved through several approaches, such as estrogen suppression with aromatase inhibitors and selective ER degraders or modulators (2). Although these therapies have greatly improved patient survival (1), up to 20% of patients exhibit intrinsic resistance to endocrine therapy with early metastatic recurrence (2). Therefore, identifying those patients who are unlikely to benefit from estrogen deprivation (ED) and may require additional therapies is of critical importance.

Recent studies have demonstrated that the tumor immune microenvironment (TIME) may affect the outcomes of patients with human epidermal growth factor receptor 2–positive (HER2^+^) and triple-negative breast cancer (TNBC). Indeed, tumor-infiltrating lymphocytes (TILs) in these breast cancer subtypes are associated with higher rates of a pathologic complete response after neoadjuvant chemotherapy and longer patient survival (3, 4). In addition, stromal TILs in TNBC are associated with a better response to immune checkpoint inhibitors (3). In comparison, TIL numbers are generally lower in HR^+^ breast cancers (5); thus, this subtype has been considered “immunologically cold” (6). However, some reports have shown that there is a subgroup of HR^+^ breast cancers with high TIL numbers that may respond poorly to estrogen suppression (with aromatase inhibitors) and result in shorter survival times than occurs for tumors with lower TIL numbers (7–11). The molecular characteristics of such tumors have yet to be completely defined.

Cellular components in the tumor microenvironment influence each other through direct cell-to-cell contact or via soluble factors such as cytokines, chemokines (chemotactic cytokines), and growth factors. Estrogen suppression can lead to the release of several cytokines, which in turn affect the transcriptional activity of breast cancer cells (12, 13). However, a comprehensive understanding of how chemokines in the TIME shape the phenotype of HR^+^ tumors and influence the response to therapy is still lacking.

Here, we leveraged samples from a short presurgical clinical trial of early-stage, operable HR^+^ breast tumors treated with letrozole to induce ED. Tumors were classified as ED sensitive or ED resistant on the basis of the proportion of Ki67^+^ cancer cells after 2 weeks of treatment (14). Compared with ED-sensitive tumors, ED-resistant tumors exhibited higher infiltration of CD8^+^ T cells and enrichment of immune response pathways (including IFN-related signatures). Using spatial transcriptomics, we found that estrogen suppression in resistant tumors increased CD8^+^ T cell infiltration and reduced Tregs. Resistant tumors showed enrichment of antigen processing and immune gene signatures in both cancer and immune cells, which was further amplified by estrogen suppression. *CXCL9/-10/-11* mRNA expression levels were higher in ED-resistant than ED-sensitive tumors before and after treatment, and their elevated expression correlated with worse relapse-free survival (RFS) for patients with HR^+^ breast cancer. Finally, recombinant CXCL11 and CD8^+^ T cell coculture promoted HR^+^ tumor growth under ED conditions, indicating that components of the TIME directly modulated the response to endocrine therapy.

## Results

### HR^+^ breast cancers resistant to ED are enriched with aggressive molecular features and immune cell infiltration.

For this study, we used evaluable biospecimens collected prospectively from postmenopausal women with newly diagnosed stage I–III HR^+^ breast cancer, who consented to enroll in a short presurgical clinical trial (Figure 1A). Patient characteristics are shown in Table 1. In all samples, ER, progesterone receptor (PR), HER2, and Ki67 levels were assessed following established protocols (Supplemental Figure 1A; see Methods; supplemental material available online with this article; https://doi.org/10.1172/JCI188458DS1). Ki67 scores evaluated from the surgical samples (hereafter to referred to as on-treatment or onTx) were used to categorize tumors as sensitive to ED (ED-sensitive, Ki67 ≤2.7% tumor cells) or resistant (ED-resistant, Ki67 ≥7.4%), following the tertiles used in the IMPACT trial (14). In the overall ED-resistant group, PR levels were significantly downregulated (*P* < 0.0001). However, this effect was not statistically significant in the subset of patients whose tumors showed an increase or no change in Ki67 levels upon treatment (Supplemental Figure 1B).

ED-resistant tumors expressed lower baseline levels of the ER and PR (Supplemental Figure 1, C and D), features correlated with a worse response to endocrine treatment (15). 

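RNA from formalin-fixed tumor tissue taken before treatment (preTx) and after letrozole, at surgery (onTx), was enriched for coding regions by hybrid capture and sequenced. The authors aligned the paired reads of 76 bases to GRCh38 with STAR (version 2.7.2b), counted them on genes with featureCounts (version 1.6.4) and deposited the counts per gene without normalization. The deposited counts cover 56104 genes in 174 samples. Of these, 66 were from ED-sensitive and 20 from ED-resistant tumors preTx, and 65 were from ED-sensitive and 23 from ED-resistant tumors onTx. The labels do not state which preTx and onTx samples came from one patient, so all comparisons were unpaired. Total counts per sample ranged from 334306 to 13477373. Their median was 5178668 in preTx ED-sensitive, 6522988 in preTx ED-resistant, 5217484 in onTx ED-sensitive and 4931902 in onTx ED-resistant tumors, and log2 total counts did not differ by response (2-sided permutation test with 100000 permutations, p = 0.363 preTx and p = 0.745 onTx). Protein-coding genes received a median of 80.8% of the counts of a sample, with a range from 13.2% to 88.2%. This share was under 50% in 17 samples, of which 8 were preTx ED-sensitive, 1 preTx ED-resistant, 6 onTx ED-sensitive and 2 onTx ED-resistant. The labels and the paper's text give no sequencing batch for these samples.
Genes with too few counts for a comparison were removed by edgeR's filterByExpr, and the remaining counts were normalized for library size by the TMM method. Each comparison was fitted with edgeR's quasi-likelihood test on its own groups, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Levels are given as CPM on the TMM library sizes, as mean ± SD over the tumors of a group. The standard error of a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. It was thus derived from the test and not estimated separately. On counts simulated from the preTx means and library sizes with 200 changed genes among 23495, this procedure called 194 of the changed genes and 9 of the others, and it called 0 genes where none had been changed. The changed genes were drawn from the more abundant genes and changed strongly. The simulated counts were negative binomial, without the uneven composition of the libraries with few coding counts. On the real preTx counts, random splits of the samples gave a median of 67 called genes, with a maximum of 1161.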

Next, we performed RNA-Seq on 86 pre-treatment and 87 on-treatment samples. First, we inferred the risk of recurrence (ROR) in pre-treatment biopsies using a previously described method (16). The ROR score, initially developed by Parker et al. (17), is a prognostic tool for postmenopausal women with HR^+^HER2^–^ tumors. Women with an ROR score below 40 were considered at low risk and those with a score above 60 were considered at high risk of relapse. 

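The ROR score weighs the expression of the PAM50 genes against subtype centroids, which were not used here. Of the PAM50 genes, 11 report proliferation (*BIRC5*, *CCNB1*, *CDC20*, *CEP55*, *MKI67*, *NDC80*, *NUF2*, *PTTG1*, *RRM2*, *TYMS* and *UBE2C*), and their mean log2 CPM with a prior count of 2 was taken as the proliferation score of a tumor. Before treatment, the score was 2.16 ± 0.97 (SD, n = 66) in ED-sensitive and 3.42 ± 1.34 (SD, n = 20) in ED-resistant tumors. The difference of 1.27 was close to the spread within the ED-resistant group (2-sided permutation test, p = 3e-05), and 18 of 20 ED-resistant tumors lay above the ED-sensitive median of 2.13. Among alternatives on the same log2 scale, taking the median over the 11 genes in place of the mean moved this difference most, to 1.17 (p = 3.5e-04 from the permutation test). By edgeR's quasi-likelihood test, 10 of the 11 genes were higher in preTx ED-resistant tumors at an adjusted p-value under 0.05, and all 11 were when adjusted over the list alone. Their log2 fold changes ranged from 0.51 to 1.83. *MKI67* had 32.1 ± 31.7 CPM in ED-sensitive and 99.8 ± 71.7 CPM in ED-resistant tumors, a log2 fold change of 1.67 (standard error 0.25, adjusted p = 1.50e-06 from the same test).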

Patients with sensitive tumors had a median ROR score of 26.38, whereas those with resistant tumors had a median ROR score of 67.48 (Supplemental Figure 1E, *P* < 0.0001). The prediction analysis of microarray 50 (PAM50) subtype of 81 matched pre-treatment and on-treatment samples showed a different distribution of luminal A and luminal B cancers at baseline within ED-sensitive versus ED-resistant tumors (Supplemental Figure 1, F and G). After 2 weeks of treatment, almost all ED-sensitive tumors shifted toward less aggressive subtypes (normal-like or luminal A), however, this was not the case in the ED-resistant group (Supplemental Figure 1, F and G).

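The PAM50 subtypes were not reassigned here, and the proliferation score was followed instead in all samples. In ED-sensitive tumors, the score fell by 1.16, from the preTx mean to 1.00 ± 0.61 onTx (SD, n = 65; 2-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). In ED-resistant tumors, it fell by 1.18 to 2.24 ± 1.14 onTx (SD, n = 23; permutation test, p = 0.00341). The change in ED-resistant tumors minus that in ED-sensitive tumors was -0.022 (95% bootstrap confidence interval, -0.76 to 0.76), and permuting the response labels within each time point gave p = 0.955. The sign of this small difference turned with the prior count, at 0.074 with a prior count of 0.5, and was 0.047 with the median over the 11 genes. The onTx score remained 1.24 higher in ED-resistant than in ED-sensitive tumors (permutation test, p = 1e-05). At this time point, 4 of 65 ED-sensitive and 13 of 23 ED-resistant tumors lay above the preTx median of the ED-sensitive group. *MKI67* counts fell by 1.66 on the log2 scale in ED-sensitive tumors (standard error 0.19, adjusted p = 1.08e-12 from edgeR's quasi-likelihood test) and by a log2 fold change of -1.23 in ED-resistant tumors (standard error 0.37, adjusted p = 0.0527 from the same test). The call for ED-resistant tumors depended on the processing, since it passed the threshold under 8 of 12 other choices, for example at -1.45 with limma-voom (adjusted p = 0.00647). Its changes in the response groups did not differ from each other at the threshold (log2 difference 0.43, standard error 0.39, adjusted p = 1.00 from edgeR's quasi-likelihood test of the interaction).

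**Figure D1:**
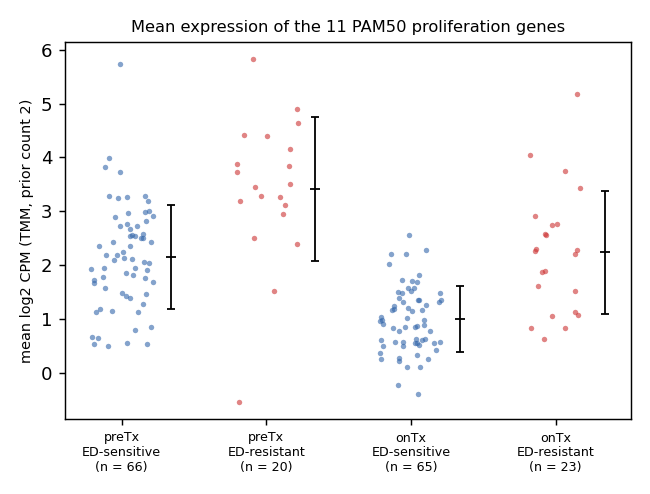
Proliferation score (mean log2 CPM of the 11 PAM50 proliferation genes) of each tumor, by time point and response. Points are tumors, and the black bar gives the mean ± SD. The mean falls from 2.16 to 1.00 in ED-sensitive and from 3.42 to 2.24 in ED-resistant tumors.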

Next, we asked what molecular pathways are differentially upregulated in ED-resistant tumors versus ED-sensitive tumors. Gene set enrichment analysis (GSEA) in on-treatment samples showed that the G_2_M checkpoint (normalized enrichment score [NES] = 2.75), E2F targets (NES = 2.72), MYC targets (NES = 2.64), and mitotic spindle (NES = 1.86) pathways were upregulated in ED-resistant versus ED-sensitive tumors (Supplemental Figure 2A), consistent with the higher tumor cell proliferation in ED-resistant tumors. 

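Between the 23 ED-resistant and 65 ED-sensitive onTx tumors, 2478 of 22588 genes differed at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, of which 1817 were higher and 661 lower in ED-resistant tumors. With the cutoffs of the paper's RNA-Seq methods (more than a 2-fold change and an adjusted p-value under 0.1), 730 genes were higher and 169 lower. Testing only genes with at least 10 counts in every sample moved the number of differing genes most, to 60. With each onTx sample left out in turn, the number ranged from 1992 to 2813. For the pathways, lists of G2/M, S phase, mitotic spindle and MYC target genes were written from general knowledge, since the Hallmark gene sets were not used here, and tested with fgsea on the quasi-likelihood statistics of all genes. The G2/M list had an NES of 3.04 (46 genes, adjusted p = 3.55e-24 from fgsea), the S phase list, which covers E2F target genes, 2.91 (42 genes, adjusted p = 3.53e-20) and the mitotic spindle list 2.85 (20 genes, adjusted p = 1.40e-27). All 46 G2/M genes had a positive log2 fold change, with a median of 1.13. Of these, 38 were higher at an adjusted p-value under 0.05, and 40 when adjusted over the list alone. The S phase list had 32 higher genes, and 34 adjusted over the list alone. All 20 mitotic spindle genes were higher, and likewise 20 adjusted over the list alone, of which 10 are also in the G2/M list. The MYC target list had an NES of 0.58 (26 genes, adjusted p = 0.975 from fgsea). Its median log2 fold change was 0.044, with 17 of 26 genes positive, 1 higher and 1 lower, and its NES was -0.54 when all genes with at least 1 read were kept. Adjusted over the list alone, 0 MYC target genes were higher and 1 was lower, against 3 and 1 at an unadjusted p-value under 0.05. *MKI67* had 42.0 ± 45.9 CPM in ED-resistant and 9.86 ± 8.34 CPM in ED-sensitive tumors, a log2 fold change of 2.12 (standard error 0.25, adjusted p = 3.31e-10 from edgeR's quasi-likelihood test). The response groups had been defined by Ki67 staining of the tumors on treatment. The paper proposes that these pathways go with the higher proliferation of tumor cells in the ED-resistant group.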

Immune-related signatures, including IFN-α response, IFN-γ response, and allograft rejection, were the top enriched gene sets that were increased in ED-resistant tumors (Supplemental Figure 2B). 

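Immune gene lists, also written from general knowledge, were tested in the same way in the onTx samples. The interferon-stimulated list had an NES of 2.89 (37 genes, adjusted p = 8.94e-19 from fgsea) and the IFN-γ response list 2.36 (25 genes, adjusted p = 6.92e-08). Every gene of the interferon-stimulated list had a positive log2 fold change, with a median of 1.07. Of its 37 genes, 32 were higher at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, and 36 when adjusted over the list alone. The IFN-γ response list had a median of 0.52. It had 13 higher genes of 25, with 15 higher and 1 lower adjusted over the list alone. In the T cell list, whose NES was 2.67 (adjusted p = 6.88e-15 from fgsea), all 20 genes were higher, as they were adjusted over the list alone. The NES was 2.07 for antigen processing (16 genes, adjusted p = 5.70e-05) and 1.94 for B cells (9 genes, adjusted p = 4.53e-04 from fgsea). Antigen processing had 7 higher genes, and 9 adjusted over the list alone, and B cells had 5 and, adjusted over the list alone, 8. The plasma cell list, at 1.42 (6 genes, adjusted p = 0.0961 from fgsea), and the macrophage list, at 1.51 (11 genes, adjusted p = 0.0586), did not pass the threshold with all samples. The test was repeated without onTx ED-resistant replicate 2, a library with 14.0% of its counts on protein-coding genes. It then gave 1.58 (adjusted p = 0.0244 from fgsea) for plasma cells and 1.57 (adjusted p = 0.0405) for macrophages. With all libraries with few coding counts left out, neither list passed. Both calls therefore depended on which libraries were left out. Of 100 splits of the onTx samples, the real one included, 31 gave a mean statistic as far from 0 for macrophages and 1 for plasma cells. Antigen processing fell to 1.66 without replicate 2 alone and still passed (adjusted p = 0.0136 from fgsea). Plasma cells had 2 higher genes and, adjusted over the list alone, also 2, and macrophages had 1 and, adjusted over the list alone, 0, with 2 at an unadjusted p-value under 0.05. The camera test of limma, with an inter-gene correlation of 0.01, passed and failed the same onTx lists as fgsea, and so did fry, which makes no such assumption. Sections hold tumor, stromal and immune cells together, so a list's value joins the share of a cell type with expression per cell.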

To complement these findings, we assessed the stromal TIL score in H&E-stained tumor sections (7). The average stromal TIL score in the entire cohort of pre-treatment tumors was 3.8% and in the on-treatment tumors was 4.90% (data not shown). However, when stratified by response to letrozole, the average stromal TIL score in the pre-treatment samples was 2.44% in the ED-sensitive group compared with 7.23% in the ED-resistant group (*P* = 0.0013, Supplemental Figure 2C). In the treated samples, the average stromal TIL score was 2.75% in ED-sensitive tumors versus 10.7% in ED-resistant tumors (*P* = 0.0001, Supplemental Figure 2D).

Taken together, these data define the characteristics of a subgroup of patients with HR^+^ breast tumors who responded poorly to estrogen suppression, retained high tumor cell proliferation, and exhibited enrichment in immune-related pathways, higher stromal TIL scores, and a worse survival probability (i.e., higher ROR scores).

### The TIME of ED-resistant tumors exhibits an immune-inflamed phenotype.

The activation of immune-related gene signatures and upregulation of stromal TILs in ED-resistant tumors (Supplemental Figure 2, A–D) suggested a link between resistance to ED and the TIME. To delve deeper into the role of the TIME in modulating the response of breast cancer to endocrine therapy, we conducted a comprehensive analysis of intratumoral immune cell infiltration. Stromal TILs are located in the stroma among the cancer cell clusters, lacking direct contact with cancer cells. In contrast, intratumoral TILs are in the immediate proximity of cancer cells (18). To investigate the intratumoral TIME, we prepared tissue microarrays (TMAs) from formalin-fixed, paraffin-embedded (FFPE) sections of on-treatment specimens and analyzed them using cyclic immunofluorescence (CycIF) with 38 antibodies recognizing proteins involved in proliferation, hormone receptors, and immune cell markers (Supplemental Table 1 and Supplemental Figure 3A). CycIF performs highly multiplexed IF imaging, preserving cellular spatial organization through multiple cycles of tissue staining (19). E-cadherin and/or pan-cytokeratin (PanCK) markers were used to identify and label cancer cells. Spatial enrichment of immune cells was assessed by quantifying the expression of immune markers in the area within a 2-cell radius of each labeled tumor cell, designated as the “pressure area” (Supplemental Figure 3B, see Methods). We found that cells positive for CD45 (a marker for all immune cells) were more abundant in the TIME of ED-resistant compared with ED-sensitive tumors (Figure 1B, *P* < 0.0001). Moreover, the TIME of ED-resistant tumors exhibited enrichment of CD8^+^ T cells (*P* = 0.033) and CD20^+^ B cells (*P* < 0.0001), whereas the TIME of ED-sensitive tumors was enriched with PD1^+^ cells (*P* = 0.0004), CD68^+^ macrophages (*P* < 0.0001), and FOXP3^+^ cells (*P* = 0.0004) (Figure 1, C–H). Finally, to infer the status of the CD8^+^ T cells, we evaluated the expression of several genes associated with cytolytic activity and CD8^+^ T cell activation (20) and found that ED-resistant tumors had higher scores than did ED-sensitive tumors (Supplemental Figure 3C).

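Among the genes of Supplemental Figure 3C, *CD8A*, *CD8B*, *PRF1*, *GZMA*, *GZMB*, *NKG7* and *GNLY* were examined in the onTx RNA-Seq samples. All 7 had higher mean CPM in ED-resistant than in ED-sensitive tumors, with log2 fold changes from 0.68 to 1.10. By edgeR's quasi-likelihood test, 6 passed an adjusted p-value of 0.05 over all genes, and 7 passed when adjusted over the list alone. *GNLY* had 13.24 ± 12.08 CPM (SD, n = 23) in ED-resistant and 6.41 ± 5.55 CPM (SD, n = 65) in ED-sensitive tumors, a log2 fold change of 1.07 (standard error 0.24, adjusted p = 0.00134 from edgeR's quasi-likelihood test). *CD8A* had 15.9 ± 13.2 CPM against 7.97 ± 4.77 CPM, a log2 fold change of 1.04 (standard error 0.21, adjusted p = 2.25e-04 from the same test). For these genes, the SD in ED-resistant tumors was as large as the difference between the means, and 19 of 23 ED-resistant tumors for *GNLY* and 17 of 23 for *CD8A* lay above the ED-sensitive median. *CD8B*, whose reads the authors' counting can split with a close paralog, had a log2 fold change of 1.10 (standard error 0.21, adjusted p = 1.09e-04 from the same test), and *PRF1* had 0.82 (standard error 0.20, adjusted p = 0.00244). *GZMA* was the gene outside the threshold, at 0.68 (standard error 0.29, adjusted p = 0.117 from edgeR's quasi-likelihood test). The log2 CPM of each tumor was also compared by a 2-sided permutation test, adjusted over the 7 genes. *GNLY* (adjusted p = 0.00308), *CD8B* and *PRF1* (both adjusted p = 0.00348) and *CD8A* (adjusted p = 0.0289) passed this permutation test. It was not passed by *NKG7* (adjusted p = 0.102), *GZMB* (adjusted p = 0.119) and *GZMA* (adjusted p = 0.331 from the permutation test), although the first 2 of them passed edgeR's. Median counts in ED-sensitive tumors were 5 for *GZMB* and 9 for *GZMA*, which limits the precision of their values. As a list, the 7 genes had an NES of 1.94 (adjusted p = 2.78e-04 from fgsea). From scores of these genes, the paper infers the status of the CD8+ T cells and states that cytolytic activity was higher in ED-resistant tumors.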

In summary, ED-resistant tumors were characterized by a TIME enriched with CD8^+^ T and CD20^+^ B cells and higher cytolytic activity, suggesting potential antitumor immune activity.

### Antigen processing and T cell immunity pathways are upregulated in the TIME of ED-resistant tumors.

To investigate the changes in the transcriptome of cancer and immune cells, we selected 20 tumor samples (8 pre-treatment and 12 on-treatment) from a second cohort of patients and performed spatial transcriptomics profiling using the NanoString GeoMx platform (Supplemental Figure 4). We collected cell-type–specific spatial transcriptomics data from cancer cells (PanCK^+^) and immune cells (CD45^+^). First, we compared the transcriptomes of cancer cells in on-treatment ED-resistant and ED-sensitive tumors (Figure 2A). Gene Ontology analysis showed that the top 40 upregulated pathways in ED-resistant tumors were primarily related to proliferation signatures, antigen-processing and presentation machinery (APM), and T cell–related immunity (Figure 2, B and C). Comparison of the transcriptomes of immune cells revealed that the top upregulated pathways in ED-resistant tumors were associated with T cell immunity (proliferation and cytotoxicity) and the APM (Supplemental Figure 5, A and B). We then used CIBERSORT (21) to estimate the fraction of 22 immune cells within the CD45^+^ cell population of on-treatment tumors (Figure 2D). We found several differences in the distribution of the immune cell subtypes (Supplemental Figure 5C). Among these, CD8^+^ T cells (Figure 2E, *P* < 0.001) and IFN-γ–activated M1 macrophages (Figure 2F, *P* < 0.001) were significantly enriched in ED-resistant tumors, whereas Tregs were enriched in ED-sensitive tumors (Figure 2G, *P* < 0.01).

Collectively, these analyses suggest that both cancer and immune cell compartments in ED-resistant tumors upregulated gene expression pathways involved in antitumor immune activity upon ED with aromatase inhibitors. In agreement, CD8^+^ T cells were enriched in ED-resistant tumors, together with IFN-regulated, M1-like macrophages, whereas FOXP3^+^ Tregs were enriched in ED-sensitive tumors.

### Estrogen suppression reshapes cancer and immune cell compartments in ED-resistant tumors.

To investigate letrozole-induced changes in immune-related pathways within cancer and immune cell populations, we compared spatial transcriptomics profiles of pre-treatment versus on-treatment tumors in both the ED-sensitive and ED-resistant groups (example in Supplemental Figure 4). In PanCK^+^ cancer cells from ED-resistant tumors, letrozole treatment upregulated pathways related to the APM, the immune response, T cell– and NK cell–mediated cytotoxicity, and cytokine signaling (Figure 3A). In contrast, none of these pathways was modulated by letrozole in ED-sensitive tumors (Supplemental Table 2). Similarly, transcriptomics analysis of the CD45^+^ cells revealed broad upregulation of pathways related to the APM, the immune response, and T cell– and NK cell–mediated cytotoxicity following letrozole treatment, with stronger upregulation observed in ED-resistant than in ED-sensitive tumors (Supplemental Figure 6A and Supplemental Table 3). CIBERSORT deconvolution of CD45^+^ cells transcriptomes from ED-resistant tumors further showed a significant increase in CD8^+^ T cells (*P* < 0.001) and a reduction of Tregs (*P* < 0.01) and M2-like macrophages (*P* < 0.05) upon estrogen suppression (Figure 3B). Finally, we performed similar pathway analyses, comparing pre-treatment ED-sensitive and pre-treatment ED-resistant tumors (Supplemental Tables 4–7). Notably, CIBERSORT deconvolution of pre-treatment tumors (Supplemental Figure 6B) showed that ED-resistant tumors already exhibited CD8^+^ T cell enrichment at diagnosis, prior to therapy (Figure 3C, *P* < 0.001).

These data suggest that, in ED-resistant tumors, estrogen suppression can alter the cell-type distribution and gene expression of immune cells in the breast TIME, even though this suppression does not inhibit the proliferation of HR^+^ cancer cells. Moreover, the preexisting enrichment of CD8^+^ T cells in resistant tumors raises the question of whether these cells play a causal role in resistance to antiestrogen therapy.

### CD8^+^ T cells and associated chemokines directly promote estrogen-independent growth of HR^+^ breast cancer cells.

Immune cell recruitment to cancer sites occurs through chemotactic cytokines. These are soluble factors released into the tumor microenvironment, where they mediate cell-to-cell communication. Thus, we speculated that cytokines in the TIME may play a role in the differential response to endocrine therapy in HR^+^-sensitive versus -resistant tumors. GSEA of RNA-Seq data showed that cytokine/chemokine-related pathways were upregulated in ED-resistant versus ED-sensitive tumors (Figure 2C and Figure 3A). In particular, ED-resistant tumors exhibited upregulation of *CXCL9*, *CXCL10*, and *CXCL11*, as well as their receptor *CXCR3*, in both on- and pre-treatment biopsies (Figure 4A). 

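*CXCL9* (ENSG00000138755), *CXCL10* (ENSG00000169245) and *CXCL11* (ENSG00000169248) lie beside each other on chromosome 4 of GRCh38, from 76001275 to 76007509, from 76021118 to 76023497 and from 76033682 to 76041415. *CXCR3* (ENSG00000186810) lies on chromosome X from 71615916 to 71618511. On treatment, *CXCL9* had 61.4 ± 83.2 CPM (SD, n = 23) in ED-resistant and 10.8 ± 10.1 CPM (SD, n = 65) in ED-sensitive tumors, a log2 fold change of 2.50 (standard error 0.32, adjusted p = 4.49e-09 from edgeR's quasi-likelihood test). *CXCL10* had 23.9 ± 25.9 and 5.44 ± 6.36 CPM, a log2 fold change of 2.13 (standard error 0.31, adjusted p = 2.53e-07 from the same test). *CXCL11* had 5.19 ± 6.48 and 1.16 ± 1.93 CPM, a log2 fold change of 2.18 (standard error 0.35, adjusted p = 2.97e-06). *CXCR3* had 5.59 ± 4.92 and 3.00 ± 1.87 CPM, a log2 fold change of 0.97 (standard error 0.20, adjusted p = 4.10e-04 from edgeR's quasi-likelihood test). The spread among ED-resistant tumors was wide, and 18 of the 23 lay above the ED-sensitive median for *CXCL9*, *CXCL10* and *CXCR3*, and 17 for *CXCL11*. Before treatment, the log2 fold changes were 2.31 for *CXCL9* (standard error 0.35, adjusted p = 1.02e-06 from edgeR's quasi-likelihood test), 2.13 for *CXCL10* (standard error 0.31, adjusted p = 4.99e-07) and 2.44 for *CXCL11* (standard error 0.31, adjusted p = 4.19e-08). Of the 20 preTx ED-resistant tumors, 18 lay above the ED-sensitive median for *CXCL9*, 19 for *CXCL10* and 18 for *CXCL11*. *CXCR3* was higher by 0.77 preTx (standard error 0.23, adjusted p = 0.0140 from the same test), with 12 of the 20 above that median. On the log2 CPM of single tumors, preTx *CXCR3* did not pass a 2-sided permutation test adjusted over the 14 genes of Figure 4A (p = 0.0933, adjusted p = 0.163). *CXCL9*, *CXCL10* and *CXCL11* passed this permutation test at both time points, and *CXCR3* did onTx. Depth limits *CXCL11* most, with a median of 3 counts in preTx and 4 in onTx ED-sensitive tumors. It had 3 counts or fewer in 38 of the 66 preTx and 32 of the 65 onTx ED-sensitive tumors. Of the 10 chemokine and receptor genes of the figure with enough counts to be tested, edgeR's test called 10 higher onTx and 6 preTx. The numbers adjusted over the list alone were 10 and 8. Among these genes, the permutation test onTx was not passed by *CXCR6* (adjusted p = 0.751), *CCR4* (adjusted p = 0.409), *CCR2* and *CCR7* (both adjusted p = 0.0877). The preTx and onTx differences of *CXCL9*, *CXCL10* and *CXCL11* were not told apart by an interaction term in edgeR's quasi-likelihood test (log2 differences 0.21, 0.0020 and -0.27, each with an adjusted p of 1.00). The sign of the *CXCL10* term turned under 4 of 11 other processing choices, to -0.49 with limma-voom.

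**Figure D2:**
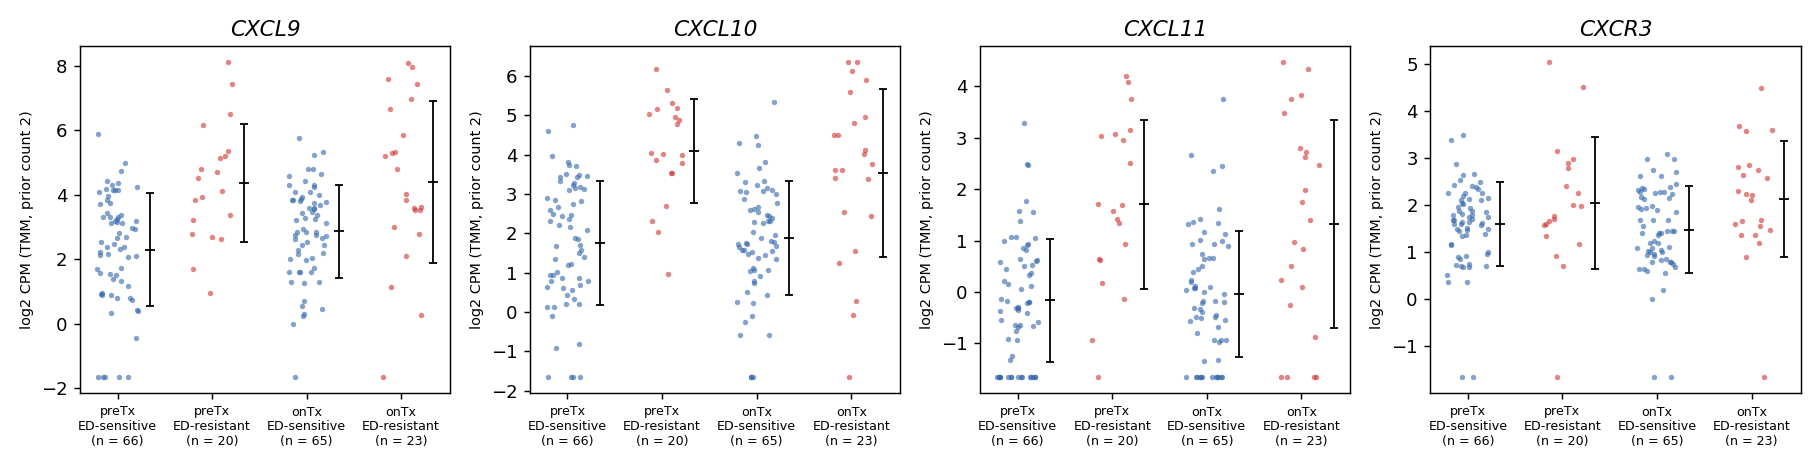
Expression of *CXCL9*, *CXCL10*, *CXCL11* and *CXCR3* in each tumor, as log2 CPM, by time point and response. Points are tumors, and the black bar gives the mean ± SD. For each chemokine, most ED-resistant tumors lie above the ED-sensitive mean while the groups overlap.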

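*XCL1* and *XCL2* lie on chromosome 1 of GRCh38, from 168576605 to 168582069 and from 168540768 to 168543997, and *XCR1* (ENSG00000173578) on chromosome 3 from 46016990 to 46085825. *XCL1* and *XCL2* are nearly identical paralogs whose reads the authors' counting can split, so neither value is certain on its own. Both had too few counts to pass the filter, with a median of 1 count each in onTx ED-sensitive tumors, and 55 (*XCL1*) and 56 (*XCL2*) of these 65 tumors had 3 counts or fewer. They were therefore tested in a fit of all genes with at least 1 read. From preTx to onTx, *XCL1* in ED-resistant tumors had a log2 fold change of 0.52 (standard error 0.47, adjusted p = 0.592 from edgeR's quasi-likelihood test) and *XCL2* had 0.70 (standard error 0.50, adjusted p = 0.504). In ED-sensitive tumors, the same test gave 0.078 (standard error 0.28, adjusted p = 0.896) for *XCL1* and 0.087 (standard error 0.28, adjusted p = 0.882) for *XCL2*. The change of *XCL1* or *XCL2* with treatment thus passed the threshold in neither response group. *XCR1* passed the filter and rose in ED-resistant tumors from 1.55 ± 1.66 CPM (SD, n = 20) to 3.10 ± 1.77 CPM (SD, n = 23), a log2 fold change of 0.97 (standard error 0.28, adjusted p = 0.0418 from edgeR's quasi-likelihood test). It did not pass when all genes with at least 1 read were tested together (0.95, adjusted p = 0.0797 from the same test). In ED-sensitive tumors, where it was tested in that wider fit, its log2 fold change was 0.37 (standard error 0.19, adjusted p = 0.166 from edgeR's quasi-likelihood test). The difference between the changes in the response groups was 0.44 for *XCL1*, 0.63 for *XCL2* and 0.60 for *XCR1*, with adjusted p-values of 1.00, 0.948 and 0.891 from the interaction term. Between the response groups onTx, *XCL1* was higher in ED-resistant tumors by 1.05 (standard error 0.35, adjusted p = 0.0437 from edgeR's quasi-likelihood test), *XCL2* by 1.41 (standard error 0.34, adjusted p = 0.00264) and *XCR1* by 0.78 (standard error 0.21, adjusted p = 0.00986). By the permutation test on log2 CPM, *XCL2* (adjusted p = 0.00145) and *XCR1* (adjusted p = 0.0246) passed and *XCL1* (adjusted p = 0.0530) did not. Before treatment, the log2 fold change between the response groups was 0.62 for *XCL1* (adjusted p = 0.382 from edgeR's quasi-likelihood test), 0.82 for *XCL2* (adjusted p = 0.219) and 0.17 for *XCR1* (adjusted p = 0.753).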

Upon letrozole treatment, the expression of *XCL1* and *XCL2* chemokines and their receptor *XCR1* was enhanced in ED-resistant tumors (Figure 4A).

Next, we examined whether high expression of *CXCL9*, *CXCL10*, and *CXCL11* in ED-resistant tumors was causally associated with their estrogen-independent phenotype. First, we interrogated publicly available datasets (Kaplan-Meier Plotter; kmplot.com, see Methods) and found that high expression of *CXCL9*, *CXCL10*, and *CXCL11* correlated with shorter RFS for patients with HR^+^ breast cancer treated with endocrine therapy compared with those with low expression (*CXCL9*, 76.02 vs. 127.8 months, HR 1.39, log-rank *P* = 0.01; *CXCL10*, 72.49 vs. 139.5 months, HR 1.79, log-rank *P* = 9.4 × 10^–6^; *CXCL11*, 75.9 vs. 128.7 months, HR 1.74, log-rank *P* = 4.4 × 10^–5^) (Supplemental Figure 7, A–C). We then treated 2 HR^+^ breast cancer cell lines, MCF7 and T47D, with recombinant CXCL9, CXCL10, and CXCL11. All experiments were conducted in estrogen-free medium (EFM) to phenocopy letrozole-induced estrogen suppression in patients in the clinical trial. Chemokine-treated cells proliferated at a significantly faster rate compared with controls (Figure 4, B and C). Similar results were obtained in the HR^+^ ZR-75-1 and HCC1428 cell lines (Supplemental Figure 7, D and E). After ranking the effects of the chemokines alone or in combination, CXCL11 emerged as the most potent cytokine to stimulate the estrogen-independent growth of MCF7 and T47D cells (Figure 4, D and E). CXCR3 and CXCR7/ACKR3 are key receptors mediating CXCL11 activity (22). After confirming their expression in both cell lines by immunoblot analysis and reverse transcription quantitative PCR (RT-qPCR) (Supplemental Figure 7, F and G), we investigated the effect of CXCL11 on the downstream pathways. Addition of recombinant CXCL11 induced phosphorylated AKT (pAKT) and pERK in both MCF7 and T47D cells (Figure 4, F and G), consistent with its effect on survival under estrogen-deprived conditions. We used CRISPR/Cas9 to knock out *CXCR3* or *CXCR7* in MCF7 cells (Supplemental Figure 8A). *CXCR3* knockout modestly impaired cell proliferation and greatly reduced the cells’ response to CXCL11 stimuli (Supplemental Figure 8B). In addition, knockout of *CXCR7* markedly impaired cell proliferation, and adding CXCL11 minimally rescued this effect (Supplemental Figure 8C). On the basis of these findings, we suspected a partially redundant role for CXCR3 and CXCR7. Thus, we transduced siRNAs against *CXCR7* in *CXCR3*-knockout cells and siRNAs against *CXCR3* in *CXCR7*-knockout cells and treated cells with exogenous CXCL11 (Supplemental Figure 8, B and C). Simultaneous downregulation of both receptors markedly impaired baseline and CXCL11-stimulated MCF7 cell proliferation.

We next tested whether HR^+^ breast cancer cells would proliferate better in the presence of cocultured CD8^+^ T cells, as suggested by spatial transcriptomics analysis. To test this, we designed a coculture system in which T-ALL-104 (CD8^+^ T) cells could not interact with MCF7 or T47D cells, while sharing their growth medium (Supplemental Figure 9A, see Methods). MCF7 and T47D cells cocultured with T-ALL-104 cells exhibited 1.5- to 2-fold faster proliferation compared with cells seeded without T-ALL-104 cells (Figure 5, A and B). This effect was not observed in cocultured MCF7 cells with combined gene deletion and RNA silencing of *CXCR3* and *CXCR7* (Supplemental Figure 9, B and C). A cytokine ELISA of coculture conditioned media showed that CXCL11 levels increased 1.5- to 2.0-fold after 6 days compared with conditioned media from MCF7 cells in the absence of T-ALL-104 cells (Figure 5C). Similar results were observed with CXCL9 and CXCL10 in the coculture conditioned media (Figure 5, D and E).

In addition to CD8^+^ T cells, CXCL11 may be released by other cell types in vivo. To explore this, we interrogated the spatial transcriptomics data for CXCL11 expression distribution across compartments and found a diffuse increase in the ED-resistant tumors (Figure 5F). We then analyzed CXCL11 expression distribution across the 22 immune cell types deconvoluted using CIBERSORT in all pre-treatment and on-treatment samples. We found that only 2 cell types had imputable expression of CXCL11: M1 macrophages and activated DCs (Figure 5G).

Finally, we investigated whether CXCL11 levels are predictive of a poorer response to estrogen suppression therapy. Using RNA-Seq data from patients enrolled in the clinical trial, we developed the receiver operating characteristic (ROC) curve for CXCL11, which showed an AUC of 0.777 (Supplemental Figure 9D). 

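The curve was drawn from the 86 preTx samples, of which 20 were from ED-resistant and 66 from ED-sensitive tumors. With the log2 CPM of *CXCL11*, the AUC was 0.822 (95% bootstrap confidence interval, 0.695 to 0.930; 2-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). Using the deposited counts without normalization moved the AUC most, to 0.777 (0.644 to 0.898; permutation test, p = 8e-05). With DESeq2's median-ratio normalized counts, the AUC was 0.820. On the deposited counts, the median was 23.5 with a maximum of 204 in ED-resistant tumors, and 3 with a maximum of 54 in ED-sensitive tumors. Total counts alone gave an AUC of 0.582. With each sample left out in turn, the AUC of *CXCL11* stayed between 0.813 and 0.859. In the onTx samples, it was 0.704 (0.553 to 0.843; permutation test, p = 0.00319). The same samples served to draw the curve and to measure it, so these values describe this cohort.

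**Figure D3:**
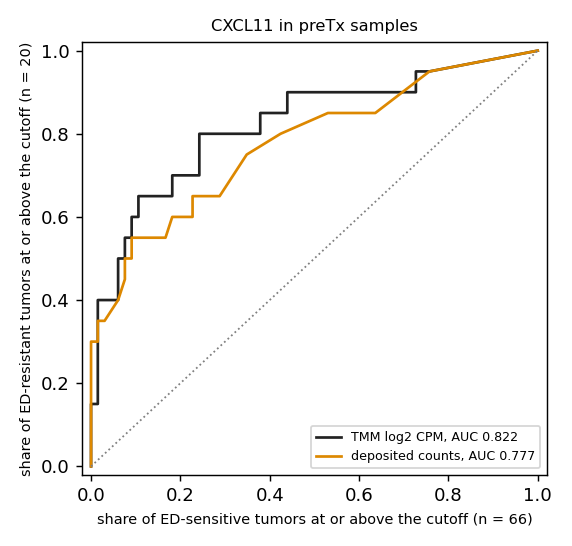
ROC curves of preTx *CXCL11* expression for ED resistance (sensitivity against 1 minus specificity, 20 ED-resistant and 66 ED-sensitive tumors). The curve on TMM log2 CPM has an AUC of 0.822 and that on the deposited counts 0.777.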

Consistent with these results, when categorizing the variables, *CXCL11* gene expression levels were higher in the ED-resistant group and lower in the ED-sensitive group (*P* < 0.0001; Supplemental Figure 9E). 

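To categorize the preTx tumors, the log2 CPM of *CXCL11* that best separated the response groups on the ROC curve (largest Youden index) was taken as the cutoff. The cutoff was 0.62, and 16 of 20 ED-resistant tumors were above it (80.0%, 95% exact Clopper-Pearson interval 56.3 to 94.3) against 16 of 66 ED-sensitive tumors (24.2%, 14.5 to 36.4). The odds ratio was 12.06 (2-sided Fisher's exact test, p = 1.12e-05), and a chi-square test without continuity correction gave p = 6.21e-06. Because the cutoff was chosen on the same tumors, it was chosen again for each of 10000 permutations of the response labels, which gave p = 1e-04, the smallest they can give. At the median of the 86 tumors, a cutoff that does not use the response, 17 of 20 ED-resistant and 26 of 66 ED-sensitive tumors were high (Fisher's exact test, p = 6.32e-04). From these levels in the response groups, the paper proposes *CXCL11* as a predictor of resistance to endocrine therapy.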

Taken together, these data suggest that HR^+^ breast cancers can hijack T cell–recruiting chemokines to bypass the effects of therapeutic ED. This also suggests that high CXCL11 expression could be used as a biomarker to predict resistance to endocrine therapy.

## Discussion

In this study, we show that a subset of HR^+^ breast tumors with aggressive clinical features, including resistance to estrogen suppression, exhibited a TIME enriched with CD8^+^ T cells and CXCL11. Coculture with CD8^+^ T cells promoted estrogen-independent growth of HR^+^ breast cancer cells. This effect was associated with increased levels of CXCL11 in conditioned media. In line with this finding, treatment with recombinant CXCL11 enabled HR^+^ breast cancer cells, typically sensitive to estrogen suppression, to overcome hormone dependence. This effect was abrogated by deletion and silencing of the CXCL11 receptors CXCR3 and CXCR7. Together, these findings support a causal role for the CXCL11 axis in mediating antiestrogen resistance in HR^+^ breast tumors with a CD8^+^ T cell–enriched microenvironment.

In this study, we classified HR^+^ breast cancers as ED sensitive or ED resistant on the basis of their Ki67 score upon letrozole-induced estrogen suppression: ED-sensitive cancers were defined as having 2.7% or less Ki67^+^ tumor cells and ED-resistant cancers 7.4% or greater Ki67^+^ tumor cells, as in the IMPACT trial (23). We found that PR levels were downregulated in both ED-sensitive and ED-resistant tumors (Supplemental Figure 1B), suggesting that, while letrozole treatment effectively inhibited ligand-dependent ER signaling, a subset of tumors exhibited a disconnect between estrogen signaling and proliferation, warranting further investigation.

We found that several features were associated with worse prognosis in the ED-resistant subgroup, including immune-related hallmarks. Immune-related signatures were also associated with poor responses to neoadjuvant endocrine treatment in a recent study (11). In addition, we found a distinct PAM50 subtype changes toward a more aggressive molecular subtype (Supplemental Figure 1, F and G). Of note, approximately 34% of ED-sensitive tumors were luminal B at baseline, yet nearly all transitioned to normal-like or luminal A subtype after short-term treatment with letrozole. By contrast, several ED-resistant tumors shifted toward more aggressive subtypes (e.g., normal to basal, luminal A to HER2-enriched). These observations raise the possibility that assessing PAM50 subtype switching after short-term endocrine therapy could provide predictive insights and merits further exploration.

HR^+^ breast cancer has generally been considered to reside in an “immune-cold” microenvironment. Recent evidence suggests that the TIME of HR^+^ breast cancers is primarily composed of immunosuppressive macrophages (24) and typically contains lower numbers of stromal TILs than other subtypes (5). Consistent with this, our clinical trial data showed that ED-sensitive tumors exhibited increased infiltration of CD68^+^ macrophages (Figure 1F), with an average score for stromal TILs of 2.44% in untreated tumors and 2.75% in on-treatment tumors (Supplemental Figure 2, C and D). ED-resistant tumors, however, contained a significantly higher number of stromal TILs, with an average score of 7.23% and 10.7% in pre-treatment versus on-treatment tumors, respectively (Supplemental Figure 2, C and D). These findings align with previous reports, in which stromal TILs have been associated with endocrine resistance and worse survival rates for HR^+^ breast cancer. In contrast, elevated numbers of TILs have been associated with a better prognosis in HER2^+^ and TNBC (7–10).

To better understand the role of the immune microenvironment in the context of ED, we evaluated the immune cell types present in the “pressure area” surrounding cancer cells (Supplemental Figure 3B). We found that ED-resistant tumors had higher CD8^+^ T cell infiltration in on-treatment samples using both CycIF (Figure 1H) and the CIBERSORT deconvolution algorithm of spatial transcriptomics data (Figure 2E); this infiltration was further enhanced by estrogen suppression (Figure 3B). These results suggest that, among several immune cell types included in the TIME, CD8^+^ T cells were strongly associated with ED resistance.

We speculated that cytokines in the TIME play a role in response to antiestrogen therapy. Indeed, gene expression studies showed upregulation of *CXCL9*, *CXCL10*, and *CXCL11* in ED-resistant tumors, both before and after estrogen suppression (Figure 4A), and these chemokines are known to be involved in CD8^+^ T cell and NK cell recruitment (25). To expand upon this finding, we developed a coculture system in which HR^+^ breast cancer and CD8^+^ T cells shared the same culture medium, but a physical barrier impeded T cell–induced cytotoxicity (Supplemental Figure 9A). In the absence of estradiol, HR^+^ breast cancer cells grew faster in the presence of cocultured CD8^+^ T cells (Figure 5, A and B). This finding is of particular interest because it points to a dual role of immune cells in HR^+^ breast cancer. Although immune cells, and T cells in particular, are generally expected to exert antitumor effects, our data suggest that they may also contribute to tumor persistence and resistance to therapy.

CXCL11 levels were elevated in conditioned media from cocultures of breast cancer/CD8^+^ T cells (Figure 5C), in agreement with gene expression data from ED-resistant tumors (Figure 4A). In line with this finding, exogenous CXCL11 and cocultures with CD8^+^ T cells were sufficient to sustain estrogen-independent growth of HR^+^ breast cancer cells (Figure 4, D–G). This phenotype was lost when CXCR3/-7 receptors were removed through combined knockout and knockdown (Supplemental Figure 8 and Supplemental Figure 9, B and C). These data suggest that CXCL11 in the TIME may, at least in part, be causally associated with the sustained proliferation of letrozole-treated primary tumors that we observed in samples from the clinical trial. In addition, CXCL11 may serve as a biomarker of an immune-active microenvironment that can be targeted therapeutically.

To achieve an effective antitumor immune response, (a) cytotoxic T cells must be recruited to the tumor site and undergo proper activation, and (b) the APM, including DCs and MHC complexes, must be engaged (25, 26). We found that elements of these conditions were present in ED-resistant tumors. Moreover, after treatment with ED, we found increased expression of XCL1 and XCL2, chemokines secreted by activated CD8^+^ T cells. These chemokines interact with XCR1 expressed on conventional DC type 1 (cDC1), a population of DC cells with the unique capacity to cross-present antigens to CD8^+^ T cells (27). This interaction induces an effective cytotoxic T lymphocyte response (27). Despite this, the immune system fails to control the growth of ED-resistant tumors.

Notably, the enhanced immune activity observed in these tumors may represent a therapeutic opportunity. Indeed, recent clinical trials have shown an increased rate of pathological complete responses in high-risk HR^+^ breast cancers treated with neoadjuvant immune checkpoint inhibitors (28–30). Preliminary data presented at the American Society of Clinical Oncology (ASCO) 2024 meeting by the FLEX investigators (31) showed that patients with improved responses to immunotherapy showed a heightened immune active state, including high infiltration of CD8^+^ T cell and B cells, elevated MHC II expression, and the presence and activation of antigen-presenting cells — all features that characterize the patients with endocrine resistance in the present study. These observations further suggest that baseline levels of CXCL11 could serve as a potential biomarker to identify patients with endocrine-resistant tumors who may respond to immune checkpoint inhibitors.

We recognize that, in addition to CD8^+^ T cells, other cells may be contributing to CXCL11 in the TIME, such as other immune cells, endothelial cells, fibroblasts, or cancer cells themselves. Moreover, our initial discovery with CycIF used a limited number of antibodies. Thus, other TIME-derived factors that also contribute to estrogen-independent proliferation of breast cancer cells could have been missed. In an attempt to identify where CXCL11 may be released in the TIME, we interrogated the GeoMx expression data and found a generalized increase in all compartments (PanCK^+^, CD45^+^, PanCK^–^CD45^–^) of the ED-resistant tumors (Figure 5F). Specifically, in our cohort, M1 macrophages and activated DCs were the primary immune cell subtypes contributing to *CXCL11* expression (Figure 5G).

In summary, our transcriptomics analysis revealed a subset of patients with HR^+^ breast tumors harboring a distinct intrinsic biology, defined by estrogen-independent proliferation — as evidenced by the absence of a letrozole effect on proliferation markers and signatures — and a TIME that may be exploitable using new therapeutic strategies. Our findings also highlight a role for CD8^+^ T cell–associated CXCL11 in promoting resistance to estrogen suppression in HR^+^ breast cancer. CXCL11 is linked to a TIME enriched with transcriptional features of antitumor immune activity, suggesting its potential as a biomarker to guide patient selection for immune-focused therapies.

## Methods

### Sex as a biological variable

In this study, we exclusively used samples collected from female patients, as the clinical trial was designed to investigate the role of estrogen suppression in postmenopausal women. We cannot draw any conclusion as to whether our findings apply to male breast cancer.

### Study design

Two hundred twenty-four postmenopausal women diagnosed with stage I–III HR^+^ HER2^–^ breast cancer at the VUMC and 61 at the UTSW Simmons Comprehensive Cancer Center were enrolled in a short, presurgical clinical trial, in which the primary endpoint was the Ki67 score on the surgical biopsy, after 2–3 weeks of treatment with letrozole (2.5 mg/day) (NCT00651976) (32–35). Patient demographics are shown in Table 1. In the first cohort (VUMC), the trial was performed before 2015 (prior to NIH’s NOT-OD-15-089; https://grants.nih.gov/grants/guide/notice-files/not-od-15-089.html) and did not collect data on race or ethnicity. These data were collected in the second cohort (UTSW) and were self-reported by the participants. Forty-three of the patients self-reported as White (70.5%), 26 of whom self-reported as Non-Hispanic/Latino, 14 as Hispanic/Latino, and 3 did not specify; 4 patients self-reported as Asian (6.5%), 12 patients as Black (19.7%), and 2 patients did not specify their race or ethnicity (3.3%). Data on patient sample availability and use from the VUMC cohort are shown in Supplemental Figures 9–11.

Fresh tumor biopsies and/or FFPE tumor blocks were collected. From the first cohort (VUMC), 5 μm tumor sections were stained with H&E. An expert breast pathologist evaluated the presence of stromal TILs following published recommendations (18). In this first cohort, ER, PR, HER2, and Ki67 levels were evaluated using quantitative immunofluorescence automated quantitative analysis (AQUA) (36). Fluorescence multiplexed IHC was conducted at Genoptix Inc. Medical Laboratories on both the diagnostic (pre-treatment) and surgical (on-treatment) biopsies. This method utilizes multiplexed IF to delineate invasive cancer cells with tagged pan-cytokeratin and DAPI staining (nuclei) in 10–25 regions of interest (ROIs), measuring approximately 10,000 tumor nuclei (37). The Ki67 labeling index was calculated by the natural log (ln) transformation of the sum of the AQUA score and a small factor to account for samples with a score of zero [Ki67 labeling index = ln(AQUA score + 0.01)]. In the second cohort (UTSW), ER, PR, HER2, and Ki67 levels were evaluated using IHC. The correlation between the results of AQUA and IHC has been previously reported by us (38), which we confirmed in the first cohort (data not shown). Patients whose surgical biopsies showed 2.7%–7.4% Ki67^+^ cells (intermediate) were excluded from these analyses.

### RNA extraction and sequencing

RNA was extracted from 4–8 10 μm FFPE tumor sections using the Promega Maxwell 16 LEV RNA FFPE Purification Kit and instrument, according to the manufacturer’s instructions. cDNA library construction for RNA-Seq: total RNA was quantified using a Qubit (Life Technologies, Thermo Fisher Scientific), and RNA quality was assessed using an Agilent Bioanalyzer. For tumors in which RNA met quality control standards (RNA integrity number, [RIN] >7), 100 ng RNA was used for library preparation following the manufacturer’s protocol for RNA ACCESS (Illumina). Briefly, first and second strand cDNA synthesis was performed, universal adapters were ligated, and coding regions were selected by 2 consecutive hybrid captures followed by PCR enrichment. After enrichment, the libraries were quantified by qPCR using the KAPA Library Quantification Kit for Illumina Sequencing platforms, pooled and normalized to 2 nM, and denatured using 0.2 N NaOH prior to sequencing. Flowcell cluster amplification and sequencing were performed according to the manufacturer’s protocols using the HiSeq 3000. Each run was a 76 bp paired-end run with an 8-base index barcode. Data were analyzed using the Broad Picard Pipeline which includes demultiplexing and data aggregation. Alignment, quantification, and differential analysis were performed using the QBRC_BulkRnaSeqDE pipeline (https://github.com/QBRC/QBRC_BulkRnaSeqDE). Briefly, alignment of reads to the human reference genome (GRCh38, https://www.ncbi.nlm.nih.gov/assembly/GCF_000001405.26) was done using STAR (version 2.7.2b). FeatureCounts (version 1.6.4) was used for gene counts, biotype counts, and rRNA estimation. Differential expression analysis was performed using the R package DEseq2 (version 1.26). Cutoff values of an absolute fold change of greater than 2 and an FDR of less than 0.1 were used to select for differentially expressed genes. GSEA was performed with the R package fgsea (version 1.14.0) using the “Hallmark” libraries from MsigDB.

#### ROR score.

We evaluated the PAM50 ROR score using RNA-Seq gene expression data (16, 17).

### CycIF

TMAs were constructed from 311 FFPE tumor blocks. After quality check, 174 samples (124 ED-S and 50 ED-R) from 118 patients were included in our analysis.

#### Preprocessing and prestaining of tissues for CycIF.

TMA sections (5 mm) were baked at 60°C for 1 hour, deparaffinized, rehydrated with serial passage through changes of xylene and graded alcohol, and washed in water. Multiplexed IF was performed using an adapted protocol from methodology described previously (39). TMA sections were processed as follows: the slides were deparaffinized; antigen retrieval was performed in a Cuisinart pressure cooker (model CPC-600) using pH 6 citrate buffer for 20 minutes, followed by a quick rinse in distilled water and incubation into pH 9 Tris/EDTA for 15 minutes. Slides were then blocked in a solution of PBS with 10% normal goat serum and 1% BSA. The autofluorescence level of each tissue was measured using an Axioscan fluorescence slide scanner (Zeiss). After this first round of autofluorescence (step 0), we proceeded to sequential staining, imaging, and quenching, in which each CycIF cycle involved 4 steps: (a) immunostaining with antibodies, (b) staining with DNA dye (DAPI) to mark nuclei and facilitate image registration, (c) image acquisition using 5 channels (DAPI, AF488, AF555, AF647, AF750), and (d) removal of the fluorescence signal through quenching and washing. After confirming the quenching of the IF signal, a new round of immunostaining started. The antibodies used are listed in Supplemental Table 1. A total of 9 rounds of CycIF were performed. Images were acquired using a fluorescence microscope (Axioscan, Zeiss). At the end of the process, the individual images were stitched together and subjected to image processing and segmentation to spatially identify individual cells. Coordinates (*x*, *y*) were extracted, together with cell phenotypes (based on nucleus size and roundness) and mean marker intensity for either the cytoplasm, the nucleus, or whole-cell antibody staining using QI Tissue software. Data were normalized and scaled using internal control tissues.

#### Cell subtyping and spatial analysis.

Cancer cells were identified and labeled using E-cadherin and/or pan-CK markers. To analyze cell-type enrichment in the TIME, we used proximal pressure analysis, whereby we estimated the overall effect caused by the expression of a protein (marker) in close proximity to each cancer cell (40). We defined the proximity constraint as the region within a 1-cell diameter around each cancer cell and defined the proximal pressure as the 90th percentile of expression of a protein in all cells within the proximity constraint. The cell diameter was estimated on the basis of the diameter of all cancer cells. Therefore, the proximal pressure data are expressed as *z* scores of marker expression. Median values from sensitive tumors were compared with those for resistant tumors.

### Spatial transcriptomics

#### Sample preparation and digital spatial profiler analysis.

FFPE tumor sections (5 μm) were mounted on charged slides, baked, and prepared on the Leica Biosystem, following the manufacturer’s protocol. After hybridization with RNA probes conjugated to barcoded oligonucleotide tags with a UV photocleavable linker and staining with fluorescent markers (pan-CK [epithelial cancer cells], CD45 [immune cells], SYTO13 [nucleus], and Ki67 [proliferation]), the slides were loaded onto a GeoMx digital spatial profiler (DSP) (NanoString Technologies) and scanned. We selected specific imaging ROIs of 222 × 354.6 μm, guided by an expert breast pathologist. Each ROI was further segmented into areas of illumination (AOIs) based on morphological features. The selected areas were then exposed to UV light, and barcoded oligonucleotides were released, aspirated, and dispensed into a collection plate for library construction for next-generation sequencing (NGS).

#### Library preparation and sequencing.

GeoMx NGS libraries were prepared following the manufacturer’s protocol. In brief, aspirates were dried at 65°C for 1 hour in a thermal cycler with an open lid and resuspended in 10 μL nuclease-free water. Rehydrated aspirates (4 μL) were mixed with 2 μL 5× PCR Master Mix and 4 μL SeqCode primers. PCR amplification was then performed for 18 cycles. The indexed libraries were pooled equally and purified twice with 1.2× AMPure XP beads (Beckman Coulter). The final libraries were evaluated and quantified using Agilent’s High Sensitivity DNA Kit and Invitrogen’s Qubit dsDNA HS assay, respectively. Total sequencing reads per DSP collection plate were calculated using the NanoString DSP Worksheet. Libraries were next sequenced using 38 bp paired-end sequencing (PE 38) on an Illumina NovaSeq 6000 system with a 100-cycle S1 kit (version 1.5).

#### Data processing and analysis.

Sequencing reads underwent trimming, merging, and alignment. Duplicates were removed with the reported count value for each gene within each sample representing the mean of individual probe counts after removal of outliers. The limit of quantification (LOQ) was determined as the geometric mean plus 2 SDs of the negative probes. Subsequently, FASTQ files were processed into digital count conversion files using NanoString’s GeoMx NGS Pipeline software. Quality control, data filtering, and normalization (Q3) were executed through the GeoMx DSP Data Analysis suite. Differential gene expression analysis was conducted using the R package limma (version 3.50.3), with *P* values adjusted by Benjamini-Hochberg correction. GSEA, investigating the human Molecular Signatures Database (MSigDB) Gene Ontology Biology Process gene sets, was carried out using GSEA software, version 4.3.2.

#### CIBERSORT.

Deconvolution of immune cells from bulk microarray expression data was performed using the CIBERSORT tool (22) with default parameters and the normalized protein-coding gene expression matrix as input. The significance of changes in immune cell estimates for unpaired samples was calculated using the Wilcoxon rank-sum test.

### Cell lines and reagents

MCF-7 (ATCC HTB-22), T47D (HTB-133), HCC-1428 (CRL-2327), and ZR75-1 (CRL-1500) human breast cancer cell lines were obtained from the American Type Culture Collection (ATCC) and maintained in ATCC-recommended media supplemented with 10% FBS (Gibco, Thermo Fisher Scientific) and 1× antibiotic/antimycotic (Gibco, Thermo Fisher Scientific) at 37°C in a humidified atmosphere of 5% CO_2_. TALL-104 (CRL-11386), a human CD8^+^ T cell acute leukemia cell line, was obtained from ATCC and maintained in RPMI supplemented with 10% heat-inactivated FBS and 1× antibiotic/antimycotic (Gibco, Thermo Fisher Scientific) plus IL-2 improved sequence (Miltenyi Biotec, 130097744), at 37°C in a humidified atmosphere of 5% CO_2_. Cell lines were authenticated by ATCC by the short tandem repeat (STR) method. Mycoplasma testing was conducted for each cell line before use and every 6 months (or less) thereafter using the MycoAlert Mycoplasma Detection Kit (Lonza, catalog LT07-710). In ED experiments, the cell lines were seeded in phenol red–free RPMI plus 10% charcoal-stripped FBS plus 1× antibiotic/antimycotic (Gibco, Thermo Fisher Scientific). Recombinant CXCL9, CXCL10, and CXCL11 were purchased from R&D System (catalog 392-MG-050, catalog 266-IP-050, catalog 672-IT-025, respectively). IncuCyte Nuclight Rapid Red Dye (catalog 4717) was purchased from Sartorius and used for nuclear labeling of live cells in the experiments performed with the IncuCyte Live-Cell Analysis System.

### Immunoblot analysis

Cells were lysed with RIPA lysis buffer supplemented with protease inhibitors (Mini, EDTA-free Protease Inhibitor Cocktail, Roche) and phosphatase inhibitor (PhosSTOP, Roche). Protein concentration was determined using Pierce BCA Protein Assay Reagents (Thermo Fisher Scientific). Proteins were separated by 4%–12% NuPAGE gradient gels (Invitrogen, Thermo Fisher Scientific), transferred onto nitrocellulose membranes, blocked with 5% milk at room temperature for 1 hour, and then probed with primary antibodies at 4°C overnight. Incubation with HRP-conjugated anti-rabbit antibodies, as a secondary antibody, was performed for 1 hour at room temperature. Protein bands were detected with an ECL substrate (Pierce ECL Western Blotting substrate, Thermo Fisher Scientific) using the ChemiDoc Imaging System (Bio-Rad). The following primary antibodies were used: rabbit anti-vinculin (Cell Signaling Technology, catalog 13901), rabbit anti-pERK1/2 (Cell Signaling Technology, catalog 9101), rabbit anti-ERK1/2 (Cell Signaling Technology, catalog 9102), rabbit anti-AKT1 (S473) (Cell Signaling Technology, catalog 4060), rabbit anti-AKT1 (Cell Signaling Technology, catalog 75692), rabbit anti-CXCR3 (Abcam, catalog ab288437), and rabbit anti-CXCR7 (GeneTex, catalog GTX100027).

### qRT-PCR

Total RNA was reverse transcribed to cDNA using the iScript kit (Bio-Rad). qRT-PCR was performed using SYBR Green Master Mix (Thermo Fisher Scientific) on a QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific). Expression of *YWHAZ* was used as an internal control for normalization. The primers used were as follows: *YWHAZ* (Qiagen, catalog 330001 PPH01017A), *CXCR3* (Qiagen, catalog 330001 PPH01041A), and *CXCR7* (Qiagen, catalog 330001 PPH01182F).

### Generation of knockout cell lines

LentiCRISPR-v2 plasmids containing the following sgRNAs were purchased from GenScript: constructs targeting CXCR3 (IDs: HP044932 and HP044935) and CXCR7 (IDs: HP044929 and HP044916). For lentivirus production, HEK293FT cells were cotransfected with sgRNA-containing plasmids and packaging plasmids (psPAX2 and pMD2.G). After 24 hours, the culture medium was replaced with fresh medium, and viral supernatants were collected twice, 24 hours and 48 hours later. MCF7 cells were transduced with the viral supernatants in the presence of polybrene (8 μg/mL) and subsequently selected with puromycin (1 μg/mL).

### siRNA transfection

Silencer select siRNAs targeting CXCR3 (ID: s6013/), CXCR7 (ID: s94), and a nontargeting control (catalog 4390843) were purchased from Invitrogen (Thermo Fisher Scientific). Cells were transfected with 30 nM siRNA-3, 20 nM siRNA-7, or the corresponding concentration-matched control siRNAs (siRNA-CTRL) using Lipofectamine RNAiMAX (Thermo Fisher Scientific) following the manufacturer’s instructions. Forty-eight hours after transfection, cells were seeded in 24-well plates with an additional 10 nM siRNA in EFM. After 24 hours, either T-ALL-104 cocultures or CXCL11 were added.

### ELISA

Quantification of CXCL9, CXCL10, and CXCL11 in the conditioned media of the cocultures was performed using the Human CXCL9/MIG Quantikine ELISA Kit (catalog DCX900), the Human CXCL10/IP-10 Quantikine ELISA Kit (catalog DIP100), and the Human CXCL11/I-TAC Quantikine ELISA Kit (catalog DCX110), respectively, according to the manufacturer’s instructions (R&D Systems).

### Outcome analysis

The KM Plotter online tool is a public database (http://www.kmplot.com) containing information on more than 35,000 samples from 21 tumor types, including breast cancer. This tool was applied to analyze the correlation between CXCL9, CXCL10, CXCL11 expression and RFS among patients with HR^+^ HER2^–^ breast cancer who underwent endocrine therapy. The Kaplan-Meier method was used to plot RFS curves, and the log-rank test was used for comparisons. The ROC curve was used to evaluate the predictive value of *CXCL11* gene expression in the cohort. The AUC was calculated to evaluate the performance of the model.

### Statistics

Statistical analysis was performed using GraphPad Prism, version 10.1.2 (GraphPad Software). For comparisons between 2 groups, unpaired, 2-tailed *t* tests or 2-tailed Mann-Whitney *U* tests were performed, whereas in the case of multiple comparisons, a Kruskal-Wallis nonparametric test was applied. *P* value correction for multiple comparison was obtained by controlling the FDR. A *P* value of less than 0.05 was considered statistically significant. For RNA-Seq analysis and GSEA, a FDR below 0.05 was considered statistically significant. Data represent the mean ± SD.

### Study approval

FFPE blocks from primary breast tumor samples were obtained from the patients enrolled in the trial NCT00651976. The study was approved by the IRBs of Vanderbilt University Medical Center and UT Southwestern Medical Center. All patients provided written informed consent. Medical reports were obtained without personally identifiable information.

### Data availability

Raw data from RNA-Seq and spatial transcriptomics have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (accession numbers GSE297605 and GSE299880, respectively). Processed image data are available on figshare (https://figshare.com/articles/dataset/normalized_cycif_data/25944580). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

FN, ABH, and CLA conceptualized the study. FN, YW, and DRS analyzed data. HM, NE, GBM, and ML performed CycIF. YW analyzed CycIF data. LG and JZ performed spatial transcriptomics analysis. PIGE and LF performed tissue processing. PIGE and YVF performed tissue analysis. NU, SS, JMB, and CLA enrolled patients in the trial. YW, JZ, LG, KA, SB, LX, JL, and TW performed bioinformatics analysis. MRCP, CCL, YU, KML, AS, SM, YM, and PL performed additional analysis and experiments. FN wrote the manuscript. AHB, RB, GBM, and CLA provided guidance. FN, ABH, and CLA edited the manuscript. CCL, ABH, and CLA provided funding.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central

- National Cancer Institute (NCI), NIH (P30 CA142543, to CLA).
- Department of Defense (DOD) (BC 210406, to CCL).
- NCI, NIH (R01CA273246, to CLA and ABH).
- NCI, NIH Breast SPORE (P50 CA098131, to CLA and ABH).
- NCI (P30 CA1142543, to the Simmons Comprehensive Cancer Center).
- Cancer Prevention and Research Institute of Texas (CPRIT) (RR170061, to CLA).
- Susan G. Komen Breast Cancer Foundation (SAB1800010, to CLA).
- Breast Cancer Research Foundation (to CLA and ABH).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
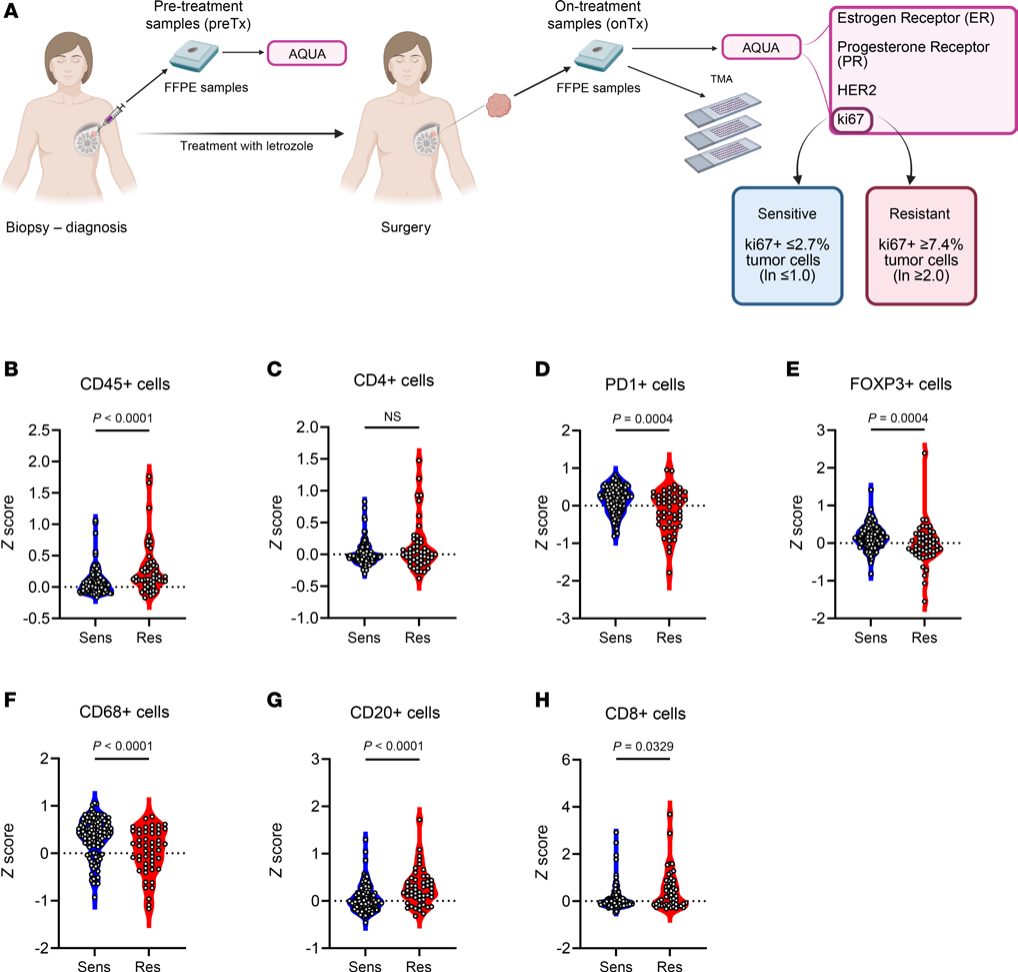
Immune cell subtypes are differentially distributed in ED-resistant versus ED-sensitive tumors. (**A**) Study design: 285 patients with stage I–III HR^+^ breast cancer were treated for 2–3 weeks with letrozole from diagnosis until surgery. Tumor samples were collected at diagnosis (pre-treatment [preTx]) and at the time of surgery (on-treatment [onTx]) and evaluated for ER, PR, HER2, and Ki67 levels. Ki67 was assessed by AQUA and/or IHC. Tumors were categorized as ED-sensitive or ED-resistant according to the Ki67 score as described in Methods. TMAs were prepared from tumor samples collected at the time of surgery. (**B**–**H**) Expression of CycIF markers in the “pressure area”: CD45 (immune cells), CD4 (CD4^+^ T cells), PD1 (expressed mainly by exhausted immune cells), FOXP3 (expressed by regulatory cells, such as Tregs), CD68 (macrophages), CD20 (B cells), and CD8 (CD8^+^ T cells). *n* = 124 ED-sensitive (sens) samples, *n* = 50 ED-resistant (res) samples. The Wilcoxon rank-sum test was applied to compare cell-type distributions, and *P* values are reported in the figure panels.

**Figure 2:**
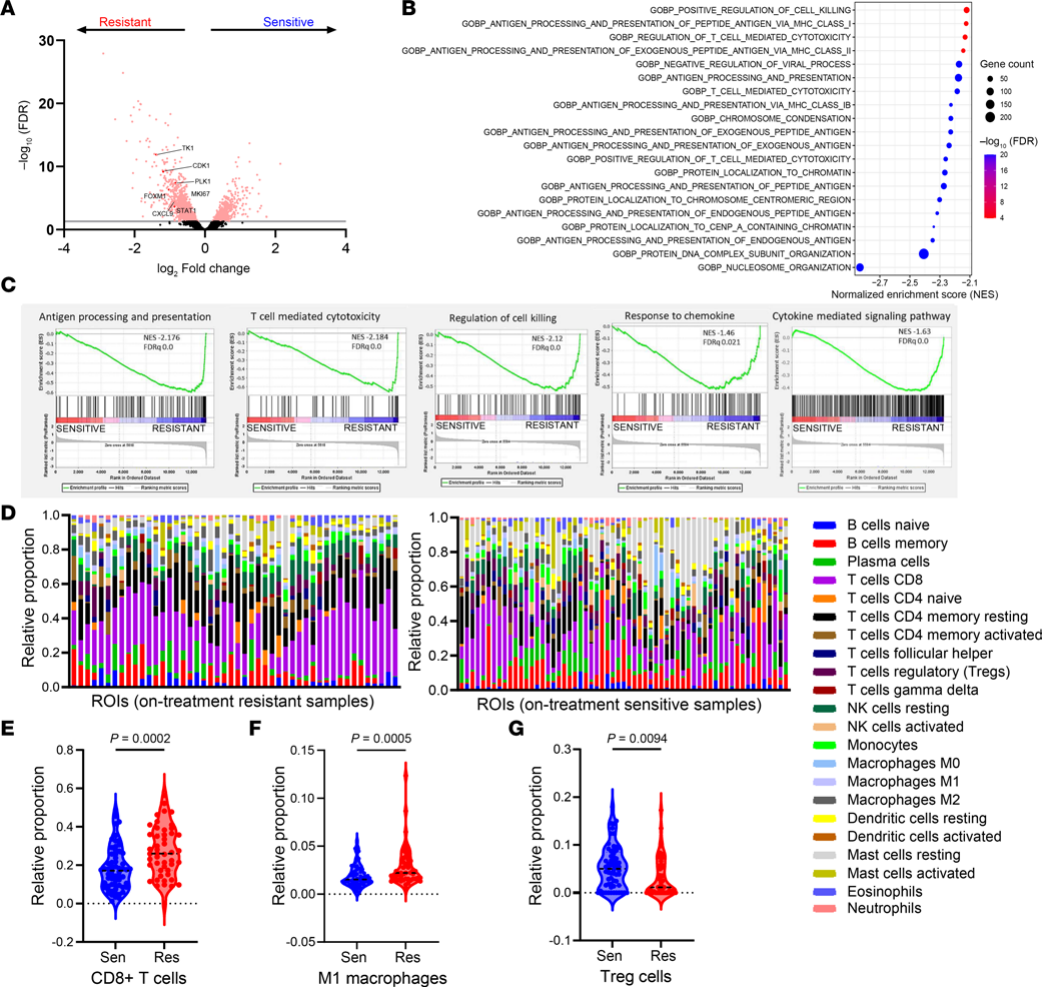
T cell immunity pathways and CD8^+^ T cells are enriched in on-treatment, ED-resistant tumors. (**A**) Volcano plot of the genes differentially expressed in cancer cells of on-treatment, ED-resistant tumors. (**B**) Gene Ontology biology process analysis using the genes in **A**. (**C**) Selected GSEA from the list in **B**. (**D**) CIBERSORT bar chart in ED-resistant and ED-sensitive on-treatment tumors, showing the 22 immune cell subtypes distribution in each ROI. (**E**–**G**) Violin plots comparing the distribution of CD8^+^ T cells, M1 macrophages, and Tregs from **D** in ED-sensitive tumors (ROI *n* = 61) versus ED-resistant tumors (ROI *n* = 48). The Wilcoxon rank-sum test was applied; *P* < 0.05 was considered statistically significant.

**Figure 3:**
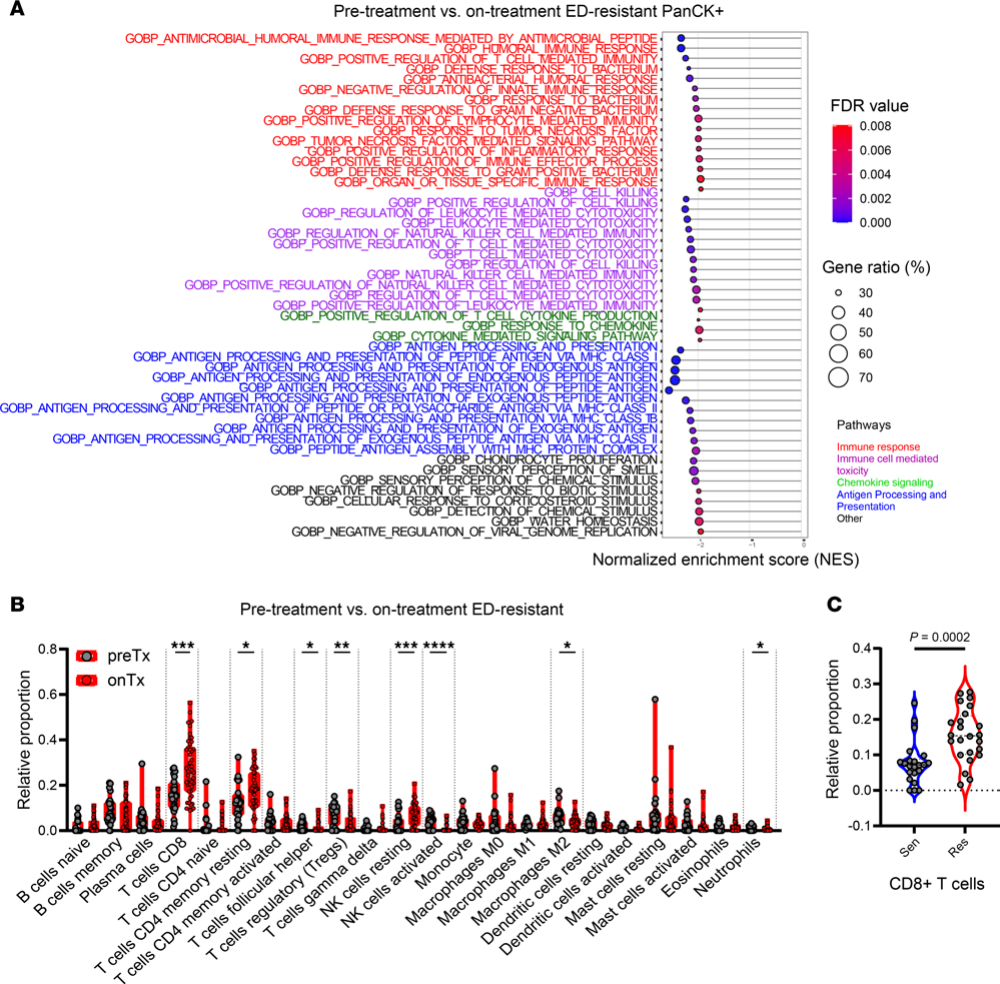
Endocrine treatment reshapes the TIME in ED-resistant tumors. (**A**) List of the top pathways enriched in cancer cells in ED-resistant tumors upon estrogen suppression. (**B**) Comparison of immune cell distribution estimated using the CIBERSORT method, comparing pre-treatment (ROI *n* = 24) versus on-treatment (ROI *n* = 48) ED-resistant tumors. (**C**) Violin plot comparing the estimated distribution of CD8^+^ T cells in pre-treatment–sensitive (ROI *n* = 22) versus pre-treatment–resistant tumors (ROI *n* = 24). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by Wilcoxon rank-sum test for comparison of cell-type distributions. *P* < 0.05 was considered statistically significant.

**Figure 4:**
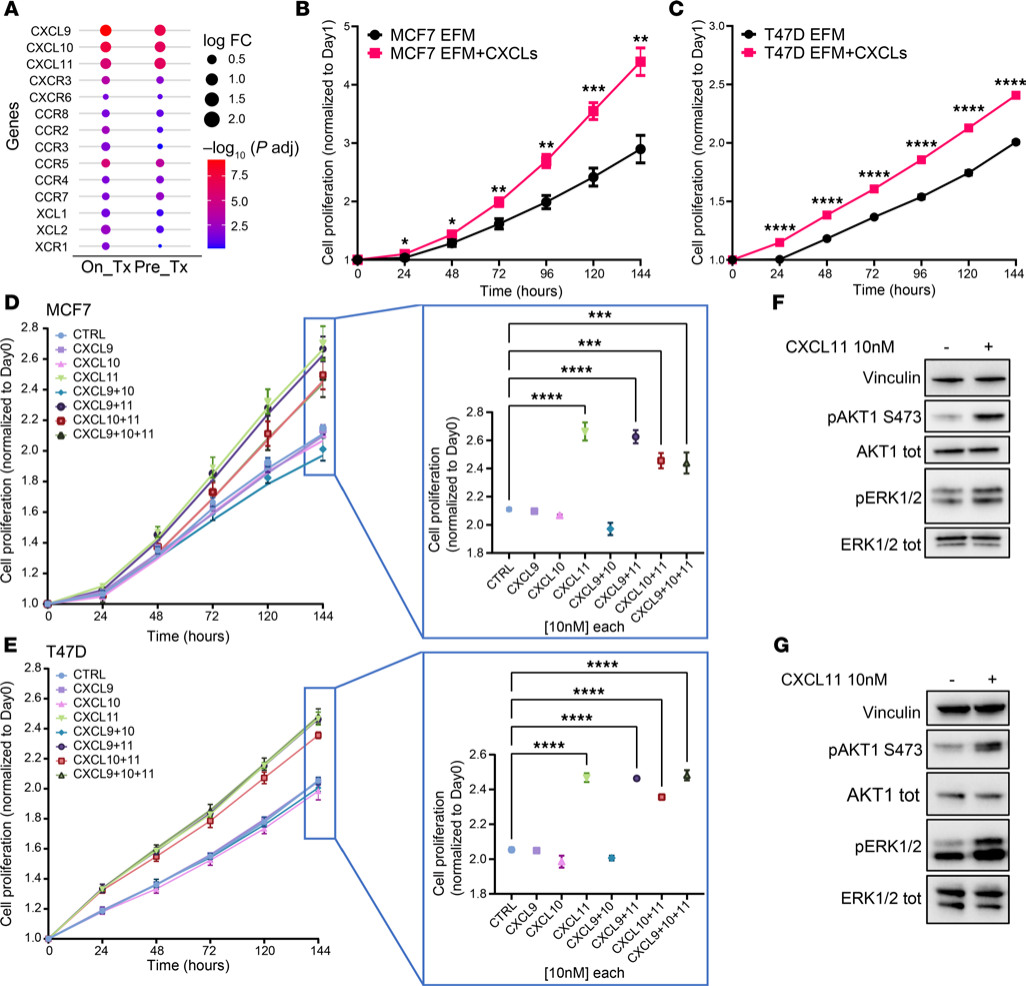
CXCL11 promotes resistance to estrogen suppression. (**A**) Expression of chemokines associated with antitumor activity upregulated in ED-resistant (versus. ED-sensitive) tumors after (on the left) and prior to (on the right) treatment with letrozole. *P* adj, adjusted *P* value. (**B** and **C**) Growth curves of MCF7 (**B**) or T47D (**C**) cells, seeded in EFM, alone or in the presence of CXCL9, CXCL10, and CXCL11, acquired using IncuCyte live cells. The mean ± SD of the number of cells is shown (note that SDs are not always visible when smaller than the size of the symbol). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by unpaired *t* test. Experiments were performed at least 3 times in triplicate wells. (**D** and **E**) MCF7 (**D**) or T47D (**E**) cell proliferation evaluated by IncuCyte, as in **B** and **C**. Cells were seeded as in **B** and **C** and treated with PBS plus 1% BSA (control) or with CXCL9, CXCL10, and CXCL11 (10 nM each) or double (CXCL9 + CXCL10, CXCL9 + CXCL11, CXCL10 +CXCL11) or triple (CXCL9 + CXCL10 + CXCL11) combinations. On day 5, all the treatment arms were compared with vehicle using 1-way ANOVA with Dunnett’s correction for multiple testing; *P* < 0.05 was considered statistically significant (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001). Experiments were performed at least 3 times in triplicate wells. (**F** and **G**) Immunoblot analysis of MCF7 (**F**) and T47D (**G**) levels in cell lysates. Cells were seeded overnight in serum-starved medium, and the lysates were collected 15 minutes after adding 10 nM CXCL11 and then probed with the indicated antibodies. tot, total.

**Figure 5:**
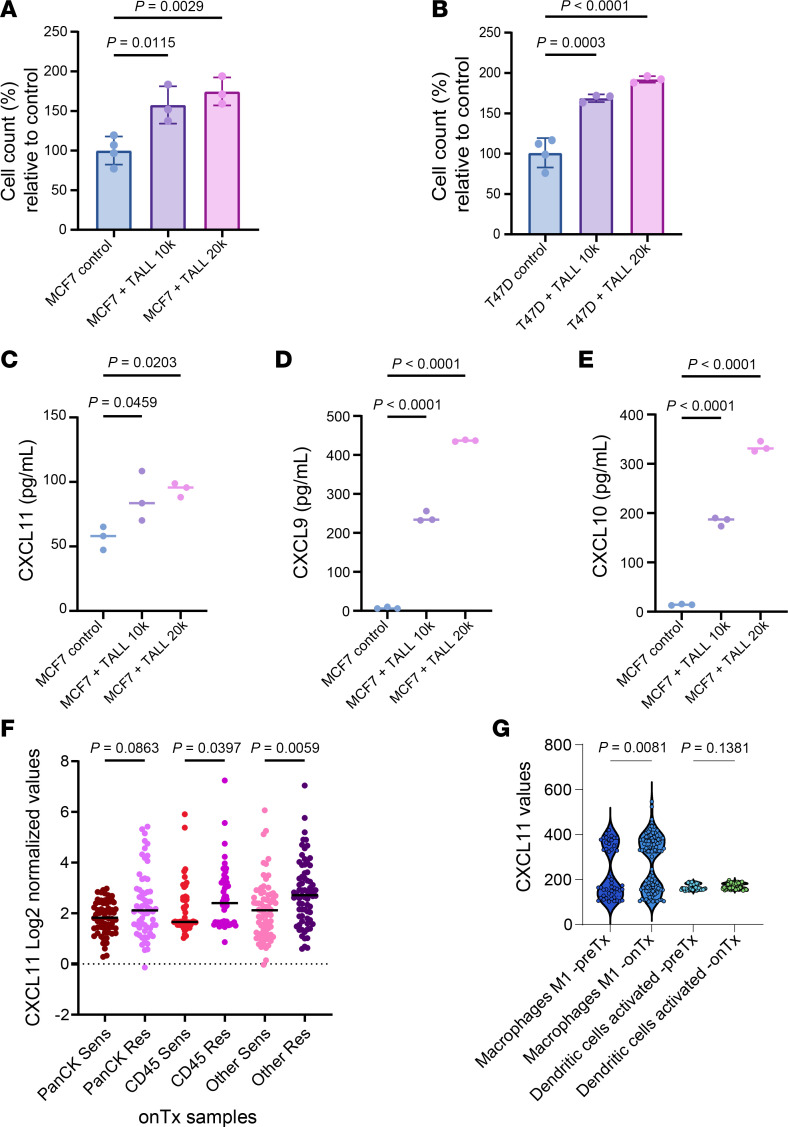
Coculture with CD8^+^ T cells promotes estrogen-independent growth of HR^+^ breast cancer cells. (**A** and **B**) MCF7 (**A**) and T47D (**B**) cells with or without T-ALL-104 cells in Transwell inserts were seeded in EFM as described in Methods. Data represent the mean ± SD of MCF7, and T47D cell numbers were evaluated 6 days after seeding. Experiments were performed at least 3 times in triplicate wells. Statistical differences were assessed using 1-way ANOVA with Dunnett’s correction for multiple testing; *P* < 0.05 was considered statistically significant. (**C**–**E**) ELISA analysis of CXCL11 (**C**), CXCL9 (**D**), and CXCL10 (**E**) levels in MCF7 with or without T-ALL-104 cells as measured by ELISA. MCF7 cells with or without T-ALL-104 cells were seeded in EFM as in **A** and **B**. Media conditioned by MCF7 cells with or without T-ALL-104 cells were collected after 6 days. Experiments were performed at least 3 times in triplicate wells. Data represent the mean ± SD. Statistical differences were assessed using 1-way ANOVA with Dunnett’s correction for multiple testing; *P* < 0.05 was considered statistically significant. (**F**) CXCL11 expression in PanCK^+^, CD45^+^, PanCK^–^CD45^–^ compartments evaluated using spatial transcriptomics. Kruskal-Wallis test and Benjamini-Krieger-Yekutieli FDR adjustment for multiple comparisons was applied to compare cell-type distributions; *q* < 0.05 was considered statistically significant. (**G**) CXCL11 expression inferred from CIBERSORT. Kruskal-Wallis test and Benjamini-Hochberg FDR adjustment for multiple comparisons was applied to compare CXCL11 expression across cell types and time points; *q* < 0.05 was considered statistically significant.

**Table 1:**
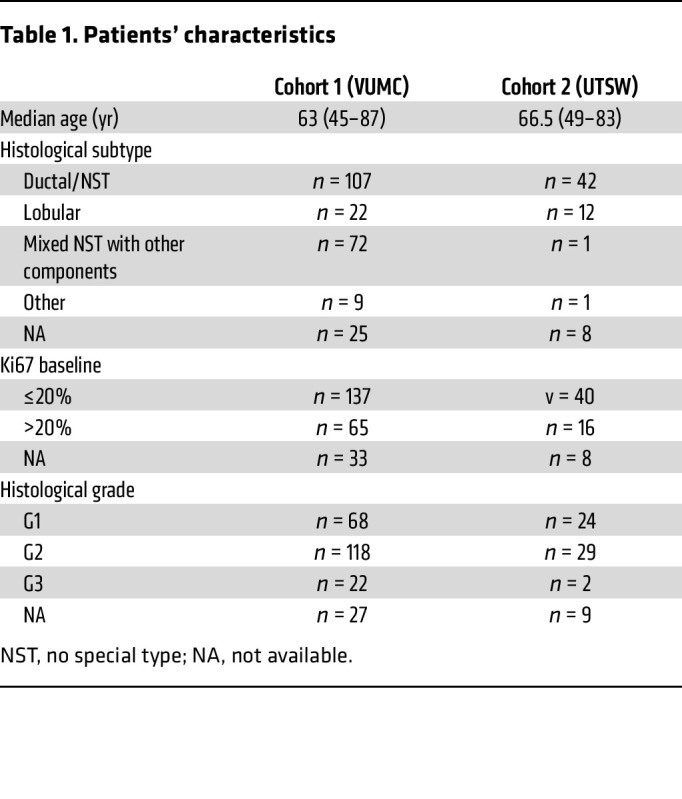
Patients’ characteristics

## References

[1] Harbeck N (2019). Breast cancer. Nat Rev Dis Primers.

[2] Hanker AB (2020). Overcoming endocrine resistance in breast cancer. Cancer Cell.

[3] García-Teijido P (2016). Tumor-infiltrating lymphocytes in triple negative breast cancer: the future of immune targeting. Clin Med Insights Oncol.

[4] Luen SJ (2017). Tumour-infiltrating lymphocytes in advanced HER2-positive breast cancer treated with pertuzumab or placebo in addition to trastuzumab and docetaxel: a retrospective analysis of the CLEOPATRA study. Lancet Oncol.

[5] Stanton SE (2016). Variation in the incidence and magnitude of tumor-infiltrating lymphocytes in breast cancer subtypes: a systematic review. JAMA Oncol.

[6] Loi S (2013). Prognostic and predictive value of tumor-infiltrating lymphocytes in a phase III randomized adjuvant breast cancer trial in node-positive breast cancer comparing the addition of docetaxel to doxorubicin with doxorubicin-based chemotherapy: BIG 02-98. J Clin Oncol.

[7] Denkert C (2018). Tumour-infiltrating lymphocytes and prognosis in different subtypes of breast cancer: a pooled analysis of 3771 patients treated with neoadjuvant therapy. Lancet Oncol.

[8] Sobral-Leite M (2019). Cancer-immune interactions in ER-positive breast cancers: PI3K pathway alterations and tumor-infiltrating lymphocytes. Breast Cancer Res.

[9] Dunbier AK (2013). Molecular profiling of aromatase inhibitor-treated postmenopausal breast tumors identifies immune-related correlates of resistance. Clin Cancer Res.

[10] Skriver SK (2020). Tumour-infiltrating lymphocytes and response to neoadjuvant letrozole in patients with early oestrogen receptor-positive breast cancer: analysis from a nationwide phase II DBCG trial. Breast Cancer Res.

[11] Schuster EF (2023). Molecular profiling of aromatase inhibitor sensitive and resistant ER+HER2- postmenopausal breast cancers. Nat Commun.

[12] Hazlett J (2021). Oestrogen deprivation induces chemokine production and immune cell recruitment in in vitro and in vivo models of oestrogen receptor-positive breast cancer. Breast Cancer Res.

[13] Siersbæk R (2020). IL6/STAT3 signaling hijacks estrogen receptor α enhancers to drive breast cancer metastasis. Cancer Cell.

[14] Smith IE (2005). Neoadjuvant treatment of postmenopausal breast cancer with anastrozole, tamoxifen, or both in combination: the Immediate Preoperative Anastrozole, Tamoxifen, or Combined with Tamoxifen (IMPACT) multicenter double-blind randomized trial. J Clin Oncol.

[15] Osborne CK, Schiff R (2011). Mechanisms of endocrine resistance in breast cancer. Annu Rev Med.

[16] Fernandez-Martinez A (2020). Survival, pathologic response, and genomics in CALGB 40601 (Alliance), a neoadjuvant phase III trial of paclitaxel-trastuzumab with or without lapatinib in HER2-positive breast cancer. J Clin Oncol.

[17] Parker JS (2009). Supervised risk predictor of breast cancer based on intrinsic subtypes. J Clin Oncol.

[18] Salgado R (2015). The evaluation of tumor-infiltrating lymphocytes (TILs) in breast cancer: recommendations by an International TILs Working Group 2014. Ann Oncol.

[19] Lin JR (2016). Cyclic immunofluorescence (CycIF), a highly multiplexed method for single-cell imaging. Curr Protoc Chem Biol.

[20] van der Leun AM (2020). CD8^+^ T cell states in human cancer: insights from single-cell analysis. Nat Rev Cancer.

[21] Newman AM (2015). Robust enumeration of cell subsets from tissue expression profiles. Nat Methods.

[22] Tokunaga R (2018). CXCL9, CXCL10, CXCL11/CXCR3 axis for immune activation - a target for novel cancer therapy. Cancer Treat Rev.

[23] Dowsett M (2005). Short-term changes in Ki-67 during neoadjuvant treatment of primary breast cancer with anastrozole or tamoxifen alone or combined correlate with recurrence-free survival. Clin Cancer Res.

[24] Onkar S (2023). Immune landscape in invasive ductal and lobular breast cancer reveals a divergent macrophage-driven microenvironment. Nat Cancer.

[25] Tietscher S (2023). A comprehensive single-cell map of T cell exhaustion-associated immune environments in human breast cancer. Nat Commun.

[26] Weigelin B, Friedl P (2022). T cell-mediated additive cytotoxicity - death by multiple bullets. Trends Cancer.

[27] Dorner BG (2009). Selective expression of the chemokine receptor XCR1 on cross-presenting dendritic cells determines cooperation with CD8^+^ T cells. Immunity.

[28] Nanda R (2020). Effect of pembrolizumab plus neoadjuvant chemotherapy on pathologic complete response in women with early-stage breast cancer: an analysis of the ongoing phase 2 adaptively randomized I-SPY2 trial. JAMA Oncol.

[29] Loi S (2023). LBA20 A randomized, double-blind trial of nivolumab (NIVO) versus placebo (PBO) with neoadjuvant chemotherapy (NACT) followed by adjuvant endocrine therapy (ET) ± NIVO in patients (pts) with high-risk, ER^+^ HER2^−^ primary breast cancer (BC). Ann Oncol.

[30] Cardoso F (2023). LBA21 KEYNOTE-756: Phase III study of neoadjuvant pembrolizumab (pembro) or placebo (pbo) + chemotherapy (chemo), followed by adjuvant pembro or pbo + endocrine therapy (ET) for early-stage high-risk ER^+^/HER2^–^ breast cancer. Ann Oncol.

[31] Cobain EF (2024). Elucidating the immune active state of HR^+^HER2^–^ MammaPrint High 2 early breast cancer. J Clin Oncol.

[32] Giltnane JM (2017). Genomic profiling of ER^+^ breast cancers after short-term estrogen suppression reveals alterations associated with endocrine resistance. Sci Transl Med.

[33] Formisano L (2017). Association of FGFR1 with ERα maintains ligand-independent ER transcription and mediates resistance to estrogen deprivation in ER^+^ breast cancer. Clin Cancer Res.

[34] Guerrero-Zotano AL (2018). ER^+^ breast cancers resistant to prolonged neoadjuvant letrozole exhibit an E2F4 transcriptional program sensitive to CDK4/6 inhibitors. Clin Cancer Res.

[35] Servetto A (2021). Nuclear FGFR1 regulates gene transcription and promotes antiestrogen resistance in ER^+^ breast cancer. Clin Cancer Res.

[36] Brown JR (2014). Quantitative assessment Ki-67 score for prediction of response to neoadjuvant chemotherapy in breast cancer. Lab Invest.

[37] Jeselsohn R (2014). Emergence of constitutively active estrogen receptor-α mutations in pretreated advanced estrogen receptor-positive breast cancer. Clin Cancer Res.

[38] Chung GG (2007). Quantitative analysis of estrogen receptor heterogeneity in breast cancer. Lab Invest.

[39] Labrie M (2021). Multiomics analysis of serial PARP inhibitor treated metastatic TNBC inform on rational combination therapies. NPJ Precis Oncol.

[40] Wang Y (2022). Sprod for de-noising spatially resolved transcriptomics data based on position and image information. Nat Methods.

# Supplementary material for: CD8+ T cells in the tumor microenvironment modulate the response to endocrine therapy in breast cancer
**Source:** J Clin Invest. 2025 Dec 9;136(3):e188458. doi: 10.1172/JCI188458
**Supplement:** Supplemental data

## Supplemental Data for

### CD8+ T cells in the tumor microenvironment modulate response to endocrine therapy in breast cancer

#### Authors:

Fabiana Napolitano<sup>1,2</sup>, Yunguan Wang<sup>3,4</sup>, Dhivya R. Sudhan<sup>1†</sup>, Paula I. González-Ericsson<sup>5</sup>, Luigi Formisano<sup>2</sup>, Nisha Unni<sup>6</sup>, Shahbano Shakeel<sup>6</sup>, James Zhu<sup>7</sup>, Khushi Ahuja<sup>8</sup>, Lei Guo<sup>7</sup>, María Rosario Chica-Parrado<sup>1</sup>, Yuki Matsunaga<sup>1</sup>, Pamela Luna<sup>1</sup>, Chang-Ching Lin<sup>1</sup>, Yasuaki Uemoto<sup>1</sup>, Kyung-Min Lee<sup>1,9</sup>, Hongli Ma<sup>10</sup>, Nathaniel Evans<sup>10,11</sup>, Alberto Servetto<sup>1,2</sup>, Saurabh Mendiratta<sup>1</sup>, Spencer Barnes<sup>8</sup>, Roberto Bianco<sup>2</sup>, Yisheng V. Fang<sup>12</sup>, Lin Xu<sup>7</sup>, Jeon Lee<sup>8</sup>, Tao Wang<sup>7</sup>, Justin M. Balko<sup>5,13</sup>, Gordon B. Mills<sup>14</sup>, Marilyne Labrie<sup>15,16,17</sup>, Ariella B. Hanker<sup>1\*</sup>, Carlos L. Arteaga<sup>1\*</sup>

15. Department of Immunology and Cell Biology, Faculty of medicine and health science, Université de Sherbrooke, Canada.

  17. Institut de Recherche sur le Cancer de l'Université de Sherbrooke, Canada.

Ariella B. Hanker, PhD

**Supplemental Table 1.** List of CyclF antibodies.

**Supplemental Table 2** (xlsx). Pathways significantly upregulated in PanCK+ cells in onTx (vs. preTx) ED-sensitive tumors.

**Supplemental Table 3** (xlsx). Pathways significantly upregulated in CD45+ cells in onTx (vs. preTx) ED-sensitive tumors.

**Supplemental Table 4** (xlsx). Pathways significantly upregulated in PanCK+ cells in preTx ED-sensitive (vs pre-Tx ED-resistant).

**Supplemental Table 5** (xlsx). Pathways significantly upregulated in CD45+ cells in preTx ED-sensitive (vs pre-Tx ED-resistant).

**Supplemental Table 6** (xlsx). Pathways significantly upregulated in PanCK+ cells in preTx ED-resistant (vs pre-Tx ED-sensitive).

**Supplemental Table 7** (xlsx). Pathways significantly upregulated in CD45+ cells in preTx ED-resistant (vs pre-Tx ED-sensitive).

**Supplemental Figures 1-11.**

**Supplemental Table 1.** List of CyclF antibodies.

| Name       | Company    | Cat. No         | Product Name                                                                              |
|------------|------------|-----------------|-------------------------------------------------------------------------------------------|
| 53BP1      | Abcam      | ab222232        | Anti-53BP1 antibody [EPR2172(2)] (ab175933)                                               |
| AR         | CST        | 8956            | Androgen Receptor (D6F11) XP® Rabbit mAb (Alexa Fluor® 555 Conjugate) #                   |
| AXL        | R&D        | AF154           | Human Axl Antibody                                                                        |
| B7-H4      | Abcam      | ab222927        | Anti-B7H4 antibody [EPR20236] - Low endotoxin, Azide free                                 |
| Bcl-xL     | Abcam      | ab200527        | Recombinant Anti-Bcl-XL antibody [EPR16642] (Alexa Fluor® 488) (ab200617)                 |
| BRCA1      | Abcam      | ab215988        | Anti-BRCA1 antibody [EPR19433] - BSA and Azide free                                       |
| CCNB1      | Abcam      | ab214381        | Anti-Cyclin B1 antibody [Y106] (Alexa Fluor® 555)                                         |
| CCND1      | Abcam      | Ab190563        | Anti-Cyclin D1 antibody [EPR2241] (Alexa Fluor® 647)                                      |
| CCNE       | lifetech   | 50-9714-80      | Cyclin E Antibody, eFluor® 660                                                            |
| CD44       | Novus      | NBP1-47386AF750 | CD44 Antibody (8E2F3) [Alexa Fluor® 750]                                                  |
| CD45       | Novus      | NB100-77417     | CD45 [30F11] Alexa-Fluor750 antibody                                                      |
| CD68       | Biolegend  | 916104          | Purified anti-CD68 Antibody (KP1)                                                         |
| CD8        | Invitrogen | 50-0008-82      | Anti-Hu CD8a [AMC908] eFluor660                                                           |
| CK19*      | Biolegend  | 628502          | Purified anti-Cytokeratin 19 Antibody                                                     |
| CK5*       | Biolegend  | 905501          | Keratin 5 Polyclonal Antibody, Purified (1 mg/ml) 0.03% Thimerosal                        |
| CK7*       | abcam      | ab185048        | Anti-Cytokeratin 7 antibody [EPR1619Y] - Cytoskeleton Marker (Alexa Fluor 488) (ab185048) |
| CK8*       | abcam      | ab192467        | Anti-Cytokeratin 8 antibody [EP1628Y] (Alexa Fluor 488) (ab192467)                        |
| E-Cadherin | Novus      | NBP2-54587AF750 | E-Cadherin Antibody (4A2) [Alexa Fluor® 750]                                              |
| ERa        | Abcam      | ab205851        | Anti-Estrogen Receptor alpha antibody [EPR4097] (Alexa Fluor 647) (ab205851)              |

|             |           |                  |                                                                                                      |
|-------------|-----------|------------------|------------------------------------------------------------------------------------------------------|
| Fibronectin | Abcam     | ab32419          | Anti-Fibronectin antibody [F1] (ab32419)                                                             |
| FOXP3       | Biolegend | 320102           | Purified anti-human FOXP3 Antibody (206D)                                                            |
| H3K27Me3    | CST       | 5499             | Tri-Methyl-Histone H3 (Lys27) (C36B11) Rabbit mAb (Alexa Fluor 488 Conjugate) #5499                  |
| HER2        | Thermo    | MA5-13675        | ErbB2 (HER-2) Monoclonal Antibody (3B5), PBS, pH 7.4, with 0.2% BSA                                  |
| ki67        | Novus     | NB110-90592AF750 | Ki67/MKI67 Antibody [Alexa Fluor® 750]                                                               |
| pATM        | Abcam     | ab81292          | Anti-ATM (phospho S1981) antibody [EP1890Y]                                                          |
| pATR        | Abcam     | ab230831         | Anti-ATR (phospho S428) antibody [EPR2184] - BSA and Azide free (ab230831)                           |
| PCNA        | CST       | 8580             | PCNA (PC10) Mouse mAb (Alexa Fluor 488 Conjugate) #8580                                              |
| PD1         | abcam     | ab201825         | Anti-PD1 antibody [EPR4877(2)] (Alexa Fluor 647) (ab201825)                                          |
| pERK        | R&D       | AF1018           | Human/Mouse/Rat Phospho-ERK1(T202/Y204)/ERK2 (T185/Y187) Antibody                                    |
| pRB         | abcam     | ab215947         | Anti-Rb (phospho S807) antibody [EPR17732] (Alexa Fluor® 647) (ab215947)                             |
| pS6         | CST       | 3985S            | Phospho-S6 Ribosomal Protein (Ser235/236) (D57.2.2E) XP Rabbit mAb (Alexa Fluor 555 Conjugate) #3985 |
| PTEN        | R&D       | AF847            | Human/Mouse/Rat PTEN Antibody                                                                        |
| Sting       | Abcam     | ab198952         | Anti-TMEM173 antibody [EPR13130] (Alexa Fluor® 647)                                                  |
| TP53        | Bioss     | bs-8687R-A488    | p53 (FL-393) Polyclonal Antibody, ALEXA FLUOR® 488 Conjugated                                        |
| Vimentin    | CST       | 9854             | Vimentin (D21H3) XP Rabbit mAb (Alexa Fluor 488 Conjugate) #9854                                     |
| CD20        | Abcam     | ab78237          | Anti-CD20 antibody [EP459Y]                                                                          |
| pHH3        | CST       | 3465S            | Phospho-Histone H3 (Ser10) (D2C8) XP Rabbit mAb (Alexa Fluor 488 Conjugate) #3465                    |

\* CKS = mix of 4 anti-cytokeratins antibody

Supplementary Table 2. List of pathways enriched in PanCK+ cells in onTx (vs. preTx) ED-sensitive tumors.

| NAME                                     | NES        | NOM p-val  | FDR q-val  |
|------------------------------------------|------------|------------|------------|
| GOBP_COLLAGEN_FIBRIL_ORGANIZATION        | -2.5509026 | 0          | 0.00018048 |
| GOBP_RESPONSE_TO_MUSCLE_STRETCH          | -2.3517835 | 0          | 0.00448775 |
| GOBP_CYTOPLASMIC_TRANSLATION             | -2.300575  | 0          | 0.00669516 |
| GOBP_REGULATION_OF_P38MAPK_CASCADE       | -2.229678  | 0          | 0.01450056 |
| GOBP_RESPONSE_TO_EPIDERMAL_GROWTH_FACTOR | -2.1846328 | 0          | 0.02145791 |
| GOBP_CELLULAR_RESPONSE_TO_COPPER_ION     | -2.120218  | 0          | 0.03857531 |
| GOBP_FACE_MORPHOGENESIS                  | -2.1068316 | 0.00045025 | 0.03944699 |

Supplementary Table 3. List of pathways enriched in CD45+ cells in onTx (vs. preTx) ED-sensitive tumors.

| NAME                                                             | NES      | NOM p-val | FDR q-val   |
|------------------------------------------------------------------|----------|-----------|-------------|
| GOBP_DENDRITIC_CELL_CHEMOTAXIS                                   | -2.05855 | 0         | 0.000155665 |
| GOBP_POSITIVE_T_CELL_SELECTION                                   | -1.98834 | 0         | 0.00102052  |
| GOBP_RESPONSE_TO_CHEMOKINE                                       | -1.94921 | 0         | 0.002575143 |
| GOBP_DENDRITIC_CELL_MIGRATION                                    | -1.921   | 0         | 0.004106511 |
| GOBP_NEGATIVE_REGULATION_OF_TOLL_LIKE_RECEPTOR_SIGNALING_PATHWAY | -1.9187  | 0         | 0.004158817 |
| GOBP_B_CELL_RECEPTOR_SIGNALING_PATHWAY                           | -1.90168 | 0         | 0.005070204 |
| GOBP_SPERM_FLAGELLUM_ASSEMBLY                                    | -1.89657 | 0         | 0.005444758 |
| GOBP_T_CELL_SELECTION                                            | -1.8908  | 0         | 0.005745839 |
| GOBP_ESTABLISHMENT_OF_LYMPHOCYTE_POLARITY                        | -1.86628 | 0.001217  | 0.008697821 |
| GOBP_SENSORY_PERCEPTION_OF_SMELL                                 | -1.83879 | 0         | 0.01377314  |
| GOBP_SLEEP                                                       | -1.83503 | 0         | 0.014222567 |
| GOBP_REGULATION_OF_T_HELPER_1_TYPE_IMMUNE_RESPONSE               | -1.82991 | 0         | 0.015108234 |
| GOBP_NEUROPEPTIDE_SIGNALING_PATHWAY                              | -1.82487 | 0         | 0.016117137 |
| GOBP_TOLERANCE_INDUCION                                          | -1.82166 | 0         | 0.016534299 |
| GOBP_REGULATION_OF_CELL_KILLING                                  | -1.79495 | 0         | 0.024503766 |
| GOBP_DETECTION_OF_STIMULUS_INVOLVED_IN_SENSORY_PERCEPTION        | -1.79321 | 0         | 0.024657255 |
| GOBP_POSITIVE_REGULATION_OF_RECEPTOR_SIGNALING_PATHWAY_VIA_STAT  | -1.79279 | 0         | 0.024359372 |
| GOBP_KERATINIZATION                                              | -1.78936 | 0         | 0.02524492  |
| GOBP_ANTIGEN_RECEPTOR_MEDIATED_SIGNALING_PATHWAY                 | -1.78604 | 0         | 0.02594164  |
| GOBP_DENDRITIC_CELL_CHEMOTAXIS                                   | -1.78023 | 0         | 0.027955929 |
| GOBP_REGULATION_OF_CILIUM_DEPENDENT_CELL_MOTILITY                | -1.7708  | 0         | 0.03176934  |
| GOBP_PURINERGIC_NUCLEOTIDE_RECEPTOR_SIGNALING_PATHWAY            | -1.76761 | 0.001164  | 0.032782726 |
| GOBP_SPERM_AXONEME_ASSEMBLY                                      | -1.767   | 0         | 0.03228566  |
| GOBP_T_CELL_CHEMOTAXIS                                           | -1.76555 | 0         | 0.03225527  |
| GOBP_ALPHA_BETA_T_CELL_ACTIVATION                                | -1.75763 | 0         | 0.035661146 |
| GOBP_POSITIVE_REGULATION_OF_CELL_KILLING                         | -1.75537 | 0         | 0.03604166  |
| GOBP_NEGATIVE_REGULATION_OF_OXIDOREDUCTASE_ACTIVITY              | -1.75387 | 0         | 0.035863217 |
| GOBP_B_CELL_PROLIFERATION                                        | -1.75298 | 0.00227   | 0.035583213 |

|                                                                                  |          |          |             |
|----------------------------------------------------------------------------------|----------|----------|-------------|
| GOBP_POSITIVE_REGULATION_OF_ALPHA_BETA_T_CELL_PROLIFERATION                      | -1.7512  | 0        | 0.036004797 |
| GOBP_HETEROPHILIC_CELL_CELL_ADHESION_VIA_PLASMA_MEMBRANE_CELL_ADHESION_MOLECULES | -1.74467 | 0        | 0.039048597 |
| GOBP_SPERM_MOTILITY                                                              | -1.7404  | 0        | 0.04057833  |
| GOBP_FEEDING_BEHAVIOR                                                            | -1.73459 | 0        | 0.04341755  |
| GOBP_LYMPHOCYTE_CHEMOTAXIS                                                       | -1.73282 | 0.001145 | 0.04373024  |
| GOBP_REGULATION_OF_T_CELL_DIFFERENTIATION_IN_THYMUS                              | -1.73148 | 0.002339 | 0.044046693 |
| GOBP_POSITIVE_REGULATION_OF_NATURAL_KILLER_CELL_MEDIATED_CYTOTOXICITY            | -1.73123 | 0.001148 | 0.04340693  |
| GOBP_REGULATION_OF_SYNAPTIC_TRANSMISSION_GABAERGIC                               | -1.72997 | 0        | 0.043572094 |
| GOBP_CILIUM_MOVEMENT                                                             | -1.72688 | 0.004745 | 0.04435881  |
| GOBP_GAMMA_DELTA_T_CELL_ACTIVATION                                               | -1.72608 | 0.003589 | 0.04414328  |
| GOBP_IMMUNOLOGICAL_SYNAPSE_FORMATION                                             | -1.72587 | 0        | 0.043605365 |
| GOBP_NEGATIVE_REGULATION_OF_T_CELL_MEDIATED_IMMUNITY                             | -1.72487 | 0        | 0.04355697  |
| GOBP_T_CELL_RECEPTOR_SIGNALING_PATHWAY                                           | -1.72265 | 0        | 0.044086732 |
| GOBP_CILIUM_OR_FLAGELLUM_DEPENDENT_CELL_MOTILITY                                 | -1.72229 | 0.0047   | 0.043658182 |
| GOBP_DENDRITE_EXTENSION                                                          | -1.71653 | 0.003308 | 0.046386693 |
| GOBP_VITAMIN_TRANSPORT                                                           | -1.71222 | 0        | 0.048462436 |
| GOBP_ANTIMICROBIAL_HUMORAL_RESPONSE                                              | -1.70983 | 0        | 0.049286176 |
| GOBP_REGULATION_OF_HUMORAL_IMMUNE_RESPONSE                                       | -1.70923 | 0.002301 | 0.049048357 |
| GOBP_REGULATION_OF_TOLERANCE_INDUCITION                                          | -1.70602 | 0        | 0.049724933 |
| GOBP_REGULATION_OF_NATURAL_KILLER_CELL_MEDIATED_IMMUNITY                         | -2.05855 | 0        | 0.000155665 |

Supplementary Table 4. Pathways upregulated in PanCK+ cells in preTx ED-sensitive (vs

| NAME                | NES      | NOM<br>p-val | FDR q-val |
|---------------------|----------|--------------|-----------|
| GOBP_MALE_MEIOSIS_I | 2.124276 | 0            | 0.0124424 |

Supplementary Table 5. Pathways upregulated in CD45+ cells in preTx ED-sensitive (vs pre-Tx ED-resistant)

| NAME                                                          | NES      | NOM p-val | FDR q-val  |
|---------------------------------------------------------------|----------|-----------|------------|
| GOBP_PROTON_MOTIVE_FORCE_DRIVEN_ATP_SYNTHESIS                 | 2.394424 | 0         | 0          |
| GOBP_ATP_BIOSYNTHETIC_PROCESS                                 | 2.231166 | 0         | 0.02374952 |
| GOBP_EPITHELIAL_TUBE_BRANCHING_INVOLVED_IN_LUNG_MORPHOGENESIS | 2.209022 | 0         | 0.02336747 |

Supplementary Table 6. Pathways significantly upregulated in PanCK+ cells in preTx ED-resistant (vs pre-Tx ED-sensitive)

| NAME                                               | NES       | NOM p-val | FDR q-val  |
|----------------------------------------------------|-----------|-----------|------------|
| GOBP_RESPONSE_TO_HYPEROXIA                         | -2.223915 | 0         | 0.02554317 |
| GOBP_MAMMARY_GLAND_EPITHELIAL_CELL_DIFFERENTIATION | -2.191237 | 0         | 0.02550599 |
| GOBP_HIPPO_SIGNALING                               | -2.145774 | 0         | 0.02699748 |

Supplementary Table 7. Pathways significantly upregulated in CD45+ cells in preTx ED-resistant (vs pre-Tx ED-sensitive)

| NAME                                                                  | NES        | NOM p-val | FDR q-val |
|-----------------------------------------------------------------------|------------|-----------|-----------|
| GOBP_ALPHA_BETA_T_CELL_ACTIVATION                                     | -2.2766364 | 0         | 0         |
| GOBP_POSITIVE_REGULATION_OF_INTERLEUKIN_2_PRODUCTION                  | -2.2229671 | 0         | 0         |
| GOBP_POSITIVE_REGULATION_OF_T_CELL_PROLIFERATION                      | -2.2213304 | 0         | 0         |
| GOBP_ANTIGEN_RECEPTOR_MEDIATED_SIGNALING_PATHWAY                      | -2.2113037 | 0         | 0         |
| GOBP_T_CELL_RECEPTOR_SIGNALING_PATHWAY                                | -2.2085752 | 0         | 0         |
| GOBP_ADAPTIVE_IMMUNE_RESPONSE                                         | -2.1861205 | 0         | 0         |
| GOBP_POSITIVE_T_CELL_SELECTION                                        | -2.176356  | 0         | 0         |
| GOBP_T_CELL_ACTIVATION                                                | -2.1718414 | 0         | 0         |
| GOBP_LYMPHOCYTE_COSTIMULATION                                         | -2.164869  | 0         | 9.27E-05  |
| GOBP_POSITIVE_REGULATION_OF_CD4_POSITIVE_ALPHA_BETA_T_CELL_ACTIVATION | -2.1621838 | 0         | 8.34E-05  |
| GOBP_REGULATION_OF_ALPHA_BETA_T_CELL_ACTIVATION                       | -2.1477053 | 0         | 1.51E-04  |
| GOBP_POSITIVE_REGULATION_OF_ALPHA_BETA_T_CELL_ACTIVATION              | -2.1330566 | 0         | 1.39E-04  |
| GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_VIA_MHC_CLASSES_IB           | -2.130435  | 0         | 1.28E-04  |
| GOBP_T_CELL_PROLIFERATION                                             | -2.0883007 | 0         | 3.56E-04  |
| GOBP_POSITIVE_REGULATION_OF_CELL_KILLING                              | -2.0878506 | 0         | 3.32E-04  |
| GOBP_COLLAGEN_FIBRIL_ORGANIZATION                                     | -2.07671   | 0         | 5.20E-04  |
| GOBP_ALPHA_BETA_T_CELL_PROLIFERATION                                  | -2.0681708 | 0         | 6.86E-04  |
| GOBP_CELLULAR_DEFENSE_RESPONSE                                        | -2.062868  | 0         | 7.86E-04  |
| GOBP_IMMUNOLOGICAL_SYNAPSE_FORMATION                                  | -2.0625434 | 0         | 7.45E-04  |

|                                                                                                                                |            |   |             |
|--------------------------------------------------------------------------------------------------------------------------------|------------|---|-------------|
| GOBP_POSITIVE_REGULATION_OF_LEUKOCYTE_PROLIFERATION                                                                            | -2.061587  | 0 | 7.08E-04    |
| GOBP_CD4_POSITIVE_ALPHA_BETA_T_CELL_ACTIVATION                                                                                 | -2.059414  | 0 | 7.92E-04    |
| GOBP_REGULATION_OF_T_CELL_ACTIVATION                                                                                           | -2.0576794 | 0 | 7.56E-04    |
| GOBP_POSITIVE_REGULATION_OF_ALPHA_BETA_T_CELL_PROLIFERATION                                                                    | -2.0441139 | 0 | 0.001085282 |
| GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_OF_ENDOGENOUS_ANTIGEN                                                                 | -2.0428052 | 0 | 0.001074968 |
| GOBP_REGULATION_OF_LEUKOCYTE_PROLIFERATION                                                                                     | -2.0394578 | 0 | 0.001133305 |
| GOBP_REGULATION_OF_CD4_POSITIVE_ALPHA_BETA_T_CELL_ACTIVATION                                                                   | -2.038939  | 0 | 0.001089716 |
| GOBP_CD4_POSITIVE_ALPHA_BETA_T_CELL_DIFFERENTIATION                                                                            | -2.0304594 | 0 | 0.001296857 |
| GOBP_CELL_KILLING                                                                                                              | -2.0286582 | 0 | 0.001310241 |
| GOBP_ALPHA_BETA_T_CELL_DIFFERENTIATION                                                                                         | -2.0261638 | 0 | 0.001322127 |
| GOBP_T_HELPER_17_TYPE_IMMUNE_RESPONSE                                                                                          | -2.0204892 | 0 | 0.001416778 |
| GOBP_REGULATION_OF_LYMPHOCYTE_ACTIVATION                                                                                       | -2.004998  | 0 | 0.001936008 |
| GOBP_POSITIVE_REGULATION_OF_CD4_POSITIVE_ALPHA_BETA_T_CELL_DIFFERENTIATION                                                     | -2.0049336 | 0 | 0.001875508 |
| GOBP_REGULATION_OF_CELL_KILLING                                                                                                | -2.0046449 | 0 | 0.001843925 |
| GOBP_ADAPTIVE_IMMUNE_RESPONSE_BASED_ON_SOMATIC_RECOMBINATION_OF_IMMUNE_RECEPTORS_BUILT_FROM_IMMUNOGLOBULIN_SUPERFAMILY_DOMAINS | -2.0025353 | 0 | 0.001912281 |
| GOBP_LYMPHOCYTE_HOMEOSTASIS                                                                                                    | -1.9952343 | 0 | 0.002261707 |
| GOBP_NATURAL_KILLER_CELL_MEDIATED_IMMUNITY                                                                                     | -1.9917516 | 0 | 0.00245388  |
| GOBP_B_CELL_RECEPTOR_SIGNALING_PATHWAY                                                                                         | -1.9842315 | 0 | 0.00277038  |

|                                                                         |            |   |             |
|-------------------------------------------------------------------------|------------|---|-------------|
| GOBP_REGULATION_OF_CD4_POSITIVE_ALPHA_BETA_T_CELL_DIFFERENTIATION       | -1.9840077 | 0 | 0.002697475 |
| GOBP_LYMPHOCYTE_MEDIATED_IMMUNITY                                       | -1.9826673 | 0 | 0.002692234 |
| GOBP_LEUKOCYTE_PROLIFERATION                                            | -1.9797264 | 0 | 0.002812522 |
| GOBP_LEUKOCYTE_CELL_CELL_ADHESION                                       | -1.9779865 | 0 | 0.002865658 |
| GOBP_POSITIVE_REGULATION_OF_LEUKOCYTE_CELL_CELL_ADHESION                | -1.9756947 | 0 | 0.002877024 |
| GOBP_RESPONSE_TO_CHEMOKINE                                              | -1.9754682 | 0 | 0.002829668 |
| GOBP_REGULATION_OF_LEUKOCYTE_MEDIATED_CYTOTOXICITY                      | -1.9740149 | 0 | 0.002822431 |
| GOBP_DENDRITIC_CELL_CHEMOTAXIS                                          | -1.9727162 | 0 | 0.002833577 |
| GOBP_T_CELL_SELECTION                                                   | -1.9726323 | 0 | 0.002771977 |
| GOBP_IMMUNE_RESPONSE_REGULATING_CELL_SURFACE_RECEPTOR_SIGNALING_PATHWAY | -1.9678214 | 0 | 0.002908047 |
| GOBP_LEUKOCYTE_MEDIATED_CYTOTOXICITY                                    | -1.9643604 | 0 | 0.003125559 |
| GOBP_POSITIVE_REGULATION_OF_NATURAL_KILLER_CELL_MEDIATED_CYTOTOXICITY   | -1.9569992 | 0 | 0.003417886 |
| GOBP_POSITIVE_REGULATION_OF_NATURAL_KILLER_CELL_MEDIATED_IMMUNITY       | -1.951175  | 0 | 0.003699728 |
| GOBP_T_CELL_DIFFERENTIATION                                             | -1.9493088 | 0 | 0.003740826 |
| GOBP_LYMPHOCYTE_CHEMOTAXIS                                              | -1.9372544 | 0 | 0.004534826 |
| GOBP_REGULATION_OF_NATURAL_KILLER_CELL_MEDIATED_IMMUNITY                | -1.9306684 | 0 | 0.004983764 |
| GOBP_FACE_DEVELOPMENT                                                   | -1.928116  | 0 | 0.005247035 |
| GOBP_THYMIC_T_CELL_SELECTION                                            | -1.9268554 | 0 | 0.005288136 |
| GOBP_REGULATION_OF_ALPHA_BETA_T_CELL_DIFFERENTIATION                    | -1.9219942 | 0 | 0.005565974 |
| GOBP_SENSORY_PERCEPTION_OF_SMELL                                        | -1.9069043 | 0 | 0.006974414 |

|                                                               |            |             |             |
|---------------------------------------------------------------|------------|-------------|-------------|
| GOBP_B_CELL_PROLIFERATION                                     | -1.902837  | 0           | 0.007199158 |
| GOBP_LEUKOCYTE_MEDIATED_IMMUNITY                              | -1.9000458 | 0           | 0.00747416  |
| GOBP_T_CELL_ACTIVATION_INVOLVED_IN_IMMUNE_RESPONSE            | -1.8987739 | 0           | 0.007502351 |
| GOBP_T_CELL_DIFFERENTIATION_IN_THYMUS                         | -1.8987626 | 0           | 0.007379361 |
| GOBP_T_CELL_HOMEOSTASIS                                       | -1.8981528 | 0           | 0.007367177 |
| GOBP_POSITIVE_REGULATION_OF_ALPHA_BETA_T_CELL_DIFFERENTIATION | -1.8960476 | 0.001324503 | 0.00742272  |
| GOBP_LEUKOCYTE_HOMEOSTASIS                                    | -1.8922163 | 0           | 0.007697986 |
| GOBP_REGULATION_OF_LYMPHOCYTE_MEDIATED_IMMUNITY               | -1.8735857 | 0           | 0.010187659 |
| GOBP_T_CELL_MEDIATED_CYTOTOXICITY                             | -1.8730083 | 0           | 0.010134542 |
| GOBP_FACE_MORPHOGENESIS                                       | -1.8719716 | 0           | 0.01010685  |
| GOBP_DENDRITIC_CELL_MIGRATION                                 | -1.8718673 | 0           | 0.00995822  |
| GOBP_T_CELL_MEDIATED_IMMUNITY                                 | -1.8712368 | 0           | 0.009959191 |
| GOBP_REGULATION_OF_ADAPTIVE_IMMUNE_RESPONSE                   | -1.8712295 | 0           | 0.009816918 |
| GOBP_POSITIVE_REGULATION_OF_LYMPHOCYTE_ACTIVATION             | -1.8702766 | 0           | 0.00981968  |
| GOBP_SEQUESTERING_OF_CALCIIUM_ION                             | -1.8683249 | 0           | 0.009983544 |
| GOBP_NATURAL_KILLER_CELL_ACTIVATION                           | -1.8647677 | 0           | 0.010440228 |
| GOBP_REGULATION_OF_T_CELL_DIFFERENTIATION                     | -1.8629161 | 0           | 0.010591991 |
| GOBP_NEGATIVE_REGULATION_OF_ADAPTIVE_IMMUNE_RESPONSE          | -1.8620546 | 0.001364257 | 0.01057329  |
| GOBP_IMMUNE_EFFECTOR_PROCESS                                  | -1.8598922 | 0           | 0.010895645 |
| GOBP_POSITIVE_REGULATION_OF_CELL_ACTIVATION                   | -1.8596249 | 0           | 0.010786925 |
| GOBP_REGULATION_OF_T_HELPER_17_TYPE_IMMUNE_RESPONSE           | -1.8596165 | 0.001468429 | 0.01064863  |

|                                                                         |            |             |             |
|-------------------------------------------------------------------------|------------|-------------|-------------|
| GOBP_T_HELPER_17_CELL_DIFFERENTIATION                                   | -1.859411  | 0           | 0.010535123 |
| GOBP_REGULATION_OF_MYOBLAST_FUSION                                      | -1.8572234 | 0.001515152 | 0.010756936 |
| GOBP_MONONUCLEAR_CELL_DIFFERENTIATION                                   | -1.8543103 | 0           | 0.010964353 |
| GOBP_REGULATION_OF_LYMPHOCYTE_DIFFERENTIATION                           | -1.8539513 | 0           | 0.010891379 |
| GOBP_IMMUNE_RESPONSE_REGULATING_SIGNALING_PATHWAY                       | -1.8527658 | 0           | 0.010941547 |
| GOBP_MONOCYTE_CHEMOTAXIS                                                | -1.849014  | 0.001369863 | 0.011466977 |
| GOBP_REGULATION_OF_IMMUNE_EFFECTOR_PROCESS                              | -1.8444971 | 0           | 0.012166316 |
| GOBP_CALCIIUM_ION_TRANSMEMBRANE_IMPORT_INTO_CYTOSOL                     | -1.8377669 | 0           | 0.013313242 |
| GOBP_NEGATIVE_REGULATION_OF_LYMPHOCYTE_ACTIVATION                       | -1.8334856 | 0           | 0.013937581 |
| GOBP_REGULATION_OF_LEUKOCYTE_MEDIATED_IMMUNITY                          | -1.8320441 | 0           | 0.014053571 |
| GOBP_INTERLEUKIN_2_PRODUCTION                                           | -1.8318253 | 0           | 0.013932845 |
| GOBP_POSITIVE_REGULATION_OF_CELL_CELL_ADHESION                          | -1.8305422 | 0           | 0.014010309 |
| GOBP_TOLERANCE_INDUCITION                                               | -1.8277252 | 0           | 0.014470044 |
| GOBP_POSITIVE_REGULATION_OF_ANTIGEN_RECEPTOR_MEDIATED_SIGNALING_PATHWAY | -1.8267945 | 0           | 0.014548761 |
| GOBP_NEGATIVE_REGULATION_OF_TISSUE_REMODELING                           | -1.8242415 | 0.001545595 | 0.014867924 |
| GOBP_ESTABLISHMENT_OF_LYMPHOCYTE_POLARITY                               | -1.8221219 | 0.001512859 | 0.015241351 |
| GOBP_INTERLEUKIN_12_PRODUCTION                                          | -1.820969  | 0           | 0.015343821 |
| GOBP_REGULATION_OF_T_CELL_MEDIATED_CYTOTOXICITY                         | -1.8194685 | 0           | 0.015505789 |
| GOBP_REGULATION_OF_ANTIGEN_RECEPTOR_MEDIATED_SIGNALING_PATHWAY          | -1.8175797 | 0.002663116 | 0.015715962 |
| GOBP_B_CELL_ACTIVATION                                                  | -1.8121177 | 0           | 0.016824411 |

|                                                                            |            |             |             |
|----------------------------------------------------------------------------|------------|-------------|-------------|
| GOBP_T_CELL_DIFFERENTIATION_INVOLVED_IN_IMMUNE_RESPONSE                    | -1.8068947 | 0           | 0.01801926  |
| GOBP_HEAD_MORPHOGENESIS                                                    | -1.8042399 | 0           | 0.018464297 |
| GOBP_REGULATION_OF_B_CELL_PROLIFERATION                                    | -1.8035024 | 0           | 0.018454585 |
| GOBP_REGULATION_OF_INFLAMMATORY_RESPONSE                                   | -1.8022201 | 0           | 0.018634304 |
| GOBP_GAMMA_DELTA_T_CELL_ACTIVATION                                         | -1.7954881 | 0.00148368  | 0.020315789 |
| GOBP_NEUTROPHIL_CHEMOTAXIS                                                 | -1.7949858 | 0           | 0.020200651 |
| GOBP_T_HELPER_1_TYPE_IMMUNE_RESPONSE                                       | -1.7909344 | 0.004010695 | 0.021200635 |
| GOBP_NEGATIVE_REGULATION_OF_CD4_POSITIVE_ALPHA_BETA_T_CELL_DIFFERENTIATION | -1.7877814 | 0.004267425 | 0.02192233  |
| GOBP_COLLAGEN_METABOLIC_PROCESS                                            | -1.7845693 | 0           | 0.02277858  |
| GOBP_REGULATION_OF_T_CELL_RECEPTOR_SIGNALING_PATHWAY                       | -1.7779814 | 0.001362398 | 0.024576647 |
| GOBP_LYMPHOCYTE_ACTIVATION_INVOLVED_IN_IMMUNE_RESPONSE                     | -1.777249  | 0           | 0.024581134 |
| GOBP_NEGATIVE_REGULATION_OF_INTERLEUKIN_6_PRODUCTION                       | -1.7748438 | 0           | 0.025175488 |
| GOBP_REGULATION_OF_T_HELPER_1_TYPE_IMMUNE_RESPONSE                         | -1.7747788 | 0.002853067 | 0.024971293 |
| GOBP_POSITIVE_REGULATION_OF_INTERLEUKIN_12_PRODUCTION                      | -1.7731676 | 0.001381216 | 0.025254006 |
| GOBP_NEUTROPHIL_MIGRATION                                                  | -1.7723147 | 0           | 0.025310358 |
| GOBP_CYTOLYSIS                                                             | -1.7710947 | 0.004451039 | 0.025490167 |
| GOBP_CELL_CELL_RECOGNITION                                                 | -1.7709988 | 0           | 0.025283016 |
| GOBP_POSITIVE_REGULATION_OF_IMMUNE_EFFECTOR_PROCESS                        | -1.7708824 | 0           | 0.025108417 |
| GOBP_POSITIVE_REGULATION_OF_B_CELL_PROLIFERATION                           | -1.7639664 | 0.002766252 | 0.02728256  |

|                                                                             |            |             |             |
|-----------------------------------------------------------------------------|------------|-------------|-------------|
| GOBP_REGULATION_OF_T_CELL_MEDIATED_IMMUNITY                                 | -1.7636145 | 0           | 0.027122106 |
| GOBP_HUMORAL_IMMUNE_RESPONSE                                                | -1.7631791 | 0           | 0.027048534 |
| GOBP_PHOSPHATIDIC_ACID_METABOLIC_PROCESS                                    | -1.7603822 | 0.004166667 | 0.027698215 |
| GOBP_DEFENSE_RESPONSE_TOGRAM_POSITIVE_BACTERIUM                             | -1.76001   | 0           | 0.027572673 |
| GOBP_GRANULOCYTE_MIGRATION                                                  | -1.7586604 | 0           | 0.027778316 |
| GOBP_LEUKOCYTE_CHEMOTAXIS                                                   | -1.7578917 | 0           | 0.027858421 |
| GOBP_GRANULOCYTE_CHEMOTAXIS                                                 | -1.757636  | 0           | 0.027761431 |
| GOBP_ACTIVATION_OF_IMMUNE_RESPONSE                                          | -1.7546864 | 0           | 0.028560132 |
| GOBP_NEGATIVE_REGULATION_OF_LEUKOCYTE_CELL_CELL_ADHESION                    | -1.7499943 | 0           | 0.030073777 |
| GOBP_LYMPHOCYTE_MIGRATION                                                   | -1.7492678 | 0.001277139 | 0.030093307 |
| GOBP_POSITIVE_REGULATION_OF_LYMPHOCYTE_MEDIATED_IMMUNITY                    | -1.7461681 | 0           | 0.031096248 |
| GOBP_REGULATION_OF_LEUKOCYTE_APOPTOTIC_PROCESS                              | -1.7458882 | 0.00127551  | 0.030984454 |
| GOBP_REGULATION_OF_T_CELL_DIFFERENTIATION_IN_THYMUS                         | -1.745748  | 0.002906977 | 0.030829571 |
| GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_OF_ENDOGENOUS_PEPTIDE_ANTIGEN      | -1.7456114 | 0.002932551 | 0.030670775 |
| GOBP_NEUROMUSCULAR_SYNAPTIC_TRANSMISSION                                    | -1.7441303 | 0.004398827 | 0.031032622 |
| GOBP_RESPONSE_TO_PROTOZOAN                                                  | -1.7433885 | 0.004411765 | 0.031037545 |
| GOBP_T_HELPER_1_CELL_DIFFERENTIATION                                        | -1.7407005 | 0           | 0.031689275 |
| GOBP_MAST_CELL_MEDIATED_IMMUNITY                                            | -1.7359637 | 0.001362398 | 0.033291373 |
| GOBP_NEGATIVE_REGULATION_OF_CYTOKINE_PRODUCTION_INVOLVED_IN_IMMUNE_RESPONSE | -1.7331964 | 0.002936858 | 0.03442749  |

|                                                               |            |             |             |
|---------------------------------------------------------------|------------|-------------|-------------|
| GOBP_MYELOID_LEUKOCYTE_MIGRATION                              | -1.7308581 | 0           | 0.035169102 |
| GOBP_CD4_POSITIVE_ALPHA_BETA_T_CELL_PROLIFERATION             | -1.7302765 | 0.004291846 | 0.035168074 |
| GOBP_NEGATIVE_REGULATION_OF_T_CELL_ACTIVATION                 | -1.7280178 | 0           | 0.0360192   |
| GOBP_CELL_CHEMOTAXIS                                          | -1.7270205 | 0           | 0.036262974 |
| GOBP_B_CELL_DIFFERENTIATION                                   | -1.7255101 | 0           | 0.036550023 |
| GOBP_REGULATION_OF_FIBROBLAST_APOPTOTIC_PROCESS               | -1.7254803 | 0.001485884 | 0.03629854  |
| GOBP_REGULATION_OF_NEUROINFLAMMATORY_RESPONSE                 | -1.7201462 | 0.004178273 | 0.03849561  |
| GOBP_POSITIVE_REGULATION_OF_TYPE_II_INTERFERON_PRODUCTION     | -1.7187202 | 0.00131406  | 0.038865436 |
| GOBP_REGULATION_OF_T_HELPER_CELL_DIFFERENTIATION              | -1.7182381 | 0           | 0.038827304 |
| GOBP_TYPE_II_INTERFERON_PRODUCTION                            | -1.718166  | 0           | 0.038589805 |
| GOBP_FIBROBLAST_APOPTOTIC_PROCESS                             | -1.7154346 | 0.004195804 | 0.039785143 |
| GOBP_POSITIVE_REGULATION_OF_CELL_ADHESION                     | -1.715288  | 0           | 0.03958418  |
| GOBP_RESPONSE_TO_NITRIC_OXIDE                                 | -1.7139584 | 0.005943536 | 0.03983999  |
| GOBP_LEUKOCYTE_DIFFERENTIATION                                | -1.7134672 | 0           | 0.03983041  |
| GOBP_PEPTIDE_CROSS_LINKING                                    | -1.7132463 | 0.005899705 | 0.039732777 |
| GOBP_POSITIVE_REGULATION_OF_T_CELL_RECEPTOR_SIGNALING_PATHWAY | -1.7130177 | 0           | 0.039569966 |
| GOBP_NEGATIVE_REGULATION_OF_ALPHA_BETA_T_CELL_DIFFERENTIATION | -1.7125834 | 0.00729927  | 0.03949127  |
| GOBP_NEGATIVE_REGULATION_OF_LEUKOCYTE_PROLIFERATION           | -1.7118415 | 0.002583979 | 0.039521724 |
| GOBP_NEGATIVE_REGULATION_OF_T_CELL_MEDIATED_IMMUNITY          | -1.7117853 | 0.007163324 | 0.03928293  |
| GOBP_INTERLEUKIN_17_PRODUCTION                                | -1.7095958 | 0.007042253 | 0.040088814 |
| GOBP_POSITIVE_REGULATION_OF_LYMPHOCYTE_CHEMOTAXIS             | -1.7068042 | 0.007451565 | 0.04114579  |

|                                                                                  |            |             |             |
|----------------------------------------------------------------------------------|------------|-------------|-------------|
| GOBP_CELL_ACTIVATION_INVOLVED_IN_IMMUNE_RESPONSE                                 | -1.7062833 | 0           | 0.041176144 |
| GOBP_INTEGRIN_ACTIVATION                                                         | -1.7036756 | 0.004310345 | 0.04220802  |
| GOBP_NEGATIVE_REGULATION_OF_CD4_POSITIVE_ALPHA_BETA_T_CELL_ACTIVATION            | -1.7005819 | 0.005788712 | 0.043445095 |
| GOBP_LEUKOCYTE_APOPTOTIC_PROCESS                                                 | -1.6985251 | 0           | 0.044362742 |
| GOBP_REGULATION_OF_CD8_POSITIVE_ALPHA_BETA_T_CELL_ACTIVATION                     | -1.6940473 | 0.002919708 | 0.046344567 |
| GOBP_HETEROPHILIC_CELL_CELL_ADHESION_VIA_PLASMA_MEMBRANE_CELL_ADHESION_MOLECULES | -1.6919544 | 0.009708738 | 0.047253016 |
| GOBP_NEGATIVE_REGULATION_OF_LEUKOCYTE_CHEMOTAXIS                                 | -1.6919441 | 0.006079027 | 0.04697     |
| GOBP_REGULATION_OF_LEUKOCYTE_DEGRANULATION                                       | -1.6917671 | 0.00270636  | 0.046786524 |
| GOBP_POSITIVE_REGULATION_OF_LEUKOCYTE_MEDIATED_IMMUNITY                          | -1.6900338 | 0.001213592 | 0.047444984 |
| GOBP_ARACHIDONIC_ACID_SECRETION                                                  | -1.6851263 | 0.00862069  | 0.049874187 |

A

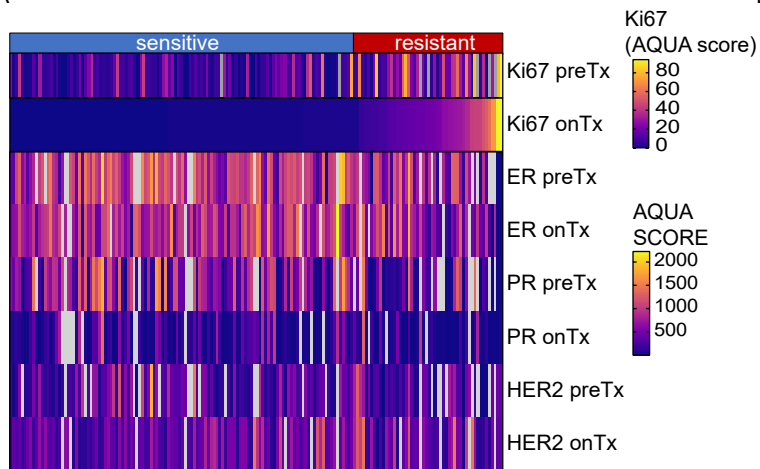

B

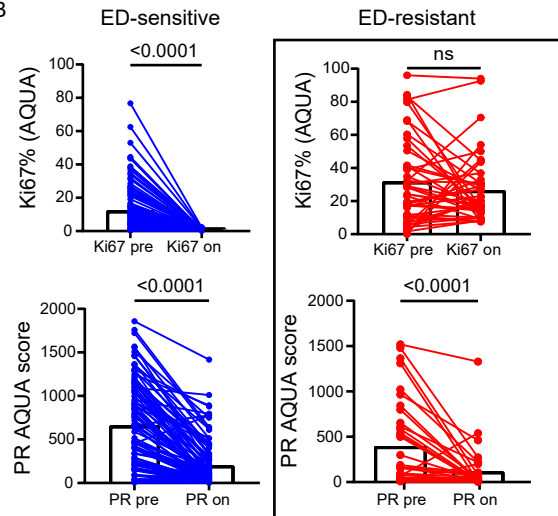

C

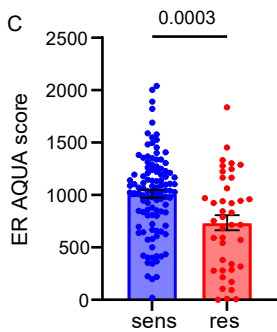

D

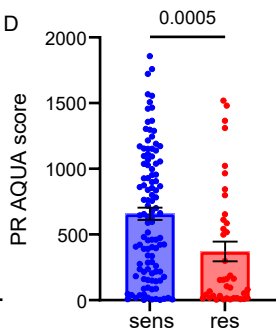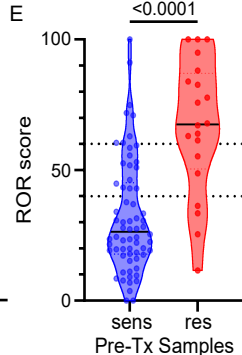

F

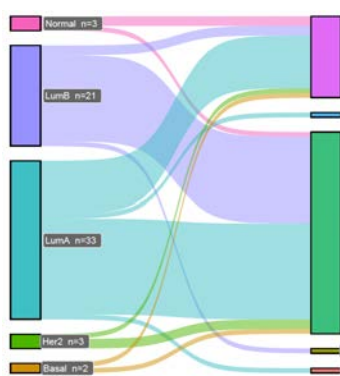

G

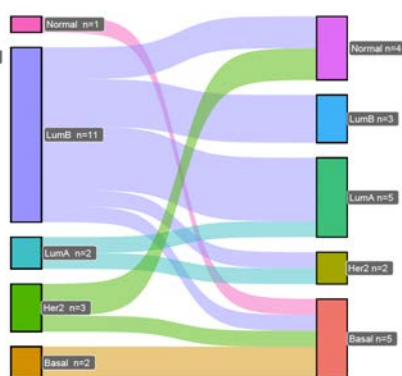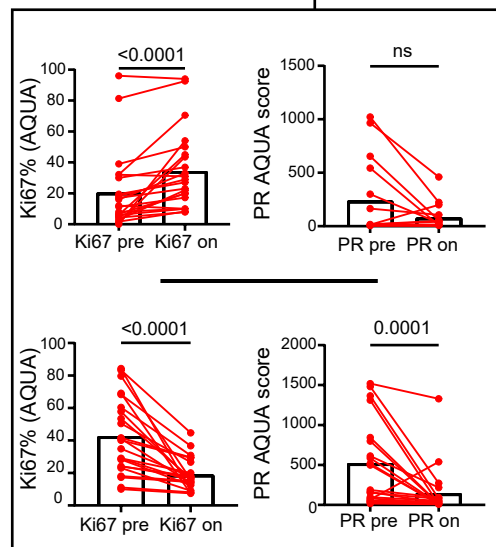

### Supplemental Figure 1.

(A) Heatmap of Ki67, ER, PR, and HER2 scores using AQUA. Samples are shown in order of Ki67 scores in the onTx tumors from low on the left to high on the right. (B) Dot plot of Ki67 scores and PR expression (blue, ED-sensitive; red, ED-resistant). In the highlighted square, Ki67 and PR from the ED-resistant group have been divided based on Ki67 modification: in the upper part, tumors whose Ki67 did not change or increased, on the bottom the tumors whose Ki67 decreased but without crossing the 7.4% cutoff. Comparisons were made using paired t-test. (C and D) Comparison of baseline levels of ER (C) and PR (D), in ED-sensitive vs. -resistant tumors. Unpaired t-test was used for comparison. (E) ROR scores were extracted using RNA-Seq derived gene expression data as described in Methods. Unpaired t-test was used for comparison. (F and G) Sankey plots of ED-sensitive (F) and ED-resistant (G) tumors, showing the modification of the PAM50 distribution from preTx, on the left, to onTx, on the right.

A

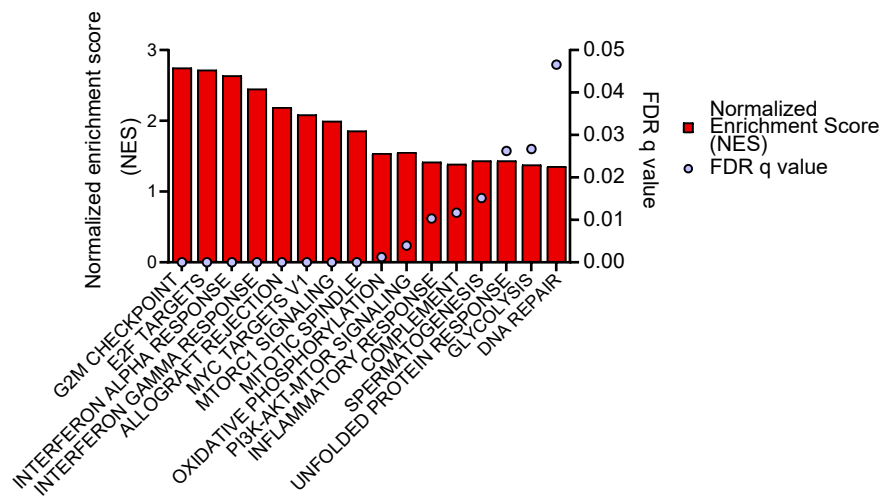

B

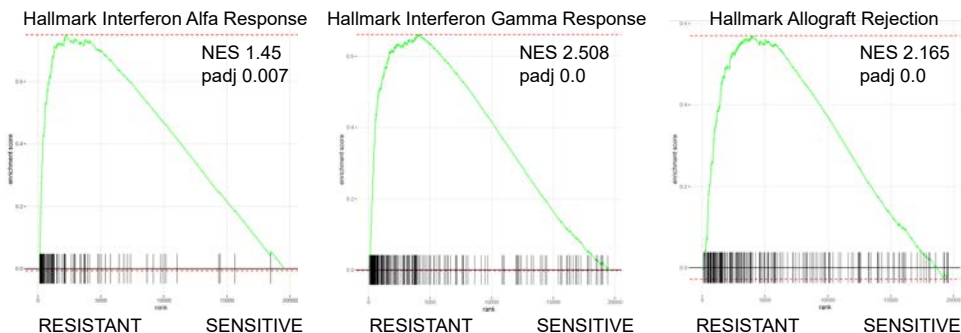

C

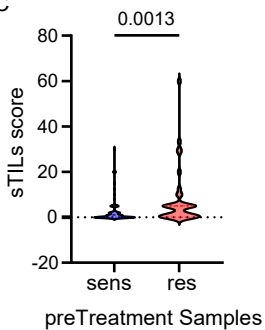

D

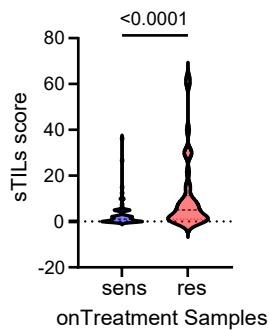

## **Supplemental Figure 2.**

(A) Gene set enrichment analysis (GSEA). Bar plot shows the enrichment scores and q-values of the gene signatures upregulated in ED-resistant vs. ED-sensitive tumors at the time of surgery. (B) Selected GSEA plots from (A). (C and D) Violin plots of sTIL scores evaluated on H&E slides in preTx (C) and onTx (D) tumors as described in Methods. Comparisons were made using unpaired t-test.

A

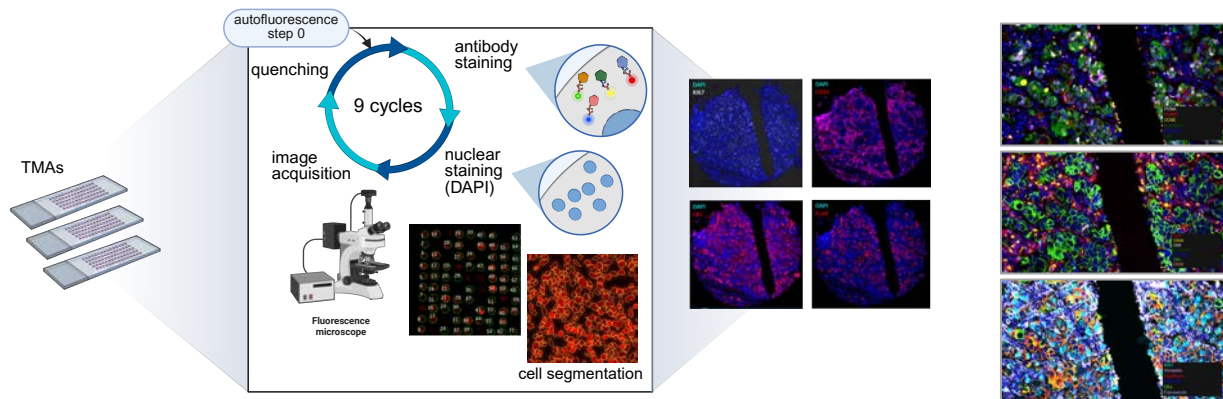

B

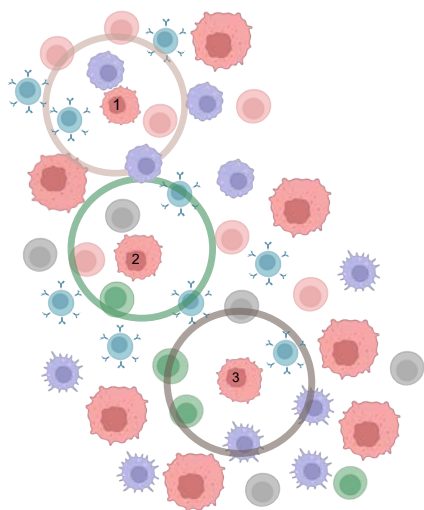

Cancer Cell  
 CD8+T cell  
 Macrophages  
 PD1+ T cell  
 Treg  
 B cells

C

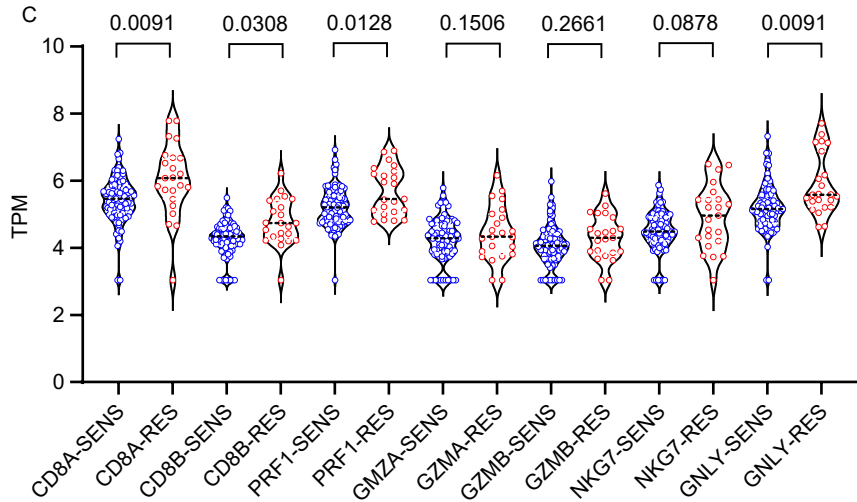

### **Supplemental Figure 3.**

(A) Schema of the cyclic immunofluorescence (CyclIF) method. TMAs were prepared from 174 FFPE blocks of onTx samples (n=118 patients). A total of 38 immunofluorescent antibodies were used (see Methods). After acquiring the images and performing cell segmentation on each tissue, the cells positive for E-cadherin or Pan-cytokeratin were labeled as cancer cells. On the right, examples of images acquired using CyclIF. (B) Schema of the approach used to characterize the expression of CyclIF markers in the "pressure area" (see Methods). (C) Expression of genes associated with CD8+ T cells cytolytic activity, in ED-resistant vs. ED-sensitive tumors evaluated in the on-treatment samples. Unpaired t-test was used for comparison.

## New Cohort

### RESISTANT SAMPLES

4 pre-treatment  
6 on-treatment  
[4 samples are  
matched]

### SENSITIVE SAMPLES

4 pre-treatment  
6 on-treatment  
[4 samples are  
matched]

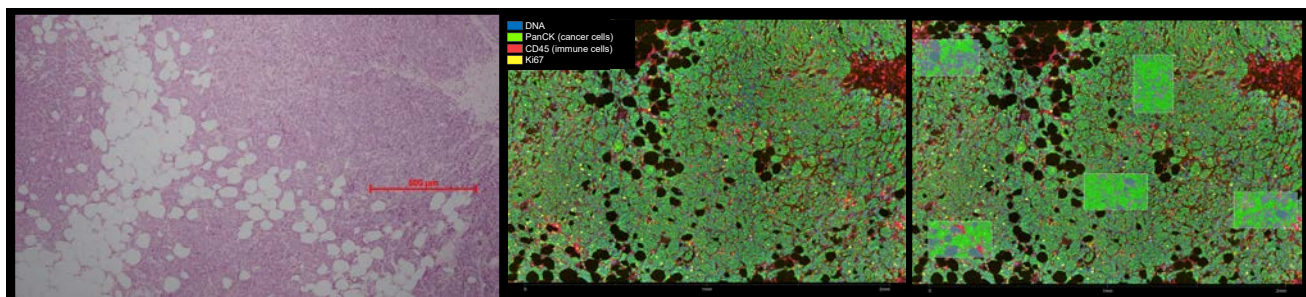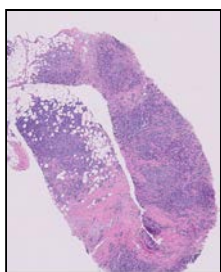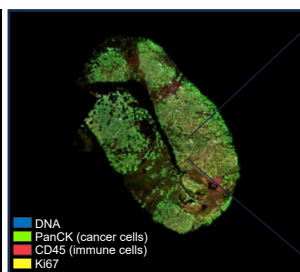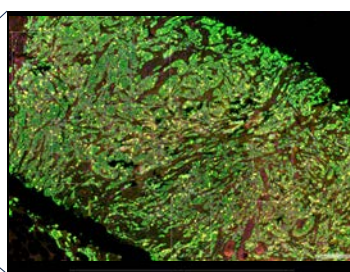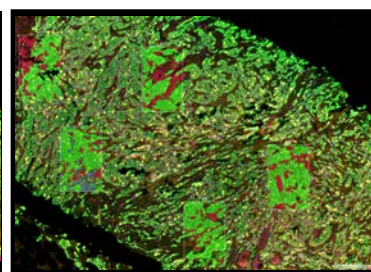

#### **Supplemental Figure 4.**

Example of tumor sections profiled with GeoMx®. The legend for each marker's color is on the side. Top panel: On treatment tumor (surgically resected). Bottom panel: Tumor before treatment. Top panel from left to right: H&E image; IF image after staining with DNA, PanCK, CD45, and Ki67 markers; selection of the regions of interest (ROIs). Bottom panel from left to right: H&E image; IF image after staining DNA, PanCK, CD45, and Ki67 markers; a detail of the tumor section; last panel on the right shows how the software identified ROIs with cancer (panCK+/CD45-negative) and immune cells (panCK-negative/CD45+) used for transcriptomic sequencing.

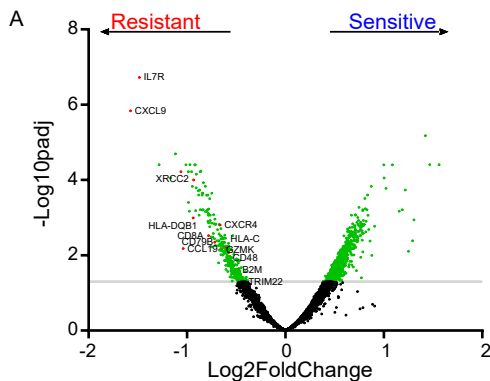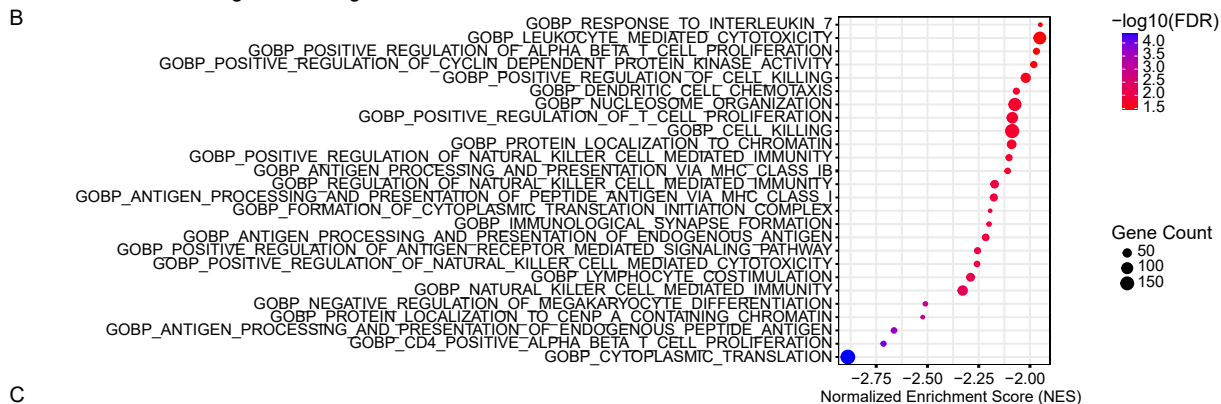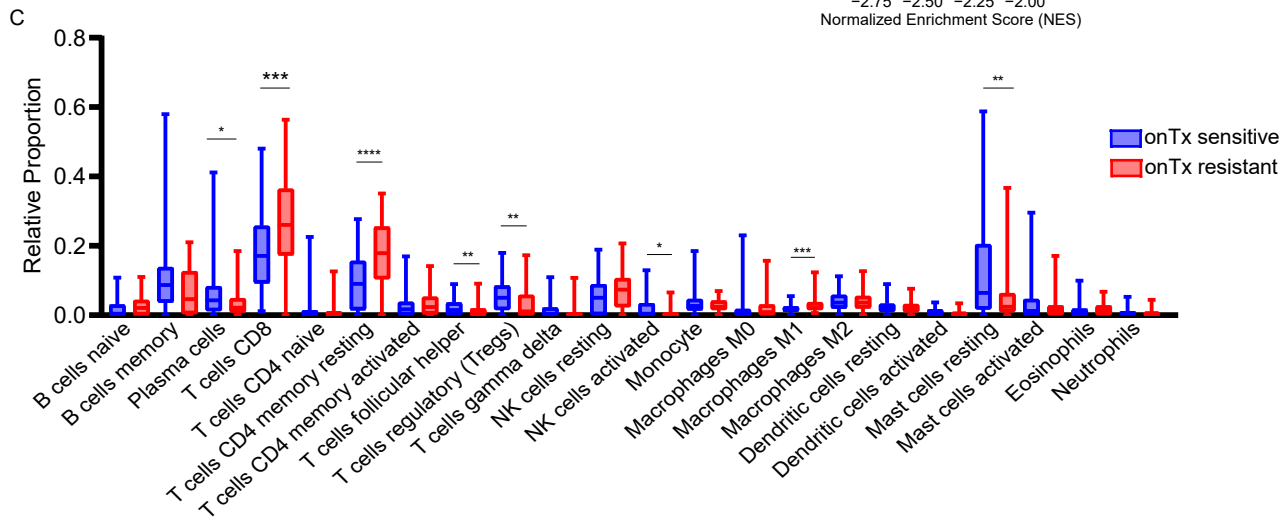

### **Supplemental Figure 5.**

(A) Volcano plot showing differentially expressed genes in the CD45+ (immune) cell compartment. Genes on the left side of the plot are enriched in ED-resistant tumors. (B) Gene Ontology Biology Process analysis performed using the genes in (A). (C) Comparison of immune cell distribution in ED-sensitive vs. ED-resistant tumors, estimated using CIBERSORT in onTx samples. Wilcoxon rank-sum test was applied to compare cell type distributions;  $p < 0.05$  was considered statistically significant (\*,  $p < 0.05$ , \*\*,  $p < 0.01$ , \*\*\*,  $p < 0.001$ , \*\*\*\*,  $p < 0.0001$ ).

A

preTx vs. onTx ED-resistant CD45+

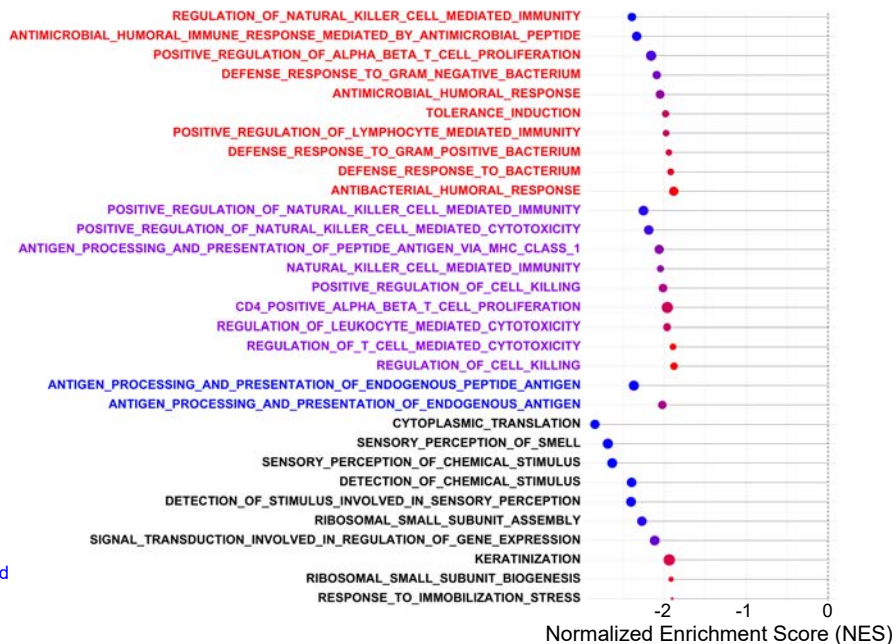

B

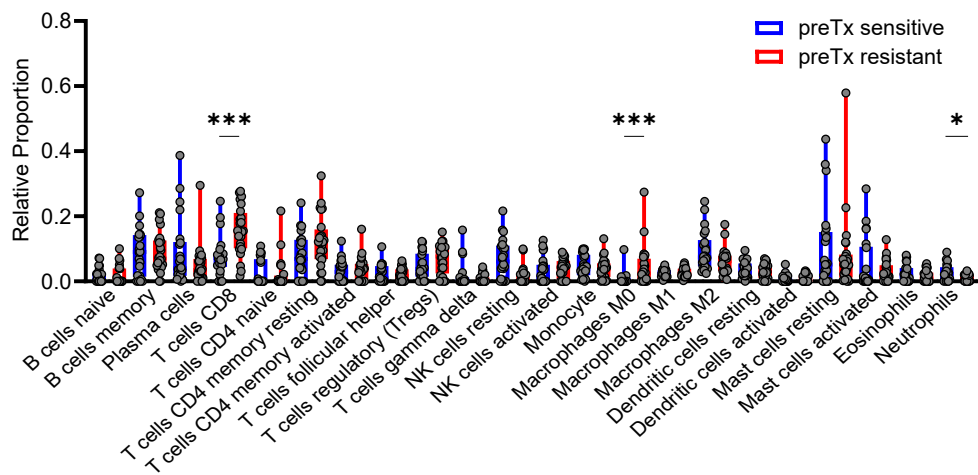

### **Supplemental Figure 6.**

(A) List of the top enriched pathways enriched in CD45+ cells, in onTx vs. preTx ED-resistant tumors. (B) Comparison of immune cell distribution in preTx ED-sensitive vs preTx ED-resistant tumors, estimated using CIBERSORT. Wilcoxon rank-sum test was applied to compare cell type distributions;  $p < 0.05$  was considered statistically significant (\*,  $p < 0.05$ , \*\*,  $p < 0.01$ , \*\*\*,  $p < 0.001$ , \*\*\*\*,  $p < 0.0001$ ).

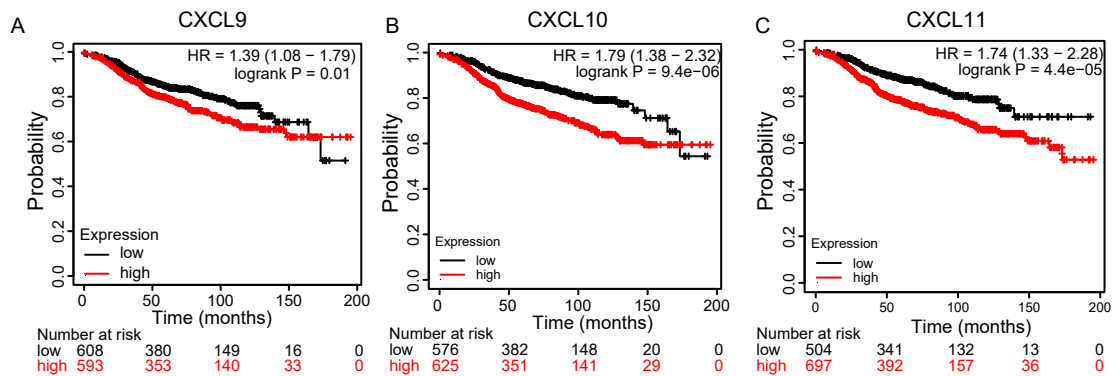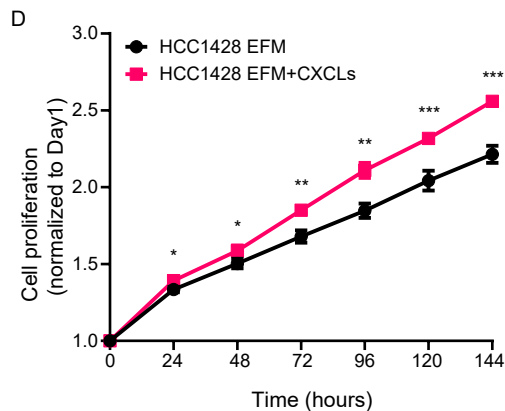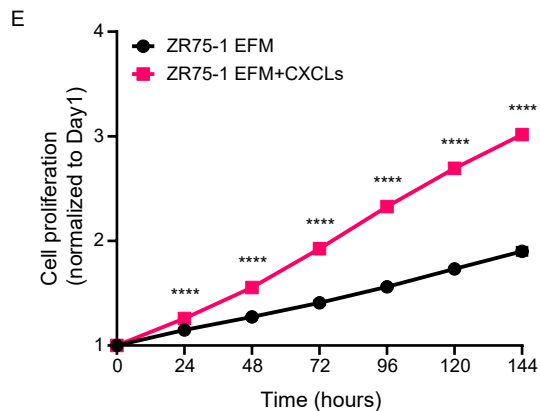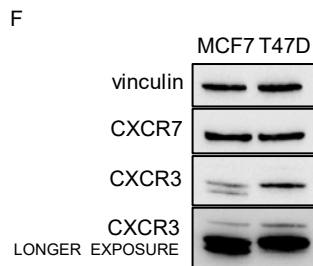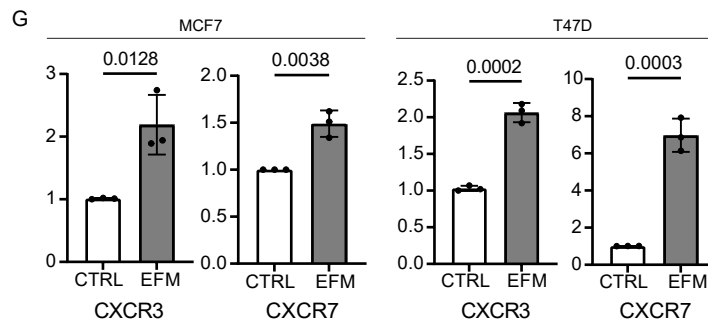

### Supplemental Figure 7.

(A-C) Kaplan-Meier curves comparing the RFS probability of patients with HR+/HER2-negative breast cancer treated with endocrine therapy (kmplot.com) with high vs. low expression of CXCL9 (A), CXCL10 (B), and CXCL11 (C). (D and E) HCC1428 (D) and ZR75-1 (E) were seeded in estrogen free media. CXCL9, CXCL10 and CXCL11 (10 nM each) were added the following day. Cell proliferation was assessed daily on days 1-7 with Incucyte. Unpaired t-test was used to compare cell proliferation between the cytokine arms and untreated controls. Mean  $\pm$  SD of no. cells are shown (SDs not always visible when smaller than the size of the symbol). Statistical analysis was done by unpaired t-test (\*,  $p < 0.05$ , \*\*,  $p < 0.01$ , \*\*\*,  $p < 0.001$ , \*\*\*\*,  $p < 0.0001$ ). (F) Immunoblot analysis of MCF7 and T47D lysates. The cells were seeded in full medium; the lysates were collected and probed with the indicated antibodies. (G) RT-PCR of CXCR3 and CXCR7 receptors in MCF7 and T47D. RNA was extracted from cells seeded in full medium or estrogen-free medium after 48hours. Unpaired t-test was used for comparison.  $p < 0.05$  was considered statistically significant. P-values are shown in the figure.

A

## CRISPR KO

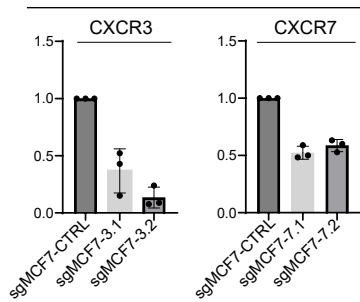

## siRNA

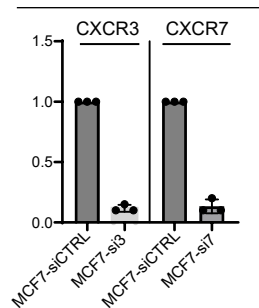

B

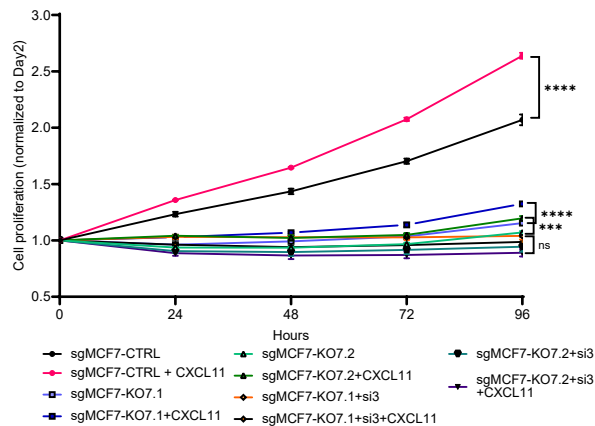

C

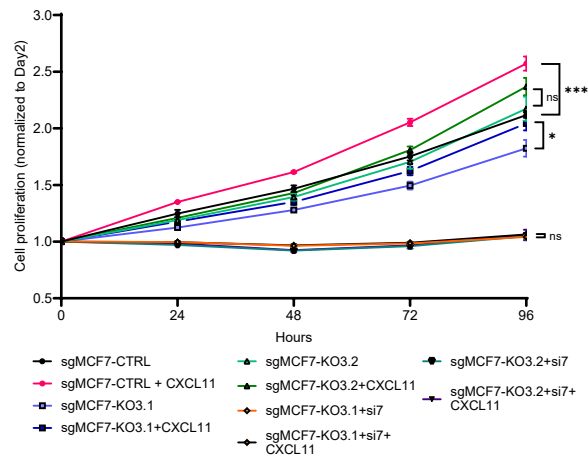

D

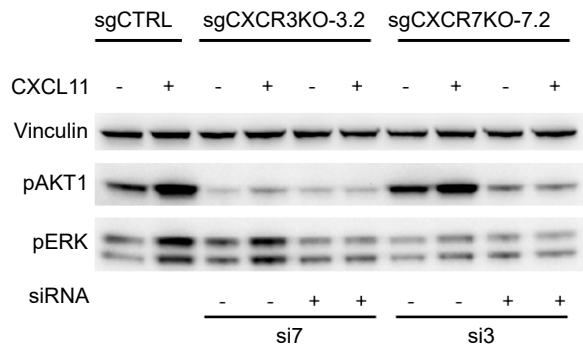

### **Supplemental Figure 8.**

(A) qRT-PCR was used to assess the efficacy of CRISPR KO (on the left) and siRNA (right). (B) Growth curve of MCF7-sgCTRL vs. -sgKO3.1 vs -sgKO3.2, with or without CXCL11 10nM, with or without si7 (siRNA against CXCR7). Proliferation data were acquired using Incucyte, with images every 24h. (C) Growth curve of MCF7-sgCTRL vs. -sgKO7.1 vs -sgKO7.2,  $\pm$  CXCL11 10nM  $\pm$  si3 (siRNA against CXCR3). Proliferation data were acquired using Incucyte, with images every 24h. (D) Immunoblot analysis of MCF7-sgCTRL  $\pm$  CXCL11, vs MCF7-sgKO3.2  $\pm$  CXCL11  $\pm$  si7, vs MCF7-sgKO7.2  $\pm$  CXCL11  $\pm$  si3. The cells were seeded overnight in serum starvation and the lysates were collected 15 minutes after adding CXCL11 10 nM, and then probed with the indicated antibodies.

A

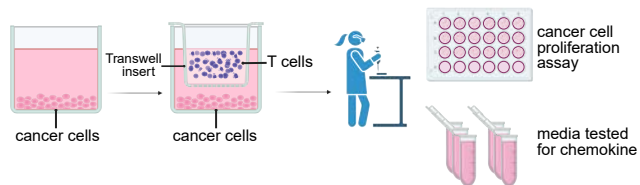

B

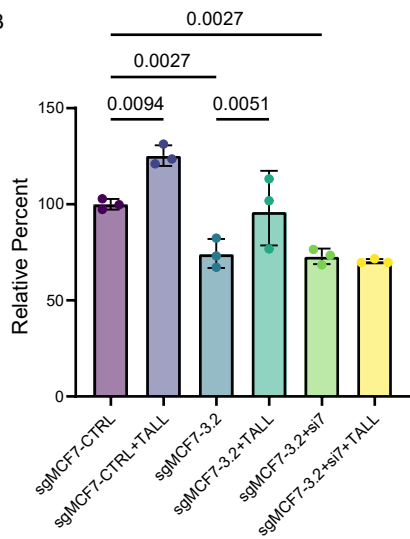

C

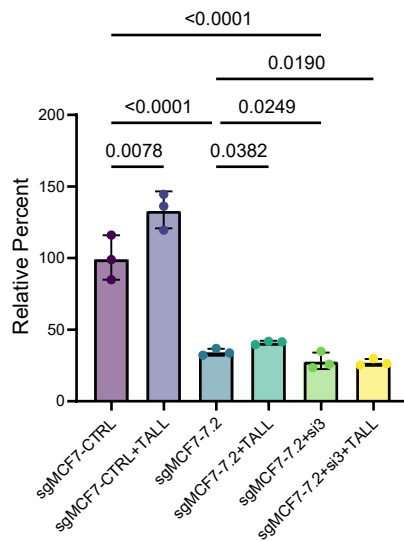

D

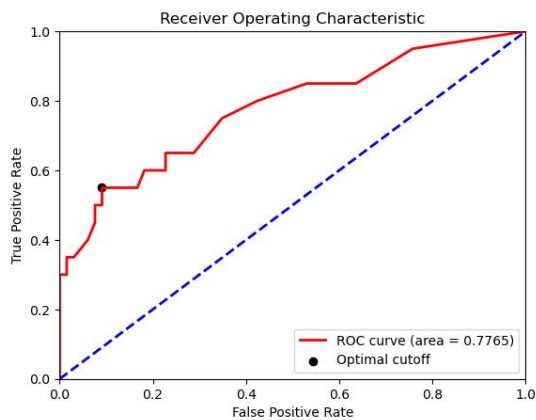

E

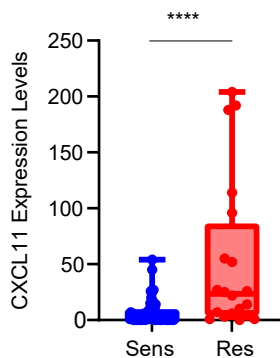

### Supplemental Figure 9.

(A) Schematic representation of co-culture experiments. On the first day,  $3 \times 10^4$  MCF7 cells were seeded in triplicate in multi-wells in estrogen-free media. After 12h, transwells containing 10,000 or 20,000 T-ALL 104 cells + IL2 were added. MCF7 cells without co-cultured T ALL-104 cells were also treated with IL2. After 6 days, the conditioned media was collected and subjected to Cytokine ELISA. (B) sgMCF7-CTRL, sgMCF7-3.2, sgMCF7-3.2  $\pm$  si7 cells were seeded in EFM  $\pm$  T-ALL 104 cells. The cancer cell number was evaluated 6 days after initial seeding. Experiments were performed at least three times in triplicate wells. Statistical differences were assessed using one-way ANOVA with FDR correction for multiple testing;  $q < 0.05$  was considered statistically significant. (C) sgMCF7-CTRL, sgMCF7-7.2, sgMCF7-7.2  $\pm$  si3 cells were seeded in EFM  $\pm$  T-ALL 104 cells. The cancer cell number was evaluated 6 days after initial seeding. Experiments were performed at least three times in triplicate wells. Statistical differences were assessed using one-way ANOVA with FDR correction for multiple testing;  $q < 0.05$  was considered statistically significant. (D) ROC curve (receiver operating characteristic curve) shows the performance of CXCL11 RNA levels in predicting sensitivity to endocrine treatment in patients ( $n=86$ ) in the clinical trial; AUC was 0.777. (E) Boxplot of CXCL11 expression levels by response. Statistical analysis was done by chi-square test ( $p=7.038 \times 10^{-7}$ ).

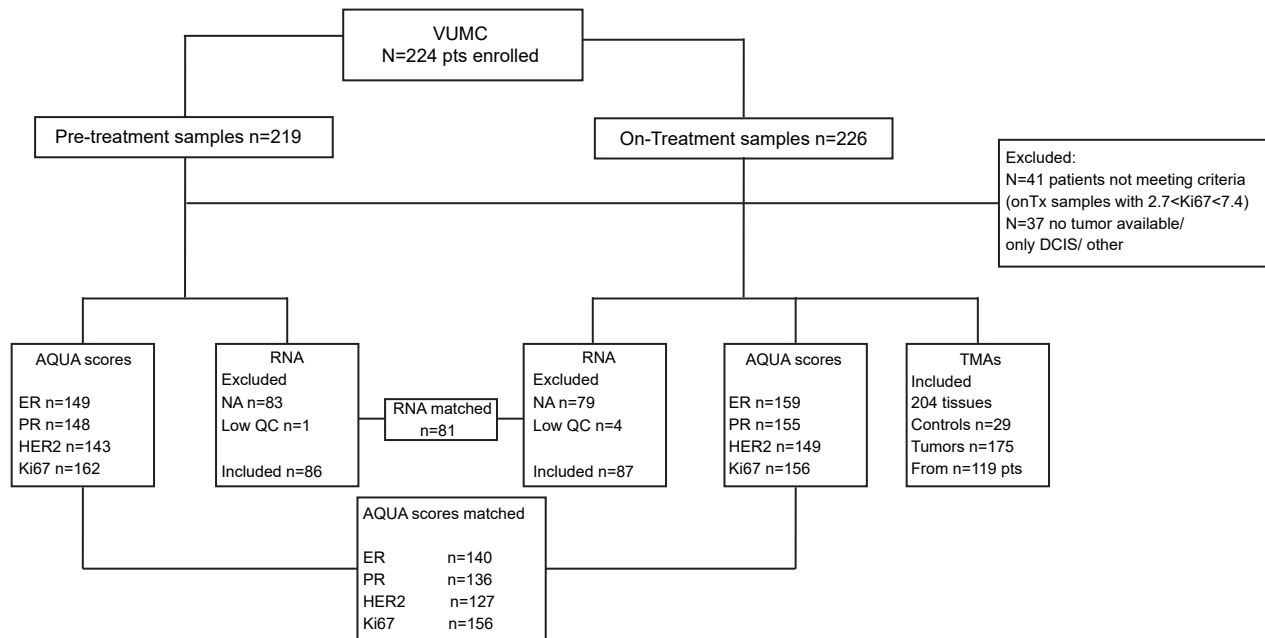

**Supplemental Figure 10.**  
Consort diagram of the patients enrolled in the VUMC cohort.

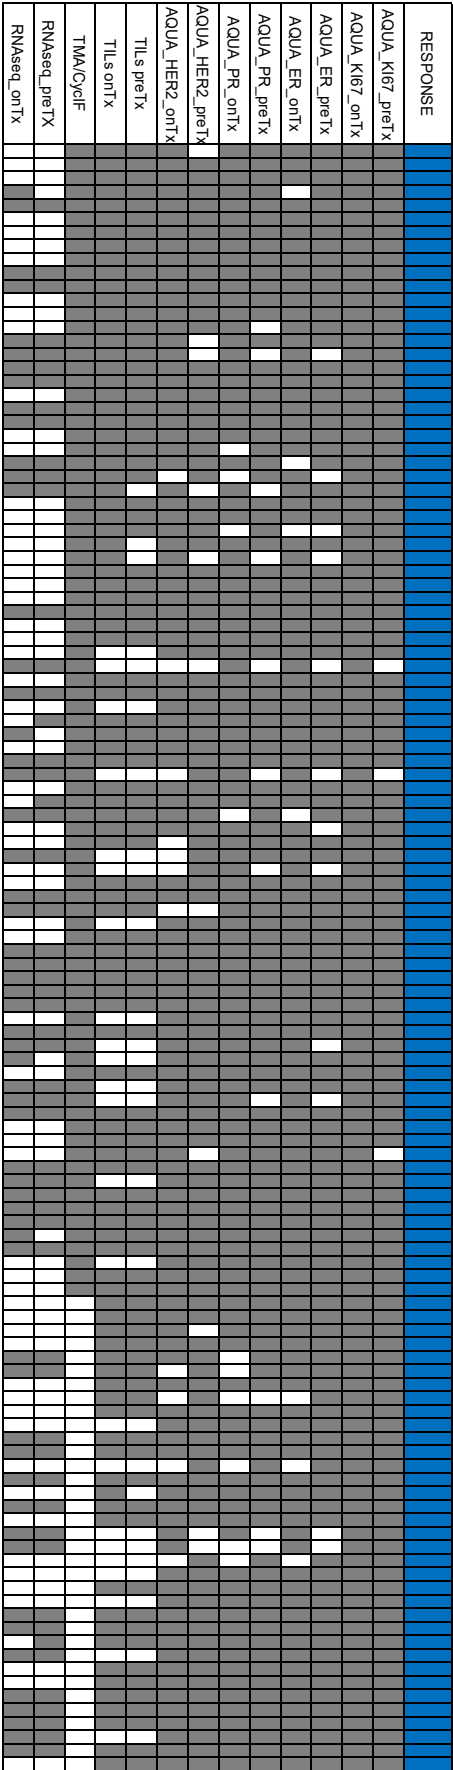

**Supplemental Figure 11.**  
Tile plot of the patients samples used for the analysis

# Supplementary material for: CD8+ T cells in the tumor microenvironment modulate the response to endocrine therapy in breast cancer
**Source:** J Clin Invest. 2025 Dec 9;136(3):e188458. doi: 10.1172/JCI188458

Full unedited blot/gel for Figure 4F

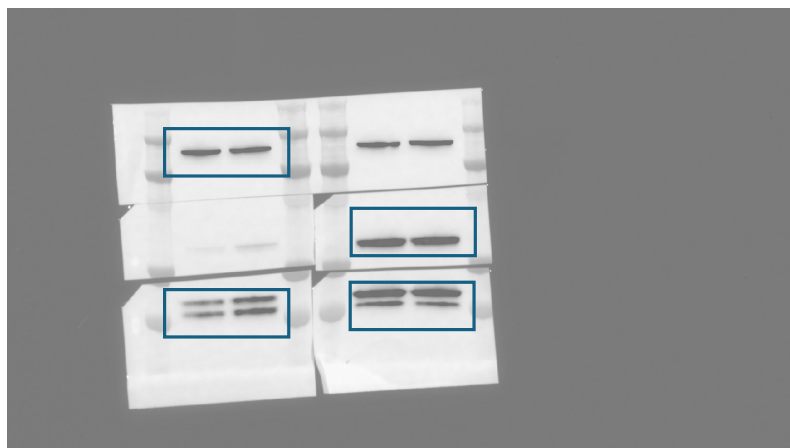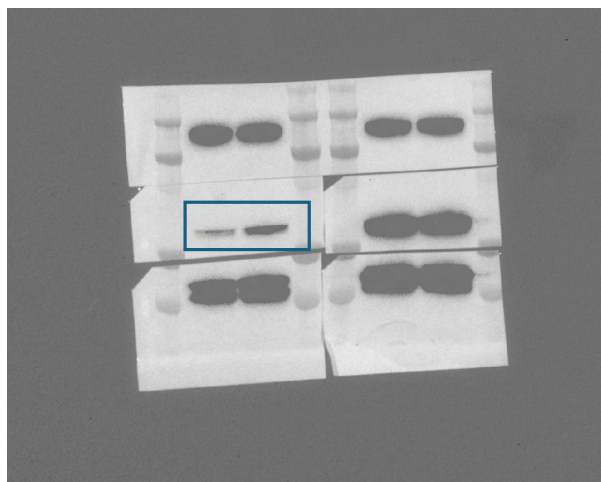

Full unedited blot/gel for Figure 4G

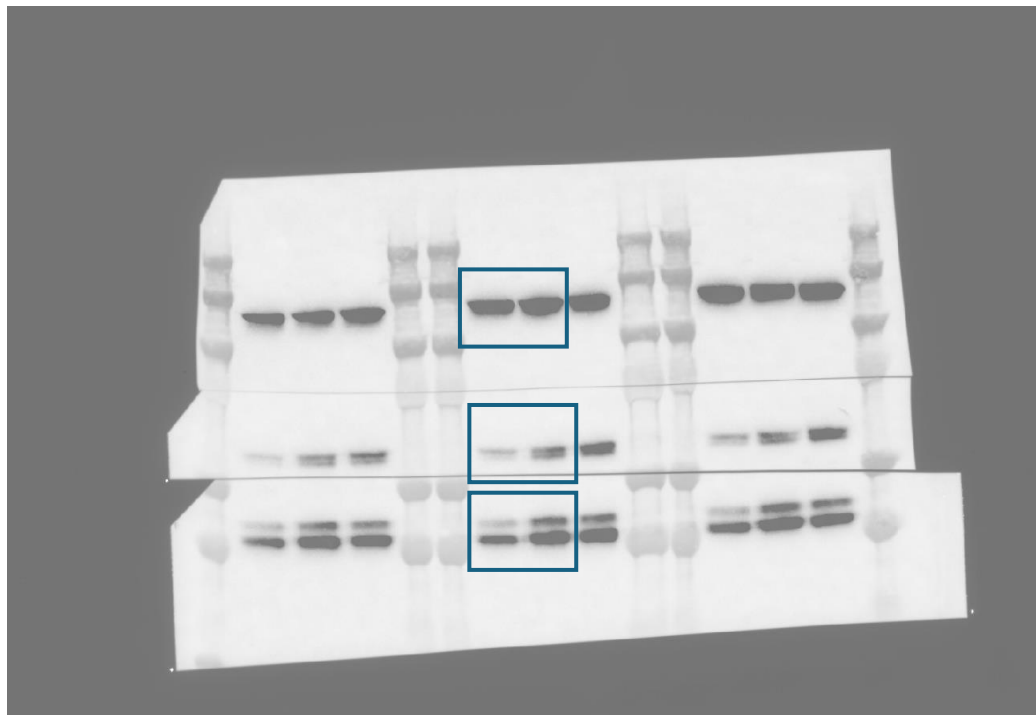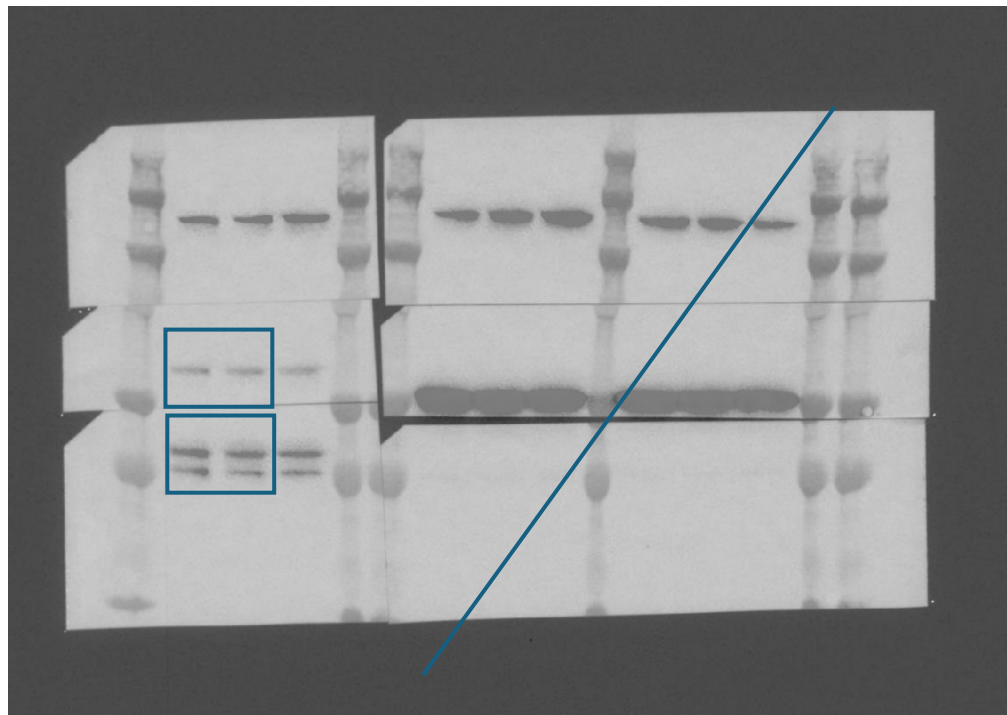

Full unedited blot/gel for Suppl. Figure 7F

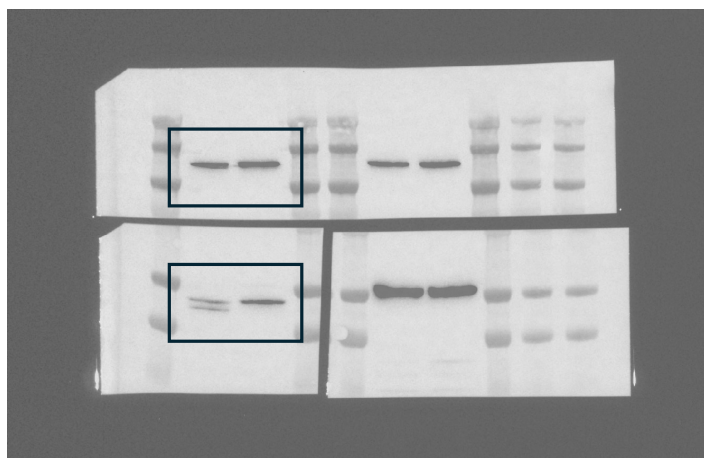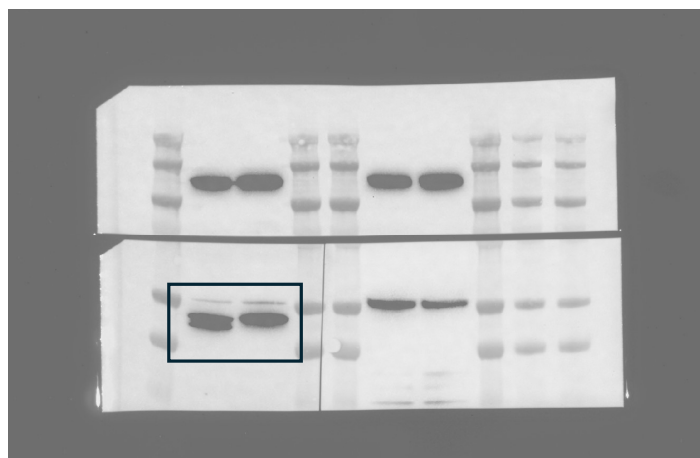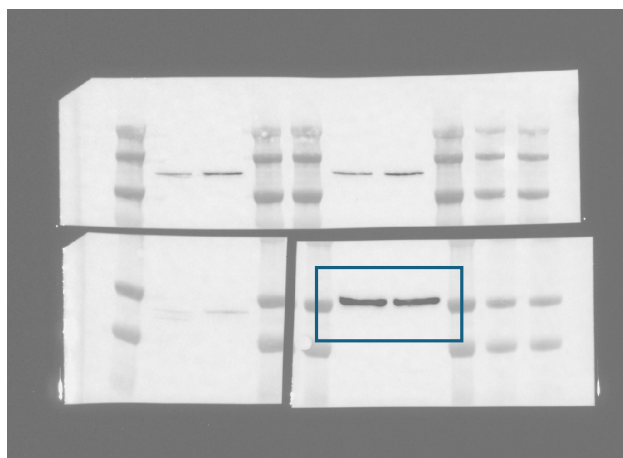

Full unedited blot/gel for Suppl. Figure 8D

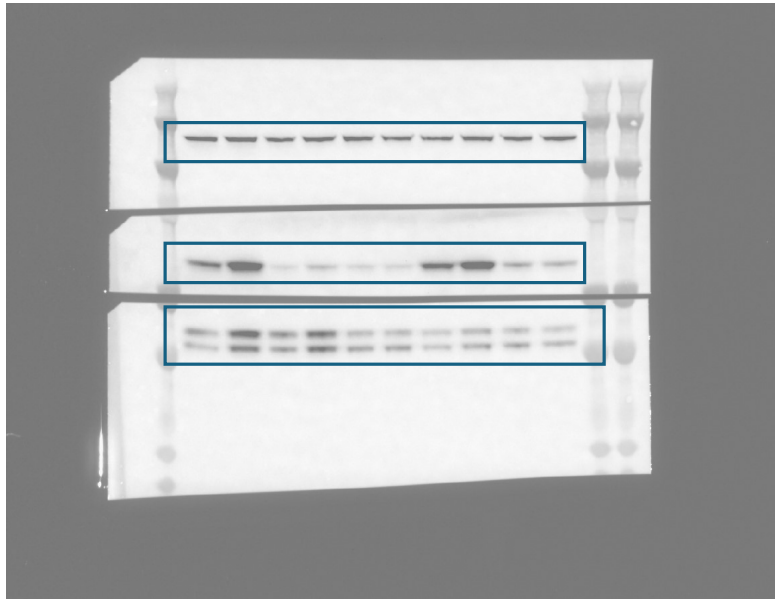

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

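Bulk RNA-Seq was measured in tumors of patients with HR+ breast cancer before treatment (preTx) and on letrozole at surgery (onTx), grouped as ED-sensitive or ED-resistant by the authors' labels. The authors enriched libraries from formalin-fixed tissue for coding regions, sequenced paired reads of 76 bases, aligned them to GRCh38 with STAR (2.7.2b), counted reads on genes with featureCounts (1.6.4) and deposited the counts per gene as integers without normalization. The paper's own comparisons used DESeq2 (1.26) and fgsea (1.14.0) on Hallmark gene sets. The deposited table holds 56104 genes in 174 samples, all of which were used (86 preTx and 88 onTx). The labels carry a number within each group but do not say which preTx and onTx samples are from one patient, and the paper pairs them for the PAM50 subtypes only in the text, so the samples were treated as unpaired. Where a patient gave a sample at both time points, the comparisons of onTx with preTx leave that pairing out.

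The depth per sample had a median of 5313846 counts over all samples, with a median of 35209.5 genes detected. TMM factors ranged from 0.0802 to 1.36, and the lowest belonged to a library with 51.3% of its counts on signal recognition particle RNA genes. Signal recognition particle RNA took from 1.02% to 51.3% of a sample's counts and genes of the ribosomal RNA locus from 0.173% to 60.4%. The share of counts on protein-coding genes did not differ by response (2-sided permutation test, p = 0.495 preTx and p = 0.731 onTx). Counts of 3 or fewer were taken as the floor. This floor covers counting error only, since the paper mentions no molecular identifiers, while the printed intervals are taken over tumors.

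The analysis was run in R (4.3.3). Comparisons between response groups at each time point, between time points in each response group and between those changes (the interaction) were fitted with edgeR (4.0.16), with filterByExpr, TMM normalization and the robust quasi-likelihood test. Each fit held the groups of its own comparison. Benjamini-Hochberg adjusted p-values under 0.05 were counted, and the onTx comparison was also counted with the cutoffs of the paper's RNA-Seq methods, a fold change over 2 and an adjusted p-value under 0.1. Log2 CPM was computed with a prior count of 2. Gene lists for S phase, G2/M, mitotic spindle, MYC targets, interferon-stimulated genes, IFN-γ response, antigen processing, T cells, cytolytic activity, B cells, plasma cells and macrophages were written by hand and tested with fgsea (1.28.0) on the quasi-likelihood statistics, and with camera and fry of limma (3.58.1). Further lists for PAM50 genes, estrogen response, immediate early genes, epithelial cells, fibroblasts, endothelial cells and adipocytes were described by the calls and the median log2 fold change of their genes. Of the listed genes, 4 appear in the deposited table under another symbol and 0 are absent. Single values were compared by 2-sided permutation tests with 100000 permutations, and 95% bootstrap intervals used 2000 resamples. Fisher's exact test was used for categories. Gene coordinates are those of GENCODE 44 on GRCh38.

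The text names every gene the paper names for these samples, the members of its figures on chemokines and cytolytic genes and, for each comparison of response groups, the 3 genes with the largest log2 fold change in each direction among those past the threshold with an average log2 CPM of at least 1. In the onTx comparison these were *CEL* and a pair of genes of the ribosomal RNA locus, ENSG00000278996 and ENSG00000280441 (higher), and *CDC20B*, *SPAG6* and *MALRD1* (lower), and in the preTx comparison *IGHJ3P*, *IGHM* and *IGHJ5* (higher) and *IGSF1*, *SPAG6* and *SLC6A10P* (lower). The alternatives were another test and scaling (DESeq2 1.42.0, limma-voom with sample quality weights, upper-quartile scaling), no filter or a strict filter of 10 counts in every sample, covariates (library size, genes detected, 2 surrogate variables of sva 3.50.0, share of coding counts), all 4 groups in one fit, protein-coding genes only, leaving out the libraries with under 50% coding counts, leaving out each sample in turn, the number in the sample label as a block, and other prior counts, scores and cutoffs. The procedure was tested on simulated counts. The ROR score, the PAM50 subtypes, the Hallmark gene sets, CIBERSORT and the spatial, imaging, cell line and survival data of the paper were not analysed here.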

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

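The test of the interaction genes without libraries of low coding share and the test of *IGHM* without a single library were chosen only after the result was seen.

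The change from preTx to onTx differed between ED-resistant and ED-sensitive tumors for 190 of 25636 genes by the interaction term of edgeR's quasi-likelihood test, with 174 higher and 16 lower in the change of ED-resistant tumors. Of 32 splits of the samples by response, 12 gave as many genes, so grouping by chance stays open. Without the 17 libraries with under 50% of their counts on protein-coding genes, 5 genes passed, and 3 of them were among the 190. Without onTx ED-resistant replicate 2 alone, 8 genes passed, all of them among the 190, and without preTx ED-resistant replicate 20 alone 367 passed, of which 181 were shared. The onTx library had 1248539 counts, 14.0% on protein-coding genes, 51.3% on signal recognition particle RNA and 15.5% on the ribosomal RNA locus. A candidate explanation for most of the 190 genes is therefore this one library. For the genes that stay, chance and a difference between the response groups were not separated.

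Among gene lists, the interaction separated MYC targets, with an NES of -2.51 (26 genes, adjusted p = 6.26e-07 from fgsea). The list moved toward lower values with treatment in ED-resistant tumors (NES -2.30) and had -1.02 in ED-sensitive tumors. All 26 genes had a negative log2 difference, with a median of -0.29. One by one, 0 of them passed an adjusted p-value of 0.05 by edgeR's quasi-likelihood test, and 9 had an unadjusted p-value under 0.05. Leaving out the libraries with few coding counts gave an NES of -2.46, which argues against those libraries as its whole cause, and leaving out onTx ED-resistant replicate 2 gave -2.45. Among the splits of the samples, 2 of 32 gave a mean statistic as far from 0, a share above 0.05. Chance therefore stays open, and so does a stronger fall of MYC target expression in ED-resistant tumors, which were higher for this list preTx (NES 1.99) and not onTx.

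Antigen processing genes had an NES of 1.71 in the interaction (16 genes, adjusted p = 0.0281 from fgsea). As many as 17 of 32 splits gave a mean statistic as far from 0. The NES was 0.72 without the libraries with few coding counts and 1.06 without onTx ED-resistant replicate 2, so low coding libraries are a candidate explanation. Without preTx ED-resistant replicate 20, itself of low coding share, it was 2.37 (adjusted p = 2.18e-07 from fgsea), so single libraries moved it in both directions. The B cell list had an NES of -1.98 (10 genes, adjusted p = 0.00329 from fgsea). Its NES was -1.87 without those libraries, which argues against them, but 19 of 32 splits gave a mean statistic as far from 0, and limma-voom gave an NES of 2.19. Chance stays open for both lists, and a biological difference was not separated from it.

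Immediate early genes, which the paper does not discuss, were higher onTx than preTx in both response groups. Their median log2 fold change was 2.78 in ED-sensitive tumors, where all 12 genes of the list passed an adjusted p-value of 0.05 by edgeR's quasi-likelihood test and 12 did adjusted over the list alone. In ED-resistant tumors, the median was 2.52, with 11 genes past the threshold and 12 adjusted over the list alone. *FOS* rose from 68.1 ± 115 CPM (SD, n = 66) to 592 ± 413 CPM (SD, n = 65) in ED-sensitive tumors, with a log2 fold change of 3.14, and had a log2 fold change of 2.66 in ED-resistant tumors. Before treatment the tissue was a biopsy and on treatment it came from surgery, so the handling of the tissue and letrozole cannot be told apart, because the design confounds time point and procedure. With 2.52 as the smaller of both medians, either could be the source.

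*IGHM* had a log2 fold change of 4.70 between preTx ED-resistant and ED-sensitive tumors (standard error 0.68, adjusted p = 4.56e-07 from edgeR's quasi-likelihood test), the highest of the named genes together with *IGHJ3P* (4.81) and *IGHJ5* (4.53). A single library, preTx ED-resistant replicate 20, held 35.9% of the *IGHM* counts of its group while being the smallest library, with 334306 counts, 23.6% of them on protein-coding genes. Without it, the log2 fold change was -0.71 (adjusted p = 0.455 from the same test), and *IGHJ3P* and *IGHJ5* had 0.16 and 0.29. Over single tumors, the AUC of *IGHM* was 0.501, and log2 CPM did not differ (2-sided permutation test, p = 0.628). The value is in line with a single library as its source. Whether that sample held many plasma cells or a distorted library was not tested, and *IGHM* reads are shared with other immunoglobulin genes.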

How the results depend on the processing

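The alternatives were set before the data were examined, apart from those restricted to protein-coding genes, with the share of coding counts as a covariate or without the libraries of low coding share, the permutation test of genes under the filter and all alternatives of gene lists in the interaction, which were chosen after seeing the data.

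The block by label number, which has its own paragraph, is left out here. Also left out are the fits with T cell genes, interferon-stimulated genes or the proliferation score as a covariate. Those fits lost some of the chemokine calls and are described under the other observations. Every other processing alternative kept onTx *CXCL9* (log2 fold change 1.76 to 2.59) and *CXCL10* (1.76 to 2.29) higher in ED-resistant tumors, past the threshold. Each also kept *CXCL11* (1.90 to 2.45) and *CXCR3* (0.77 to 1.04) higher onTx past the threshold. The same held preTx for *CXCL9* (1.56 to 2.37), *CXCL10* (2.03 to 2.23) and *CXCL11* (2.10 to 2.48), and for *MKI67* at both time points. The proliferation, interferon, T cell, antigen processing, cytolytic and B cell lists stayed past the threshold onTx under the settings run for lists. These were ranking by log2 fold change, all genes with at least 1 read, camera, fry and the settings on coding genes or coding share. The onTx lists were not run with DESeq2, limma-voom, upper-quartile scaling, the other covariates or all 4 groups in one fit. The AUC of *CXCL11* stayed between 0.777 and 0.859. The proliferation score kept its differences between response groups and between time points under each of its 4 alternatives.

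The number of differing genes depended on the method, while the cause of each shift was not tested except where named. Counts marked as by the paper's cutoffs are differentially expressed genes by the cutoffs of the RNA-Seq methods, onTx. With limma-voom, there were 1614 differing genes onTx (351 by the paper's cutoffs), 1151 preTx, 1601 for the change in ED-resistant tumors and 0 for the interaction (427 genes at an unadjusted p-value under 0.05). DESeq2 gave 1343 genes for the change in ED-resistant tumors and 71 for the interaction, and upper-quartile scaling 312 for the interaction. DESeq2 also moved the split of calls, with 53.1% higher in ED-resistant tumors against 68.9% for the genes differing between ED-resistant and ED-sensitive, preTx, and 63.7% against 81.2% by the paper's cutoffs. No scaling moved the median of all genes by over 0.1. Keeping all genes with at least 1 read, which tests more genes, gave 4084 onTx (3353 by the paper's cutoffs), 4978 preTx, 11570 for the change in ED-sensitive tumors and 423 for the interaction. Keeping only genes with at least 10 counts in every sample, which tests far fewer, gave 60 onTx (20 by the paper's cutoffs), 2 preTx, 212 and 2 for the changes in ED-sensitive and ED-resistant tumors and 0 for the interaction (12 at an unadjusted p-value under 0.05). With library size as a covariate, the change in ED-resistant tumors gave 479 genes and the interaction 8. With the number of genes detected, the paper's cutoffs gave 571 onTx and the interaction 3, and with 2 surrogate variables these were 525 and 5, with 472 for the change in ED-resistant tumors. All 4 groups in one fit gave 2487 for that change. Protein-coding genes only gave 591 by the paper's cutoffs and 57 for the interaction, the share of coding counts as a covariate 586 and 3, and leaving out libraries of low coding share 5 for the interaction. The 190 genes of the interaction were thus within 1.5 times under none of these alternatives.

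Among genes, the cause of the following shifts was not tested. *CXCR3* preTx was at 0.35 with limma-voom and no longer past the threshold. *XCR1* in the change of ED-resistant tumors was at 0.95 with all genes of at least 1 read, *XCL1* onTx at 0.40 and *GZMB* preTx at 0.55 in the permutation test on log2 CPM, each no longer past it. The same holds for *MS4A1* onTx (1.24 with all genes of at least 1 read, 1.05 with surrogate variables, 1.25 with all 4 groups in one fit) and, in the last of these, for *PTPRC* (0.73) and *CD4* (0.46). *PGR* onTx passed with DESeq2 (-1.35) and limma-voom (-1.10), and *ERBB2* with limma-voom (-0.53). *PDCD1* onTx turned positive with limma-voom (0.75), library size (0.17), genes detected (0.17) and surrogate variables (0.62), and *ESR1* turned negative with limma-voom onTx (-0.10) and preTx (-0.39). The *CXCL10* interaction turned negative with limma-voom (-0.49), genes detected (-0.10) and surrogate variables (-0.11). *CEL* onTx turned negative with DESeq2 (-0.11), limma-voom (-0.037), surrogate variables (-0.27) and without libraries of low coding share (-0.29), ENSG00000278996 with DESeq2 (-0.59) and without those libraries (-0.023), ENSG00000280441 with DESeq2 (-0.52), and with limma-voom preTx *IGHJ3P* (-0.27) and *IGHM* (-0.043). Of the other genes and lists outside the comparisons themselves, 54 values no longer passed and 10 newly passed under one of the alternatives, in the same direction. Of these 10, 8 were of *MKI67* in the change of ED-resistant tumors, which the edgeR fit had at -1.23 and the alternatives had from -1.45 to -1.04, with adjusted p-values from 0.00647 with limma-voom to 0.0916 with all genes of at least 1 read. The other 2 were of *CCR4* preTx, at 0.82 with DESeq2 and 0.83 with all 4 groups in one fit.

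Among lists and scores, the NES of MYC targets onTx was -0.54 with all genes of at least 1 read, without passing. Antigen processing preTx passed with the share of coding counts as a covariate (1.94) and without libraries of low coding share (1.92). B cells preTx did not pass fry (adjusted p = 0.124, where the adjusted p-values over the alternatives ran from 1.56e-08 to 0.124), and their interaction was at 2.19 with limma-voom. The difference of the changes in proliferation score was 0.074 with a prior count of 0.5 and 0.047 with the median over the 11 genes, against -0.022.

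Taking the number in the sample label as a block uses only samples whose number occurs in both groups, which is 23 numbers onTx, 20 preTx and 65 and 20 for the changes in ED-sensitive and ED-resistant tumors. Samples with the same number had a median correlation of 0.0025 onTx, -0.0024 preTx, 0.062 in ED-sensitive and 0.037 in ED-resistant tumors, and a correlation above 0.1 in 10, 3, 28 and 8 pairs, so the number pairs at most part of them. Fewer samples entered these fits, which lowers the number of calls by construction. The block gave 231 genes onTx, 276 differentially expressed genes by the cutoffs of the RNA-Seq methods, onTx, 109 preTx, 478 for the change in ED-resistant tumors and 0 for the interaction (364 at an unadjusted p-value under 0.05). Onto the other side of the threshold moved, onTx, *CXCL9* (1.89), *CXCL10* (1.79), *CXCR3* (0.85), *XCR1* (1.00), *CD8A* (0.92), *CD8B* (0.96), *PRF1* (0.59), *GZMB* (0.83), *NKG7* (0.73), *GNLY* (1.00), *PTPRC* (0.80), *CD4* (0.54), *FOXP3* (0.63) and *MS4A1* (1.15), and preTx *CXCL9* (2.34), *CXCR3* (0.41) and *MKI67* (1.48), while macrophages onTx (NES 1.67) and antigen processing preTx (1.71) passed. Turned were *PDCD1* (0.19), *ESR1* (-0.18 onTx, -0.27 preTx), ENSG00000278996 (-0.21), ENSG00000280441 (-0.14), *IGHJ3P* (-0.45), *IGHJ5* (-0.13), the *CXCL10* interaction (-0.45), MYC targets onTx (-0.71) and the B cell interaction (2.11).

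Depth limits *CXCL11*, *GZMA*, *GZMB* and above all *XCL1* and *XCL2*, for which the edgeR, DESeq2 and limma-voom alternatives on filtered genes cannot give a value. The filter of 10 counts in every sample removed the named genes of low expression, so it gives no value for them, and gene lists were not run under it.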

Differences from the paper's values

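For the categories of *CXCL11* by response, the chi-square p-value was 6.21e-06, and the paper's value in Supplemental Figure 9E is 7.038e-07. None of the alternatives set before the data were examined closed this gap. The median of the preTx tumors as the cutoff gave p = 3.52e-04 and the best cutoff on the deposited counts gave p = 6.29e-06.

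Some values lay within the paper's or reached them under one setting. The AUC of *CXCL11* preTx was 0.822 against the paper's 0.777, and the deposited counts without normalization, an alternative set before the data were examined, gave 0.777. The deposited table holds 88 onTx samples where the paper's text gives 87.

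Where the paper states that MYC targets were higher in onTx ED-resistant tumors, the hand-written MYC target list, which is another gene set than the paper's, had an NES of 0.58 (adjusted p = 0.975 from fgsea). No setting that was run on the onTx samples called this list. The same list passed preTx, with an NES of 1.99. Where the paper places interferon and other immune sets at the top, the highest NES among the hand-written onTx lists was that of G2/M genes, at 3.04, followed by S phase at 2.91 and interferon-stimulated genes at 2.89. These lists again differ from the paper's sets.

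The paper states that nearly all ED-sensitive tumors moved to less aggressive PAM50 subtypes on treatment and that the ED-resistant group differed in this. The proliferation score, which is another measure than the subtype, fell by 1.18 in ED-resistant and by 1.16 in ED-sensitive tumors. The interval of the difference between these falls was wide (-0.76 to 0.76), so a smaller fall in ED-resistant tumors stays open.

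The paper states that *XCL1* and *XCL2* rose with letrozole in ED-resistant tumors. Their log2 fold changes were positive, 0.52 and 0.70, with adjusted p-values of 0.592 and 0.504 from edgeR's quasi-likelihood test in the one fit that was run for them in that comparison. This fit was unpaired, and what a paired test would give was not tested. The paper cites Figure 4A for this, and the legend of that figure compares ED-resistant with ED-sensitive tumors. In that comparison onTx, *XCL1* was higher by 1.05 (adjusted p = 0.0437 from edgeR's quasi-likelihood test) and *XCL2* by 1.41 (adjusted p = 0.00264). By the permutation test on log2 CPM, *XCL2* passed onTx (adjusted p = 0.00145) and *XCL1* did not (adjusted p = 0.0530). For *CXCR3* preTx, which the paper gives as higher and edgeR's quasi-likelihood test called at 0.77, the log2 fold change of 0.35 with limma-voom and the permutation test on log2 CPM (adjusted p = 0.163) did not pass.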

Other observations

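The tests of *CEL* and the ribosomal RNA locus genes, of the closest libraries, of the gene lists by splits between time points, of the difference between the falls in proliferation score, and of the chemokines with T cell genes, interferon-stimulated genes or the proliferation score as a covariate were chosen only after the result was seen.

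Splits of the samples into groups of the same sizes were fitted for each comparison. Of 100 splits, 1 gave as many differing genes as the response groups onTx (the real one itself), and the same held preTx and, onTx alone, with the cutoffs of the paper's RNA-Seq methods. Across the other splits, the median was 24 genes onTx with a maximum of 1957, and 67 preTx with a maximum of 1161. Between time points, 1 of 60 splits gave as many genes in ED-sensitive tumors and 2 of 100 in ED-resistant tumors, where the numbers of genes had been 7633 of 20910 (3553 higher, 4080 lower) and 742 of 21653 (451 higher, 291 lower). The largest number in another split was 554 and 1596. The preTx comparison itself gave 3094 of 23553 genes, 2132 higher and 962 lower in ED-resistant tumors. By the cutoffs of the paper's RNA-Seq methods, 525 genes were higher and 579 lower preTx, so most of the genes called by those cutoffs were lower. Of the genes called in the response comparisons, 1244 were called at both time points and 1230 of these had the same direction, where chance would give 324. That number takes the comparisons as independent, while the paper reports matched preTx and onTx samples. The excess is therefore not a replication in other patients. Of the genes called in either change, 618 were shared and 611 had the same direction, where chance would give 260.

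For the onTx gene lists, 1 of 100 splits gave a mean statistic as far from 0 for the S phase, G2/M, mitotic spindle, interferon-stimulated, IFN-γ response, T cell, cytolytic and plasma cell lists. The number was 2 for antigen processing, 3 for B cells, 31 for macrophages and 61 for MYC targets. For the preTx lists, it was 1 for S phase, G2/M, mitotic spindle, interferon-stimulated and IFN-γ response genes, 2 for MYC targets, 3 for macrophages, 4 for cytolytic genes, 5 for T cells, 7 for B cells, 31 for plasma cells and 60 for antigen processing, so grouping by chance stays open for the last 4 of these. The preTx NES was 3.05 for S phase, 3.29 for G2/M, 2.90 for mitotic spindle, 2.88 for interferon-stimulated, 2.37 for IFN-γ response, 2.44 for T cell and 1.77 for cytolytic genes, 2.16 for B cells, 1.59 for macrophages, 1.17 for plasma cells and 1.09 for antigen processing. Of these lists and MYC targets, fgsea gave no adjusted p-value under 0.05 for plasma cells (0.318) and antigen processing (0.354). The preTx calls of camera held under fry, apart from B cells (adjusted p = 0.0194 with camera and 0.124 with fry).

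From preTx to onTx, the NES fell for S phase (-3.07 in ED-sensitive and -3.17 in ED-resistant tumors), G2/M (-3.26 and -3.44) and mitotic spindle genes (-2.88 and -2.94). It was positive for IFN-γ response (2.31 and 2.11), T cells (2.11 and 2.41), cytolytic genes (1.73 and 1.91) and macrophages (2.25 and 2.19), each with an adjusted p-value under 0.05 from fgsea in both groups. The interferon-stimulated (-0.75 and -0.64), antigen processing (-0.81 and 1.30), B cell (1.30 and 0.95) and plasma cell lists (1.12 and 1.05) did not pass in either group. Antigen processing in ED-resistant tumors depended on single libraries, with an NES of 2.06 without preTx ED-resistant replicate 20 (adjusted p = 4.57e-04 from fgsea) and -0.42 without onTx ED-resistant replicate 2. In ED-sensitive tumors, 14 of 24 IFN-γ response, 12 of 18 T cell, 4 of 4 cytolytic and 10 of 10 macrophage genes were higher one by one (14, 13, 4 and 10 adjusted over the list alone). In ED-resistant tumors, these numbers were 1 of 25, 0 of 20, 0 of 7 and 2 of 10, with 4, 0, 0 and 7 adjusted over the list alone and 6, 5, 1 and 7 at an unadjusted p-value under 0.05. Of 60 splits of the ED-sensitive samples between time points, 1 gave a mean statistic as far from 0 for S phase, G2/M, mitotic spindle, IFN-γ response, T cell, cytolytic and macrophage genes, 12 for B cells, 15 for plasma cells, 18 for MYC targets, 39 for antigen processing and 46 for interferon-stimulated genes. Of 100 splits of the ED-resistant samples, 1 did for S phase, G2/M, mitotic spindle and macrophage genes, 3 for MYC targets and IFN-γ response, 17 for T cells, 19 for cytolytic genes, 46 for plasma cells, 64 for antigen processing, 95 for B cells and 100 for interferon-stimulated genes. Grouping by chance therefore stays open for the T cell and cytolytic lists in ED-resistant tumors, though fgsea called both.

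Estrogen response genes fell from preTx to onTx in both response groups, with a median log2 fold change of -1.23 in ED-sensitive (11 of 14 lower, 12 adjusted over the list alone) and -1.22 in ED-resistant tumors (4 lower, 9 adjusted over the list alone). Among all PAM50 genes, 20 of 44 were higher in onTx ED-resistant tumors, and 21 adjusted over the list alone.

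Whether another measured property accounts for the higher *CXCL9*, *CXCL10* and *CXCL11* in ED-resistant tumors was tested with each property as a covariate in edgeR's quasi-likelihood test. With library size and the number of genes detected entered together, the largest adjusted p of the 3 genes was 2.07e-05 onTx and 4.12e-06 preTx, which argues against depth. With the mean expression of T cell genes, all 3 stayed past the threshold preTx (largest adjusted p = 5.93e-04) and *CXCL10* did onTx (log2 fold change 1.36, adjusted p = 0.00364), which argues against T cell content as the whole cause there. *CXCL9* (0.69) and *CXCL11* (0.98) did not onTx (largest adjusted p = 0.126). With interferon-stimulated genes, the 3 genes stayed preTx (largest adjusted p = 0.0187) and *CXCL9* onTx (adjusted p = 0.00470), while *CXCL10* and *CXCL11* did not onTx (largest adjusted p = 0.0892). With the proliferation score, *CXCL9* stayed preTx (adjusted p = 0.00446), *CXCL10* and *CXCL11* did not (largest adjusted p = 0.0889), and none of the 3 did onTx (largest adjusted p = 0.238). *CXCR3*, at 0.97 onTx and 0.77 preTx without a covariate, stayed with library size and genes detected together (adjusted p = 4.27e-04 onTx and 0.0300 preTx) and with none of the 3 others. It had 0.18 onTx (adjusted p = 0.683) and 0.12 preTx (adjusted p = 0.743) with T cell genes, 0.59 (adjusted p = 0.119) and 0.46 (adjusted p = 0.342) with interferon-stimulated genes, and 0.54 (adjusted p = 0.257) and 0.82 (adjusted p = 0.121) with the proliferation score, all from edgeR's quasi-likelihood test. For the genes that did not stay, T cell content, an interferon response or proliferation cannot be told apart from the response itself, since T cells and interferon could be upstream or downstream of the chemokines and proliferation defined the groups.

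The AUC of *CXCL11* preTx was above that of 99.7% of the 23553 genes tested, and 79 genes had a higher one. Among these were *CXCL10* (0.886) and *MKI67* (0.848), while *CXCL9* had 0.792. The proliferation score had an AUC of 0.829 (95% bootstrap confidence interval, 0.692 to 0.940). Above *CXCL11* lay 14 of 54 G2/M, 7 of 43 S phase, 11 of 37 interferon-stimulated and 0 of 19 T cell genes. *CXCL11* thus stands apart from most genes and not from proliferation and interferon genes.

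The proliferation score fell by close amounts in both response groups (difference of the changes -0.022). In the interaction fit, 9 of its 11 genes had a positive log2 difference (median 0.43), toward a smaller fall in ED-resistant tumors. One by one, 0 of them passed. The interaction NES was 1.60 for mitotic spindle (adjusted p = 0.0735 from fgsea), 1.16 for G2/M (adjusted p = 0.295) and -1.42 for S phase genes (adjusted p = 0.0966). The interval of the difference in score, -0.76 to 0.76, is wide. A smaller fall in ED-resistant tumors therefore cannot be told apart from an equal one with this number of tumors.

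Tissue composition differed between time points. Adipocyte, fibroblast and endothelial genes rose in ED-sensitive tumors by a median log2 fold change of 0.53, 0.67 and 0.43, and in ED-resistant tumors by 0.96, 0.82 and 0.55. Epithelial genes had -0.41 and -0.49. In ED-sensitive tumors 2, 7 and 8 of the 8 genes of the 3 rising lists were higher, with 2, 7 and 8 adjusted over the list alone, and in ED-resistant tumors 0, 1 and 0, with 1, 6 and 6 adjusted over the list alone and 2, 6 and 6 at an unadjusted p-value under 0.05. Tumor tissue contains all of these cell types, so the lists mark shares within it and not another tissue. More stroma or fat sampled at surgery than at biopsy could give this, with 0.43 as the smallest of the 6 rising medians, and so could a loss of tumor cells under letrozole. These cannot be told apart because the procedure changed with the time point. Between the response groups onTx, the same lists had medians of -0.77 (adipocytes), -0.46 (fibroblasts), -0.39 (endothelial cells) and 0.14 (epithelial cells) in ED-resistant against ED-sensitive tumors.

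The genes with the highest onTx log2 fold changes, ENSG00000278996 and ENSG00000280441 of the ribosomal RNA locus and *CEL*, rested on onTx ED-resistant replicate 2. Without it, their log2 fold changes were -0.87, -0.77 and -0.47. A single library may therefore be the source of these 3 values. The onTx comparison as a whole gave 2180 genes without it, of which 2028 were among the 2478. Leaving out preTx ED-resistant replicate 20 gave 3322 preTx genes, of which 2928 were among the 3094. The change in ED-resistant tumors gave 676 genes (609 shared) without the onTx library and 947 (725 shared) without the preTx library.

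Among 4668 pairs of samples within a condition, onTx ED-sensitive replicates 6 and 40 were the closest, with a correlation across 16051 genes of 0.986, where genes are not independent replicates. The next pair of one condition had 0.960, the median was 0.838 and the highest other pair across conditions had 0.980. The split of reads between replicates 6 and 40 had a dispersion of 6.15 against sampling noise, where one library counted in parts would give about 1, and the median pair had 63.7. This argues against one library entered under both labels. They may be separate libraries of one tumor, a hypothesis that was not tested because counts do not identify a donor. Without replicate 6, the onTx comparison gave 2504 genes, and without replicate 40 it gave 2530.

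RNA of the proteins that the paper stained was compared as well, and these are values of another assay. In onTx ED-resistant against ED-sensitive tumors, log2 fold changes by edgeR's quasi-likelihood test were 0.72 for *PTPRC*, which encodes CD45 (adjusted p = 0.00731), 0.47 for *CD4* (adjusted p = 0.0259), 1.29 for *MS4A1*, which encodes CD20 (adjusted p = 0.0313), 0.69 for *FOXP3* (adjusted p = 0.00157) and -0.65 for *PDCD1*, which encodes PD1 (adjusted p = 0.425). *ESR1* had 0.20 (adjusted p = 0.707), *PGR* -0.76 (adjusted p = 0.189) and *ERBB2* -0.29 (adjusted p = 0.261 from the same test). Before treatment, *ESR1* had 0.058 (adjusted p = 0.931) and *PGR* -0.22 (adjusted p = 0.816 from edgeR's quasi-likelihood test). From preTx to onTx, *PGR* fell by 2.19 on the log2 scale in ED-sensitive (adjusted p = 3.45e-10) and fell by 2.73 in ED-resistant tumors (adjusted p = 0.0136 from the same test).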
